# The transcription factor combination MEF2 and KLF7 promotes axonal sprouting in the injured spinal cord with functional improvement and regeneration-associated gene expression

**DOI:** 10.1186/s13024-025-00805-4

**Published:** 2025-02-08

**Authors:** Callan L. Attwell, Inés Maldonado-Lasunción, Ruben Eggers, Bastiaan A. Bijleveld, Ward M. Ellenbroek, Natascha Siersema, Lotte Razenberg, Dédé Lamme, Nitish D. Fagoe, Ronald E. van Kesteren, August B. Smit, Joost Verhaagen, Matthew R. J. Mason

**Keywords:** Axon regeneration, Transcription factor over-expression, AAV, Spinal cord injury, Promoter analysis, Neuron-intrinsic, Gene expression profiling, Transcription factor combinations

## Abstract

**Background:**

Axon regeneration after injury to the central nervous system (CNS) is limited by an inhibitory environment but also because injured neurons fail to initiate expression of regeneration associated genes (RAGs). The potential of strong RAG expression to promote regeneration in the CNS is exemplified by the conditioning lesion model, whereby peripheral nerve injury promotes regeneration of centrally projecting branches of the injured neurons. RAG expression could potentially be induced by delivery of the right set of transcription factors (TFs). We here aim to identify TF combinations that activate this program.

**Methods:**

We first analysed binding site motifs in promoters of the RAG program to identify nine candidate growth-promoting TFs. These were systematically screened in vitro to identify combinations that had potent neurite-growth promoting activity. Next, adeno-associated viral vectors were used to express these TF combinations in vivo in L4/L5 dorsal root ganglia to test whether they would promote regeneration in a spinal cord injury model (dorsal column lesion) in female rats. To determine whether they could activate the RAG program we carried out gene expression profiling on laser-dissected dorsal root ganglion neurons specifically expressing these TF combinations, and of DRG neurons that had been axotomized.

**Results:**

Promoter analysis identified ATF3, Jun, CEBPD, KLF7, MEF2, SMAD1, SOX11, STAT3 and SRF as candidate RAG-activating TFs. In vitro screening identified two TF combinations, KLF7/MEF2 and ATF3/KLF7/MEF2, that had potent neurite-growth promoting activity, the latter being the more powerful. In vivo, KLF7/MEF2, but not ATF3/KLF7/MEF2 or KLF7 or MEF2 alone, promoted axonal sprouting into the dorsal column lesion site and led to improved functional recovery. Gene expression profiling revealed that unexpectedly, the MEF2-VP16 construct used had little transcriptional activity in vivo, suggesting additional steps may be required to achieve full MEF2 activity. All combinations except MEF2 alone induced RAG expression mirroring that induced by axotomy to significant extents, while ATF3/KLF7/MEF2, KLF7 and ATF3, but not KLF7/MEF2 also induced apoptosis-related genes which may hinder regeneration.

**Conclusions:**

The TF combination KLF7/MEF2 partially mimics the conditioning lesion effect, inducing axonal sprouting into a dorsal column lesion and driving significant RAG expression, and also promotes functional improvement.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-025-00805-4.

## Introduction

Repair of the central nervous system (CNS) after injury fails, and one reason for this is that the injured CNS neurons fail to mount a robust regeneration-associated gene (RAG) expression program, in contrast to neurons of the peripheral nervous system [1–6]. Artificial induction of the RAG program is one approach to boost regeneration after CNS injury, and this might be achieved by delivering the appropriate transcription factors (TFs). However, identifying TFs capable of driving significant RAG expression in vivo, and thus regeneration, remains a significant challenge, partly because of the large number of regeneration-associated TFs that have been identified. For example, in our recently reported facial motor neuron dataset 60 TFs are upregulated in the first 4 days [7].

Delivery or activation of some of these TFs has had small positive effects on regeneration in dorsal root ganglion (DRG) neurons in the peripheral nerve, the dorsal root, or the ascending dorsal column. These include ATF3, SOX11, CREB, p53, STAT3, and SMAD1 [8–14]. However, these effects are much smaller than that achieved by a conditioning lesion, where full RAG program activation is achieved. In corticospinal neurons and retinal ganglion cells, increased axonal regeneration or sprouting has been induced with the transcription factors KLF6, KLF7 and SOX11 [12, 15–17], but JUN and STAT3 failed to promote corticospinal tract growth [18]. In all these experiments, it is not clear whether substantial RAG induction was attained, although some individual RAGs are induced by e.g. ATF3 [19]. Target genes of KLF6/7 have been identified but their relationship to the peripheral RAG program was not explored [17, 20].

TFs act co-operatively to regulate target promoters and in many cases physically interact (reviewed in [21, 22]). A potentially powerful approach therefore is to express combinations of key transcription factors that regulate the RAGs, using viral vector delivery. We have previously attempted this in vivo in DRG neurons [23], using a combination of ATF3, JUN, STAT3 and SMAD1. While this increased the speed of regeneration in the dorsal root, no effect was seen after spinal injury and the combination did not outperform ATF3 alone. So far this approach has not been applied to CNS neurons in vivo, although in vitro, a similar lack of synergy was seen when Jun and STAT6 were co-expressed in a cortical slice culture assay [24]. In vitro, co-expression of Jun and ATF3 did result in synergistic growth increases in DRG neurons and in cortical neurons when a tethered dimer was used [25].

The use of combinations of transcription factors has been applied with great success in the field of cell-type reprogramming [26, 27]. The transition from non-regenerating to regenerating neuron involves of the order of a thousand genes, probably fewer than change in many reprogramming transitions. The success of cell-type re-programming with relatively small numbers of TFs indicates that such an approach might work in peripheral neurons to induce the regenerative state. In DRG neurons it is clear that the regeneration program is accessible with the right stimulus. However, given the large number of TFs with an implicated role in the transition, and allowing that a combination of multiple TFs might be necessary, the search space for the right combination becomes potentially very large.

Several attempts have been made to identify key TFs that can promote regeneration by gene network analysis, promoter analysis of the RAG program and epigenetic profiling [17, 18, 28–36]. These approaches frequently identify the well-known factors AP1, STAT3, and SMAD family, and have generated a number of new candidate TFs but have so far not yielded additional factors with a demonstrable ability to promote long-distance regeneration.

Here we have taken a focused bioinformatics approach using a promoter analysis algorithm we recently developed on a gene expression dataset from regenerating motor neurons from Jun-knockout mice [7]. We have analysed the promoters of the RAGs from this same dataset to identify nine key TFs that potentially regulate the RAG program, including the novel factor MEF2. We then carried out combinatorial screening in a DRG-neuron like cell line to identify combinations of TFs that synergistically promote neurite outgrowth. We then applied these combinations to a spinal cord injury model in female rats in vivo and show that one of them, KLF7/MEF2, promotes functional recovery and axonal sprouting into and around the lesion site, in contrast to either factor acting alone. Curiously, the addition of ATF3 to this combination was beneficial in vitro but abolished its positive effects in vivo. Furthermore, we performed gene expression profiling on DRG neurons over-expressing these TFs and combinations in vivo, to precisely determine the effects of the TFs we delivered on gene expression, and relate this to axotomy-induced RAG changes. All combinations except MEF2 alone promoted large scale axotomy-like changes in gene expression. This analysis revealed a set of likely targets for ATF3 and KLF7, and indicated that these TFs have overlapping target genes. Furthermore, although the MEF2 construct had low transcriptional activity by itself, it changed the targets of KLF7 sufficiently to promote functional recovery and sprouting.

## Methods

### Identification of candidate transcription factors

The promoters of RAGs expressed in regenerating mouse facial motor neurons (FMN), 1 day after axotomy, were analysed to identify key TFs which might regulate these RAGs. RAGs were identified from phenotypically wild-type mouse FMNs [7] and their promoters were compared with the promoters of genes which were expressed above median level but not regulated (no significant regulation and fold-change below 1.3 fold).

Transcription factor motifs over-represented in RAG promoters were identified using the algorithm described previously in [7], which scores sequences using position weight matrices for TF binding site motifs and uses a flexible scoring threshold to optimize the over-representation ratio between a target promoter set and a control promoter set, and incorporates conservation across species in the scoring process.

TF binding site position weight matrices were from the TRANSFAC public database [37] and JASPAR 2020 CORE and PBM collections [38]. Conservation across species was such that binding sites had to match in at least 5 out of 15 species. Promoter lengths of 200–1000 bp were used, with the best-scoring length used for each motif. Significance of over-representation was determined with a binomial test. Thresholds of *p* < 0.001 and an over-representation ratio of 2 were applied. False discovery rate was calculated by resampling of the input promoter sets. Related motifs were then grouped together if they occurred at the same locations (for at least half the sites of either motif).

TFs indicated by over-represented motif groups were then filtered, first on whether they are expressed in both mouse FMN and rat DRG neurons; then whether either: they are upregulated after axotomy in both mouse FMN and rat DRG neurons, or a post-translational activation mechanism is known to exist, that is activated after axotomy (see Supp. Tables S1, S2). Expression and upregulation in mouse FMN was determined from the dataset of [7] and expression/upregulation in rat DRG neurons was determined using the dataset of [36]. Motifs for factors with closely related molecules, including Smad, Sox and Klf families, were taken to indicate all family members prior to filtering.

To identify predicted target genes of over-represented motifs, the analysis was re-run with threshold optimization for the ‘additional sites’ measure [7], since this identifies a greater number of potential target genes.

### Plasmids and viral vectors

We generated expression constructs containing the open reading frame (ORF) of each transcription factor selected for screening. Each ORF was inserted into the dual promoter adeno-associated viral vector (AAV) transfer vector pAGLWFI [39]. This vector expresses a gene of interest and co-expresses GFP that has an added farnesylation signal to promote axonal transport. A ‘No-TF’ vector was made that expressed GFP only, using pAGLWFI with the second expression slot left empty.

The sequences used are given in Table 1:

**Table 1:** Sequences of transcription factors used for overexpression

Factor	Form	Species	Source	Reference
ATF3	wild-type	rat	IMAGE clone 7,100,767	
CEBPD	wild-type	mouse	RIKEN clone I830043N22 / MGI:3,569,106	
JUN	wild-type	rat	IMAGE clone 7,124,370	
KLF7	wild-type	mouse	IMAGE clone 3,499,191	
MEF2	MEF2-VP16	mouse	Gift from Dr. Eric N. Olsen	[40]
SMAD1	hSmadl-EVE	human	Addgene 22,993	[41]
SOX11	wild-type	mouse	IMAGE clone 5,716,171	
SRF	SRF-VP16		Gift from Dr. David Ginty (Originally from Dr. Ravi Misra)	[42].
STAT3	Stat3-C	mouse	Addgene 13,373	[26]

These plasmids were used for transfection in the neurite outgrowth assay and for AAV production. The production and titration of AAV serotype 5 vector particles was performed as described [43].

For the gene expression profiling of DRG neurons expressing TFs the dual promoter plasmids expressing KLF7, MEF2 and ATF3 were modified by replacing GFP with different fluorescent proteins. These were paired as follows: MEF2 with GFP (non-farnesylated); KLF7 with mCherry; ATF3 with mito-YFP (yellow fluorescent protein with a mitochondrial targeting sequence; from pEYFP-Mito, Clontech). An additional control plasmid containing no TF and GFP was also generated. AAV5 vectors were generated with these plasmids as above.

### Neurite outgrowth assays

F11 cells [44, 45] were seeded directly into a 96 well cell culture plate (Greiner) at 60–70% confluence in DMEM (Invitrogen, Bleiswijk, the Netherlands) containing 10% FCS. The next day the medium was changed to DMEM (Invitrogen) containing 2% FCS and after 2 h cells were transfected with the AAV dual vector plasmids (with 0.16 µg total DNA per condition for 96 wells plates) using lipofectamine 2000 (Invitrogen) in Optimem medium (Invitrogen) according to the manufacturer’s protocol. The following day single plates were split into three 96 wells plates (each well containing 92ul Neurobasal medium (Invitrogen) with 1 x B-27 supplement (Invitrogen), 1% Glutamax (Invitrogen), 1% PS (Invitrogen) and 6.25 µM cytosine arabinoside (Sigma) to kill dividing cells. The 60 inner wells were used while the outer wells contained water to prevent the inner wells from drying out. Cell density after passaging was approximately 1.000 transfected cells (based on counts of GFP -positive cells) per well. Cells were fixed by adding one volume of 8% PFA in 0.1 M phosphate buffer after 24 h, 48–72 h. In the additive screen at least 6 replicate wells per condition were generated on a minimum of 2 different plates. In the subtractive screens at least 4 replicate wells per condition were used. Neurite outgrowth was quantified using a Cellomics ArrayScan HCS Reader (Thermo Scientific, Pittsburgh, PA) using the Neuronal Profiling 3.5 algorithm to trace GFP positive neurites from F11 cells at 5x magnification.

Cells were identified as round objects in low exposure time images of GFP, while neurites were identified in higher exposure time images of GFP. We analysed the parameter ‘Neurite Total Length’, which is the total neurite length per cell.

### Experimental animals and surgical procedures

All experimental procedures and postoperative care were carried out with approval from the animal experimentation ethical committee of the Royal Netherlands Academy of Sciences. Female Wistar rats (9–12 weeks old; Harlan, Horst, The Netherlands) were used. Animals were housed under standard conditions with food and water ad libitum, and a 12-hour: 12-hour light/dark cycle. All surgery and functional testing were carried out by experimenters blinded to experimental group identities.

For the experiments with dorsal column injury and TF overexpression, there were six treatment groups (No TF, KLF7, MEF2, KLF7/MEF2, ATF3/KLF7/MEF2 and sham- operated animals) each with 9 animals. We previously tested the horizontal ladder and inclined rolling ladder with cervical dorsal column lesions [46], and power analysis based on these data indicated that *n* = 8 would allow detection of effect size of 60% of that seen in [46] with 80% power for both tests. Power analysis was carried out as in [46] with the simulation of 50% more steps for the inclined ladder to account for its increased length. An initial group size of *n* = 9 was chosen to allow for potential loss of 1 animal per group. One animal each from the MEF2 and No TF groups were euthanised before the time-course was completed leaving *n* = 8 for these two groups. All except sham-operated animals received a dorsal column lesion four weeks after viral vector delivery to the L4 and L5 DRGs. AAV vectors were injected into the left L4 and L5 DRG as described [47] under isoflurane anaesthesia. 1 µl was injected into each DRG. Total viral titre was matched for all groups, divided equally among constituents of combination groups, at 8.1 × 10^12^ GC/ml. The sham group also receiving the GFP-only vector. The total amount of GFP-expressing vectors in all groups was therefore 8.1 × 10^9^ GC per DRG.

The dorsal column lesions were performed as follows. Animals were anesthetized using isoflurane. Following an incision along the dorsal midline, a laminectomy at C4 was performed to expose the spinal cord and the dura mater was opened as in [46]. To minimize compression damage of the spinal cord we first inserted a 30G needle at 1 mm lateral to the midline on either side to a depth of 1.6 mm. The resulting hole was then enlarged by inserting a 27G needle to the same depth. Finally the tips of a pair of microscissors were inserted into the same holes to the same depth and then closed, resulting in transection of the dorsal column. A small piece of subcutaneous fascia was placed over the lesion and a small amount of fibrin glue placed on top. Sham-operated animals received only the laminectomy. The muscles overlying the spinal cord were loosely sutured together with a 5 − 0 suture and the wound closed. Animals were allowed to recover at 37 °C and received postoperative analgesia (Temgesic 0.03 ml/100 g body weight s.c.; Schering-Plough, Maarssen, the Netherlands), and survived for twelve weeks after injury until perfusion.

Three days before perfusion, all animals were anesthetized with isoflurane and the left sciatic nerve was exposed. Animals were injected with 3 µl cholera toxin subunit B (CTB; 10 mg/ml) (103B, List Laboratories Inc., Campbell, CA) in the sciatic nerve to transganglionically label ascending dorsal column axons in the spinal cord.

To visualize TF expression from AAV vectors at the time-point corresponding to injury, for each viral vector group *n* = 3 additional animals received injections of the viral vector mixtures described above in the left L4 and L5 DRG. Animals were then allowed to survive 2 weeks.

To determine the effect of GFP and a conditioning lesion (CL) on axonal regeneration and/or retraction after dorsal column lesion (DCL), we used three groups of 6 animals (GFP/CL/DL, CL/DCL, DCL only). In the GFP/CL/DCL group viral vectors were injected into the left L4 and L5 DRG with dual vectors expressing only GFP (8.1× 10^12^ GC/ml) (as described above), 4 weeks before the DCL. The GFP/CL/DCL and CL/DCL groups received a CL 7 days prior to DCL. For the CL, animals were anaesthetized with isoflurane, the left sciatic nerve exposed and transected at the mid-thigh level, followed by wound closure. All groups received a DCL and transganglionic tracing with CTB as described above. Where a CL was given, CTB was injected into the proximal stump. Anaesthesia and pain relief were administered as described above.

At all experimental endpoints for the above experiments, animals were injected with a lethal dose of pentobarbital and transcardially perfused with 0.9% saline followed by 4% paraformaldehyde (PFA) in phosphate buffer. Brain stems, spinal cords and DRG were post-fixed in 4% PFA for 3–4 h at room temperature, transferred to 30% sucrose in phosphate-buffered saline, and were frozen in Tissue-Tek OCT (4583; Sakura Finetek Holland) the following day.

Six groups of rats (*n* = 4) were used for gene expression profiling of TF-expressing neurons. AAV vectors delivered to each group were: No TF/GFP (control); MEF2/GFP; KLF7/mCherry; ATF3/mitoYFP; KLF7/mCherry and MEF2/GFP; KLF7/mCherry, MEF2/GFP and ATF3/mitoYFP. The given combinations of titre-matched viral particles were injected directly into the left L4 and L5 DRGs as above. The total titre injected was in all cases 8 × 10^9^ GC per DRG in a volume of 1 µl. For TF combinations, total titre was divided equally among the different viral vectors. Animals were allowed to survive for four weeks after injection of AAV.

Three groups of rats (*n* = 4) were used for gene-expression profiling of axotomized DRG neurons: animals that received no injury; and two groups of animals that received sciatic nerve injury, with 1 day and 7 day survival. *N* = 4 was chosen as this gives sufficient power to detect most differentially expressed genes with the chosen read-depth of 30 million [48]. Animals were anaesthetized with isoflurane, the left sciatic nerve exposed and transected at mid-thigh level. CTB-Alexa Fluor 594 and Fluoro-ruby were injected at the lesion site into the proximal stump, to retrogradely label injured neurons cell bodies for subsequent laser dissection.

The animal groups for all experiments with numbers used are also given in Supp. Table S3. All animals were euthanized with a carbon dioxide/oxygen mixture. The left L4/5 DRGs were dissected, embedded in O.C.T. Compound (Sakura SAK 4583) and frozen on dry ice. The blocks were stored at -80ºC until processing. Tissue processing, laser dissection, RNA extraction and gene expression profiling are described in section ‘RNA Sequencing’ below.

### Immunohistochemistry

Immunohistochemical staining with GFP, CTB and GFAP was performed to visualise ascending dorsal column axons of transduced L4/L5 DRG neurons following dorsal column lesion. Longitudinal sections of cervical spinal cords were cut at 20 μm thickness on a cryostat in two series and mounted with water on Superfrost Plus glass slides (Menzel-Glasser, Braunschweig, Germany). Sections were fixed with 4% PFA for 5 min and blocked with blocking medium (2% horse serum, 0.2% triton X100 in 1xTBS) for 1 h.

Primary antibodies were as follows. Goat anti-CTB (1:100,000 with 72 h incubation) (List BIological Laboratories); rabbit anti-GFP (1:1000, Abcam; ab290); mouse anti-GFAP (1:4000, Sigma G3893). Secondary antibodies were: biotinylated horse anti-goat (1:300, Vector Laboratories); donkey anti rabbit Alexa488 and donkey anti-mouse Alexa647 (both 1:600, Jackson Immunoresearch). CTB signal was visualized and enhanced by applying the ABC kit (1:200, Vector) followed by biotinylated tyramide (1:400, PerkinElmer) and strepatavidin Cy3 (1:400, Jackson Immunoresearch).

Thoracic spinal cord sections were sectioned and stained for GFP and CTB. CTB staining was carried out as above, then sections were stained with chicken anti-GFP (1:500, Millipore) followed by donkey anti-chicken Alexa488 (1:600, Jackson Immunoresearch).

TF overexpression was visualized in DRGs using the following antibodies: rabbit anti-KLF7 (1:100, HPA030490, Sigma); rabbit anti-VP16 for MEF2-VP16 (1:3200, Ab4808, Abcam); rabbit anti-ATF3 (1:400, sc188, Santa Cruz Biotechnology). These were followed by biotinylated anti-rabbit secondary. KLF7 and MEF2 staining was enhanced using tyramide signal amplification as described above. Signal was then visualized with ABC kit (1:200, Vector) and 3,3’-Diaminobenzidine (DAB). Prior to sectioning and staining, whole DRG were treated by incubating in Tris buffer pH 9 at 65 °C for 3 h to effect antigen retrieval.

TF overexpression in HEK cells was visualized using the primary antibodies for KLF7, VP16 and ATF3 listed above at concentrations of 1:100, 1:100 and 1:400 respectively, and the following antibodies: anti-SMAD1 (1:800; sc7965; Santa Cruz Biotechnology), anti-c-Jun (1:200; sc1694, Santa Cruz Biotechnology), anti-SRF (1:800 Santa Cruz, SC-335), anti-SOX11 (1:300; sc20096 Santa Cruz Biotechnology) or anti-STAT3 (1:400; sc482; Santa Cruz Biotechnology). Primary antibodies were followed by Alexa594 labelled secondary antibodies. Quantification of co-expression of TFs and GFP in HEK 293T cells was carried out by automated image segmentation and quantification in ImageJ, with a manually determined threshold for GFP and a positive threshold for TF staining chosen such that < 2.5% of cells in control cells were positive.

### Histological quantification

Following dorsal column injury with TF overexpression, for quantification of axon growth at the lesion site, sections were photographed at 10x magnification with an Axioplan microscope (Zeiss). Quantification was performed by placing a grid over the images using ImagePro Plus (Media Cybernetics, Bethesda, MD, USA) with fixed intervals from − 3 mm to + 2 mm (positive distance indicating growth past the lesion site). The vertical counting line of the zero point was placed at the caudal-most boundary of the lesion, determined by identifying GFAP immunoreactivity. A blinded observer counted the GFP and GFP/CTB labelled fibres that crossed the grid lines. Section images were then manually aligned, using only the GFAP staining, in Adobe Photoshop to generate maximum intensity projections.

For quantification of retraction, the spinal cord caudal to the sections taken containing the lesion was also immunostained and imaged and axons were counted as described above in fixed intervals of 1 mm up to -20 mm. Retraction distances were calculated using the distance between the ‘leading edge’ to the caudal end of the lesion. The ‘leading edge’ was identified as the midpoint of the main body of retraction bulbs. The average distance of 3 consecutive sections with the most axons was taken for each animal.

Quantification of axons in the intact dorsal column was carried out in the axon tract caudal to the retracting axons (‘leading edge’). A blinded observer counted the total number of GFP and GFP/CTB labelled fibres at a fixed distance caudal to the leading edge. Quantification of axons in animals that received conditioning lesions was carried out as described above at distances from + 2 to -9 mm relative to the proximal lesion border.

Quantification of axonal sprouting in T8 cord was carried out on confocal images of GFP immunostained sections acquired over an area of 1.16 mm x 0.39 mm (3 frames). All sections containing GFP-positive axons were imaged. Images were pre-processed with a band-pass filter in ImageJ and then axon lengths were quantified using the software package Neuromath [49], with local noise threshold activated. For normalization, GFP-positive axons were counted in transverse sections of T10 spinal cord in sections double labelled with GFP and TuJ1 (1:500; Covance). Axon lengths obtained from Neuromath were normalized to the mean of T10 GFP-positive axon counts and counts obtained on longitudinal sections caudal to the lesion (see above) to give a number representing µm of growth per GFP-positive axon.

### Functional testing

All functional tests (described below) were performed one and two weeks before injury to get a baseline measurement, followed by weekly measurements after injury for eleven weeks. Three experimenters carried out the tests (CLA, WE & BAB), working in pairs, and each test was carried out consistently by the same experimenters throughout the time course (CLA present in all tests). Testers were blinded with regard to which animals were lesioned or sham-lesioned and which TF treatment injected animals received. The different tests were all performed in the same order each week and at the same approximate time of day. Animals had a daily pre-training period of 2 weeks prior to baseline measurements and all had mastered accurately traversing the respective platform/ladder and were comfortable being handled. In the horizontal ladder and inclined rolling ladder, any indication of mis-stepping including ‘stutter steps’ was counted as a slip.

The horizontal ladder, adapted from the gridwalk test [50] is a 0.9 m long horizontal ladder with a diameter of 15.5 cm. The rungs of the ladder are adjustable with a possible gap of 3.5–5.0 cm and were randomly adjusted for each time point to prevent a learning effect. Three runs per animal were video recorded and analysed by an independent blinded observer. Slips or misses and successful steps were recorded for the left and right hindlimbs and forelimbs. Counts of slips or misses and successful steps were used directly for statistical analysis, while for plotting the total number of slips and misses was divided over the total number of steps for each run and averaged for three runs to calculate the mean error ratio.

The inclined rolling ladder used in this experiment is a modified version of the ladder described in [46]. This contains rungs which are half smooth (rolling) and half rough (and fixed) rungs, intended to simultaneously test texture sensation and proprioception, which depend on the ascending dorsal column. The ladder was modified with a transparent entry box and runway which stimulated the animals to ascend to the darkened home box at the top, and was made longer with 12 rungs instead of 8, for more data points per run. To prevent a learning effect, the orientations of the ladder rungs were randomized at each time point. Three runs per animal were video recorded and analysed by an independent blinded observer. Successful steps, slips and the type of rung from which these occurred (rough or smooth) were scored. The slips measure was used, defined as slips vs. successful steps on smooth bars only. Counts of successful/failed steps per run by these definitions were used directly for statistical analysis. For plotting, the mean error ratio for the slips measure was calculated as the number of slips divided by the total number of steps on smooth rungs for each run and averaged for three runs.

The CatWalk XT gait analysis system [51, 52] was used. Three runs per animal were recorded. All four paws were automatically labelled using the Catwalk software and were checked afterwards by a blinded experimenter for gait analysis. For each animal the base of support, stride length, swing time, print width, mean pixel intensity and maximum contact area for the hind paws were measured using the CatWalk software package. These parameters were chosen based on previous literature describing dysfunction after SC lesion [46, 53] and because they could be expected to partially depend on proprioceptive function. Mean values of left and right hind paws were taken. All values were normalized to baseline measurements for each animal for plotting.

### RNA sequencing

DRG that had been injected with AAV vectors expressing TF and fluorescent protein were cryosectioned at 20 μm thickness onto polyethylene-naphtalate (PEN) membrane slides (Carl Zeiss, Germany) and left to dry at room temperature for 1 h before storage at -80 °C. DRG sections were dehydrated prior to laser dissection for 5 s in 70% EtOH, 2.5 min 90% EtOH, rinsed in 100% EtOH, 3 min in 100% EtOH on ice and finally air dried on foil immediately. Laser dissection was carried out using a PALM MicroBeam (Carl Zeiss, Germany) and PALM Robosoftware. Fluorescent filters were used for identification of fluorophore- or tracer-labelled cells. Large diameter (> 40 μm) neurons were selected using the measurement tool and cutting margin of 10–20 μm was left around each neuron. Following laser cutting, the laser was used to catapult neurons into an adhesive cap. An average of 184 neurons were collected per animal (range 80–255). Trizol Reagent was added to the samples prior to storage at -80ºC.

RNA isolation was performed with the RNeasy^®^ Micro Kit (QIAGEN, Germany) following an adapted version of the manufacturer’s protocol. Chloroform/EtOH RNA extraction of RNA from Trizol Reagent cell lysate was performed in Phase-Lock Gel (PLG) tubes (heavy 1.5 ml; 5 PRIME, Gmbh), followed by the RNeasy protocol. RNA was eluted with 15 µl of RNase-free MilliQ water. RNA samples were then cleaned up by extraction with water-saturated 1-butanol followed by water-saturated ether [54]. Samples were then processed by GenomeScan, Leiden, the Netherlands for determination of yields, further assessment of quality and RNA sequencing. Single-end reads were generated with a read-depth of 30 million. All samples had a RNA Quality Number > 5.2 (determined using a Fragment Analyzer, Agilent Technologies, Santa Clara, CA). Average RNA input per sample was 14.5ng.

The NEBNext Ultra Directional RNA Library Prep Kit for Illumina was used to process the sample. The sample preparation was performed according to the protocol “NEBNext Ultra Directional RNA Library Prep Kit for Illumina” (NEB #E7420S/L). rRNA was depleted from total RNA using the rRNA depletion kit (NEB #E6310) and then mRNA was isolated using oligo-dT magnetic beads. After fragmentation of the RNA, cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product.

The quality and yield after sample preparation was measured with the Fragment Analyzer (Agilent Technologies). The size of the resulting products was consistent with the expected size distribution (a broad peak between 300 and 500 bp). Clustering and DNA sequencing using the Illumina Nextseq 500 was performed according to manufacturer’s protocols. A concentration of 1.6 pM of DNA was used. Nextseq control software v2.0.2 was used. Image analysis, base calling, and quality check was performed with the Illumina data analysis pipeline RTA v2.4.11 and Bcl2fastq v2.17.

### RNA sequencing analysis

The rat transcriptome, based on rat genome version Rnor_6.0 was obtained from Ensembl (release 87). cDNA and non-coding RNA transcript data were combined and AAV vector elements were added to create a combined reference transcriptome. The cDNA transcriptome was first filtered to remove transcripts annotated as pseudogenes, nonsense-mediated decay, non-stop decay or retained-intron. Reads were aligned to the rat transcriptome using TopHat2 [55]. Reads were then counted and converted to gene-level counts using featureCounts [56] with multi-mapping reads and fractional read counting enabled.

All subsequent analysis was carried out in the statistical programming environment R. Principle component analysis was performed on the 500 most variable genes after variance stabilisation using DESeq [57]. Counts were analysed for differentially expressed genes using DESeq. Only genes where at least 3 samples had non-zero counts over the whole experiment were used (leaving 15995 genes). After this filtering step, the sciatic nerve injury groups and the AAV-injected groups were analysed separately, although an analysis of all groups was also carried out for the No-TF vs. naïve uninjured comparison. For the sciatic nerve injury group, all samples were compared with the uninjured DRG neurons. For the AAV–injected groups, all samples were compared with the AAV-No-TF injected samples. A significance threshold (false discovery rate) of 0.05 was used. Fold-changes for plotting and subsequent analysis were calculated using log_2_ of counts per million, with 1 added to the counts to avoid taking logs of zero.

For the cluster heatmap and fold-change correlation analysis, log fold-changes for the mean of each group were calculated with respect to the relevant control. In other words, the nerve injury groups log fold-changes were calculated with respect to the uninjured DRG, whereas for the AAV-TF treated DRG log fold-changes were calculated with respect to the AAV-GFP only group. The cluster heatmap was generated using log fold-changes by standard hierarchical clustering by Euclidean distance for genes and group means, using base R. Rank-rank hypergeometric overlap analysis [58] was performed using R package *RRHO* [59], using signed log *p*-values from the differential expression analyses for ranking. *P*-values were corrected for multiple testing using the Benjamini-Yekutieli method before log transformation and plotting.

Weighted Gene Correlation Network Analysis (WGCNA) was carried out on log fold-change values as described above. All genes where at least 3 samples had non-zero counts were used. Default parameters were used apart from the ‘soft power’ parameter which was determined by the recommended method [60]. After clustering, only genes with cluster membership (correlation to eigengene) over 0.7 were kept. Clusters were plotted using the mean log fold changes genes in the cluster calculated for each sample.

Gene ontology (GO) annotations were obtained from geneontology.org (all rat gene annotations) and EMBL-EBI QuickGo (for ncRNAs). GO analysis was carried out with R package *TopGO* [61], using the ‘parent-child’ algorithm with Fisher’s exact test. A *p*-value cut-off of 0.01 was used, and GO classes were required to have a minimum over-representation ratio of 2, were required to be at least 4 nodes away from the base GO class (‘all’), and to contain at least 2 genes and at least (log(n)- 0.5) genes for an input of n genes. False discovery rate was calculated by resampling. Over-represented GO classes with a parent-child relationship were grouped together to create groups of related over-represented classes.

Gene-set enrichment analysis (GSEA) was carried out using the GO BP ontology as the target gene sets using R package *fgsea* [62] and *clusterProfiler* [63] for plotting.

### Statistical analyses

All statistical analysis was carried out in the statistical computing environment R [64]. All data are plotted as mean ± standard error of the mean unless otherwise stated.

For the F11 neurite outgrowth assay, average total neurite outgrowth per well was used. To account for baseline growth differences between plates, conditions were compared using a linear mixed model with the inclusion of plate identity as a random effect, with R package *nlme* [65]. The data were found to be normally distributed by performing a quantile-quantile plot of the residuals of a linear mixed model of all conditions. Dunnett’s post-hoc test was used to compare each condition to the relevant control. Neurite outgrowth was plotted using the effect of each condition as determined by the linear mixed model (i.e. with the plate effect corrected for) using R package *effects* [66]. Synergistic effects were calculated using predicted effect values from the linear models, as follows. First values for TF-induced outgrowth were calculated for each condition by subtracting baseline growth (outgrowth in the GFP condition). Synergistic growth increase was calculated as the increase in induced neurite outgrowth from adding an individual TF to a given set of TFs, over the sum of outgrowth values obtained from the individual TF (on its own) and the recipient set.

Axonal sprouting at the lesion was analysed as follows. Normalized total axon length at the lesion site was calculated as the area under the curve of axon counts vs. distance, from − 2.0 mm to + 2.0 mm, divided by the axon count at -3 mm, and was compared between groups using a linear model F-test with Tukey’s post-hoc test. Where no axons were present at -3 mm or closer, axon length at the lesion site was counted as zero. Retraction distances were compared using a linear model F-test with Dunnett’s post-hoc test. Sprouting in thoracic cord was compared using a linear model F-test using the White-Huber adjustment for heteroscedasticity using R package *car* [66]. Post-hoc comparisons for this model were carried out using R package *multcomp* [67], with heteroscedasticity-corrected covariance matrices. Intact caudal dorsal column axon counts of GFP and co-labelled GFP/CTB fibres were compared across groups using a linear model F-test.

For the horizontal ladder and inclined rolling ladder, data were analysed using a binomial generalised linear mixed model (GLMM), with operated status and group/operated interaction as fixed effects, animal as random effect (intercept and slope) and time as a covariate, using R package *lme4* [68]. Where overdispersion was indicated an observation-level random effect was added. Right-paw error ratio, transformed with the logit function, was included as a covariate for the horizontal ladder. *p*-values were calculated by the parametric bootstrap method in R package *pbkrtest* [69], as in [46]. Post-hoc comparisons were carried out by using GLMMs with 2 groups (TF treatment vs. GFP control), with *p*-values being adjusted for multiple comparisons using the Benjamini-Hochberg method. Average effects of each group over time courses were determined using R package *effects* [66, 70]. For the catwalk, data were analysed using linear mixed models using package *nlme*.

For correlation analysis of fold-changes in the RNASeq data, mean fold-changes for each gene were calculated for each group and the fold-changes were correlated using Pearson’s correlation coefficient. Correlations of expression fold-changes of transcription factor predicted target genes induced were assessed using individual level data, using linear mixed models with random effects for animal and gene using R package *lme4* [68] and *lmerTest* [71].

## Results

### Promoter analysis of a RAG dataset reveals 9 key TFs

We first carried out an analysis of RAG promoters to identify key TFs involved in regulating the RAG program. We used an algorithm we developed which uses cross-species conservation and a flexible scoring threshold to optimize TFBS motif over-representation [7]. RAG promoters from regenerating mouse facial motor neurons were compared with promoters of genes that were unregulated in these neurons after axotomy. We then cross-referenced the results with expression data for TFs from the mouse FMNs and another dataset of gene expression in rat DRG neurons after axotomy [36]. TFs that potentially bind the over-represented motifs were then filtered, being kept only if they were expressed in both mouse FMNs and rat DRG (Fig. 1A). A further filtering step was applied for evidence of activation after axotomy, such that a TF was kept only if it was upregulated in both models, or a known post-translational activation mechanism exists that is activated by axotomy (see Methods for further details). The results are summarized in Fig. 1A and shown in Supp. Table S1. Nine TFs were selected by this process: ATF3, CEBPD, JUN, KLF7, MEF2, SMAD1, SOX11, STAT3, and SRF. This list was the result of the application of the criteria listed above with the following exceptions: although KLF6 was indicated, KLF6 and KLF7 are highly similar and we chose KLF7 because of its previously shown effects on regeneration [12, 15]. NFIL3 was indicated but excluded because it was previously shown to be have a negative effect on regeneration [72], and CREM was indicated but not included since it binds the CRE site and we have a strong indication for ATF3 which already targets this site.

**Fig. 1:**
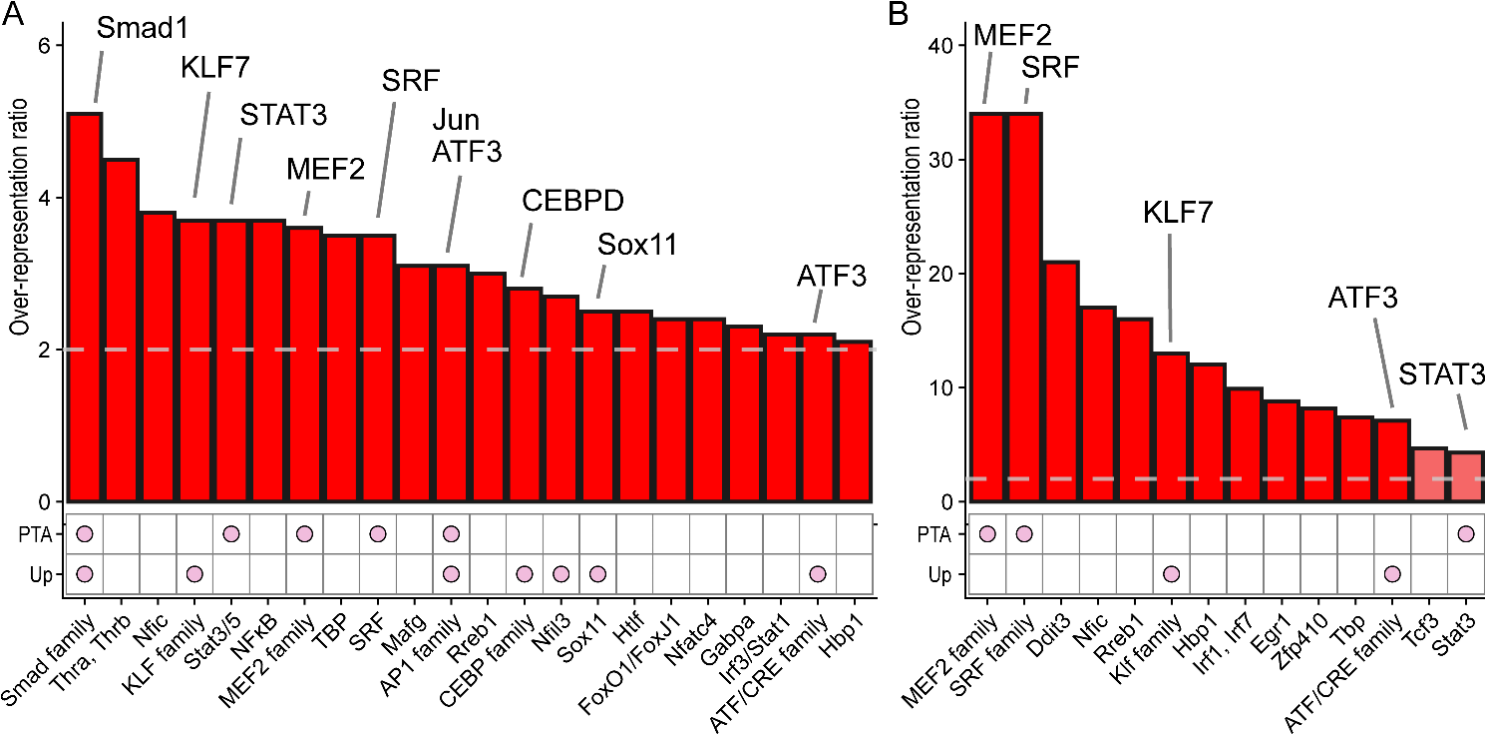
Analysis of regeneration associated gene (RAG) promoters identifies 9 key transcription factors. The promoters of a set of RAGs were analysed to identify key transcriptional regulators. The RAGs analysed were the set of genes upregulated in regenerating mouse facial motor neurons (FMN) 1 day after axotomy [7]. Promoter sequences were compared with the promoter sequences of genes that were not regulated, and scores were generated for binding site motifs using position weight matrices from TRANSFAC and JASPAR 2018. Scores were calculated to incorporate cross-species conservation and thresholds were chosen to maximize the ratios of motif occurrence frequencies between the two groups. The upper graphs show factors with over-represented binding site motifs and their maximized ratios. The grid below shows additional criteria for selection: ‘Up’ indicates whether the TF is upregulated after axotomy both in mouse FMN and in rat dorsal root ganglia, PTA indicates the existence of a known Post-Translational Activation mechanism activated by axotomy. **(A)** The analysis for all day 1 FMN RAGs compared with unregulated genes. This resulted in a selection of 9 TFs for subsequent screening, shown above the graph. ATF3 appears twice because it binds two different TFBS families (CRE and AP1). **(B)** Analysis for the promoters of only the TFs among the day 1 FMN RAGs, compared with unregulated genes. Notably, over-representation ratios are much higher when considering only TF promoters, and MEF and SRF show particularly strong signals. After applying the same additional criteria for upregulation or post-translational activation, this identifies a subset of the factors found in Fig. 1A, but with substantially higher over-representation ratios, confirming the potential importance of these 5 factors. False Discovery Rate was < 0.1 for all red bars

In a second analysis, we considered the promoters only of TF genes upregulated by axotomy, as we reasoned that TFs that regulate other TFs are more likely to be master regulators or hub TFs. This analysis is shown in Fig. 1B and Supp. Table S2, and after applying the same filtering criteria, we identified MEF2, SRF, KLF7, ATF3 and STAT3, a subset of the factors found in Fig. 1A. Notably much higher over-representation ratios are found with this approach, and MEF2 and SRF now show the strongest signals, suggesting one or both of these factors may be a hub in the RAG expression network.

For subsequent experiments, constitutively active forms of TFs were chosen where possible, in particular, STAT3C [26] and Smad1-EVE [41], while for SRF and MEF2 we used VP16 fusion proteins (SRF-VP16 and MEF2C-VP16) to maximize transcriptional activity. Dual promoter expression constructs were validated in HEK293T cells with immunocytochemistry (Supp. Fig. S1). Quantification of this immunocytochemistry showed that at least 90% of GFP-positive cells also expressed the co-delivered TF except Sox11 (78%) (Supp. Fig S1B). Since the vector backbone was the same for all TFs, this is likely due to the lower quality of antibody used for this TF.

### Combinatorial in vitro screening identifies ATF3, MEF2 and KLF7 as a synergising set of transcription factors

We next undertook a systematic search for synergistic combinations of these nine TFs with respect to neurite-growth promoting activity, by overexpressing them in F11 cells, a DRG-like cell line [44, 45]. Outgrowth at 72 h was used to compare conditions.

First, individual TFs were screened. KLF7 resulted in the largest increase in neurite outgrowth compared with the control (a 24% increase over GFP only), *p* < 0.05 (Fig. 2A), followed by MEF2-VP16, (n.s.; *p* = 0.07). Next, all possible pairs of TFs were screened and compared with the most potent single TF, KLF7. The pair with the greatest outgrowth was KLF7 and MEF2 (62% greater than KLF7 only; *p* < 0.001) (Fig. 2A). In the next round of screening, we took the two highest performing pairs, KLF7/MEF2 and JUN/MEF2, and combined each pair with the remaining seven candidate TFs to generate triple TF combinations. Neurite outgrowth for these combinations was compared with KLF7/MEF2 (the best performing pair). The resulting screen yielded the triple TF combination of ATF3/KLF7/MEF2 that induced significantly greater outgrowth than KLF7/MEF2 (a 29% increase; *p* < 0.01)(Fig. 2B). No other combination of three performed significantly better than KLF7/MEF2 (although KLF7/MEF2/STAT3 performed well). Finally, we combined this triple TF combination with the remaining six TFs, comparing the effects on neurite outgrowth with ATF3/KLF7/MEF2. None of the resulting combinations of four produced significantly greater neurite outgrowth than ATF3/KLF7/MEF2, and in fact two conditions, those containing c-Jun or SRF, performed significantly worse (*p* < 0.01; Fig. 2B).

**Fig. 2:**
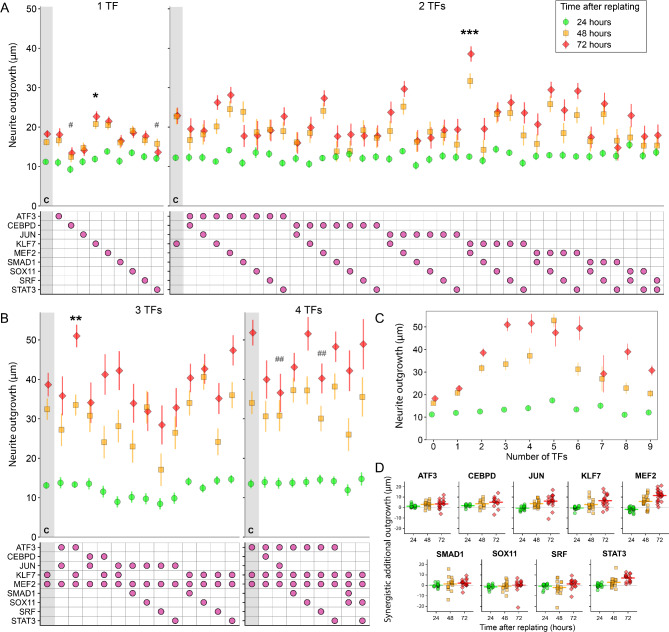
Combinatorial screen of 9 transcription factors for neurite growth promotion and synergy in F11 cells. F11 cells were transfected with dual promoter plasmids expressing GFP and a TF or the control vector expressing GFP only (No-TF), singly or in combinations. After 24, 48 and 72 h cells were fixed and automated microscopy and neurite tracing (Cellomics) was carried out on GFP-positive neurites and the total neurite length in µm calculated. Measurements at 72 h were compared using a linear mixed model with plate as a random effect and Dunnett’s post-hoc test. Shown are screens with 1, 2, 3 and 4 factors. Each time the number of factors was increased by one, combinations were compared with the best condition with one less factor. Control groups for each comparison are shown as the first condition, indicated by the letter C and grey background shading. The grid indicates which factors were present in each condition. **(A)** Screen of individual TFs and all pairs of TFs expressed together. Of the single TFs, KLF7 overexpression significantly increased total neurite length in comparison with GFP while CEBPD and STAT3 significantly reduced total neurite length. Among the co-expressed pairs, KLF7/MEF2 overexpression significantly increased total neurite length in comparison with KLF7. **(B)** Screen of selected combinations of 3 TFs and 4 TFs expressed together. ATF3/KLF7/MEF2 overexpression significantly increased total neurite length in comparison with KLF7/MEF2. No combinations of 4 factors are better than ATF3/KLF7/MEF2 while ATF3/JUN/KLF7/MEF2 and ATF3/KLF7/MEF2/SRF overexpression significantly decreased total neurite length in comparison with ATF3/KLF7/MEF2. **(C)** Maximum outgrowth achieved for each number of TFs in combination. Outgrowth begins to plateau with 3 TFs and starts to decline when more than 6 TFs are used. **(D)** Synergistic power of each TF. Each data point shows the synergistic additional neurite outgrowth (i.e. the growth increase beyond simple additive effects) at 72 h obtained by adding each individual TF to all other combinations that do not include it. All combinations from A-D and Supp. Fig. S2 were included. Horizontal bars indicated the mean. MEF2 and KLF7 show the greatest mean synergistic effects at 72 h. Key: *,# *p* < 0.05; **, ## *p* < 0.01; *** *p* < 0.001 (linear mixed model, Dunnett’s post-hoc test; *n* ≥ 6). Stars indicate increased outgrowth compared with the control condition, hashes indicate decreased outgrowth compared with controls

We also carried out a subtractive approach, mirroring that of [26] (Supp. Fig. S2). Over-expression of all nine TFs did result in significantly higher neurite outgrowth than controls (*p* < 0.001), but this was not as much as that achieved by the most successful combination from the additive screen, ATF3, KLF7 and MEF2. TFs were subtracted from the set of 9 to identify those which had a negative effect on neurite outgrowth until 5 TFs remained. The results are shown in detail in Supp. Fig. S2. The maximum neurite outgrowth attained by any combination for each number of TFs is plotted in Fig. 2C. It can be seen that the neurite outgrowth promoting effect plateaus at 3 TFs. Increasing the number of TFs does not increase outgrowth further, while beyond 6 TFs the outgrowth starts to decrease. This combined additive and subtractive approach thus identified the triple ATF3, KLF7 and MEF2 as the optimum and most efficient combination to drive axon growth.

The synergistic power of each TF over the whole screening experiment was calculated and is shown in Fig. 2D. Each point represents the synergistic increase in neurite outgrowth obtained by adding the TF in question to a TF or a given combination of TFs, i.e. extra growth that is beyond a simple additive effect. At 72 h, MEF2 shows the greatest synergistic increases in outgrowth over all combinations, followed by STAT3 and KLF7. ATF3, JUN and CEBPD also show mostly positive synergistic effects. This indicates that in particular MEF2, and to a lesser extent KLF7, STAT3, ATF3, JUN, and CEBPD have positive synergistic interactions with most other TF combinations.

Example images of transfected F11 cells used for quantification from the strongest performing TF combinations KLF7/MEF2 and ATF3/KLF7/MEF2 and the control GFP are shown in Supp. Fig. S3.

### TF expression promotes sprouting and functional recovery after spinal cord injury

We next investigated the effect of the most potent TF combinations identified above on axon regeneration and functional recovery in vivo after spinal cord injury, using a dorsal column lesion model.

We overexpressed TFs using dual AAV vectors also expressing GFP [39]. These vectors were injected individually or in combinations into the left L4 and L5 DRG. The groups, designated by the TFs they received, were: MEF2-only; KLF7-only; KLF7/MEF2; ATF3/KLF7/MEF2; No-TF (i.e. AAV expressing GFP only). ATF3 alone was previously shown to have no effect in a dorsal column injury model and so was not included [19, 23]. Animals received a cervical transection of the ascending dorsal column. A sham-lesioned group received the No-TF vector.

Animals were tested on the horizontal ladder, which is sensitive to deficits in hind-paw function after dorsal column lesion [46, 73]. In this experiment, deficits were detectable in No-TF treated animals up to 11 weeks following dorsal column lesion compared with sham-lesioned animals. Whole time-course comparisons show that KLF7/MEF2 treated animals made significantly less errors of the left hind paw (*p* < 0.01) compared with controls (No-TF). Overexpression of KLF7 only, MEF2 only or ATF3/KLF7/MEF2 did not result in any significant improvement compared with No-TF. The time-courses are depicted in Fig. 3A, and average effects over the time-course are given in Fig. 3B.

**Fig. 3:**
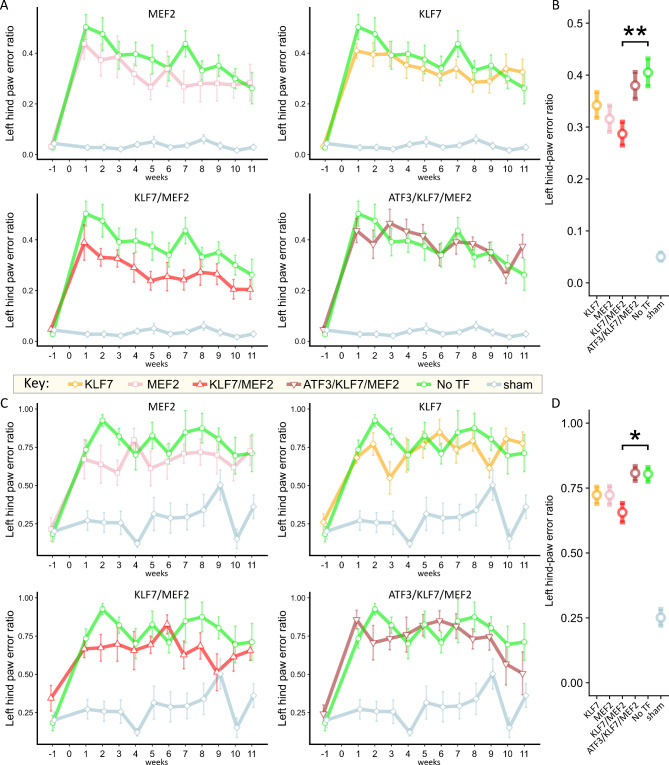
Combined KLF7 and MEF2 overexpression in dorsal root ganglion neurons leads to improved function after dorsal column injury. Animals were assessed for sensorimotor deficits over 11 weeks following a C4 dorsal column lesion, using a horizontal ladder (**A**, **B**) and an inclined rolling ladder (**C**, **D**). Animals were tested every week. Baseline measurements are the average scores at 1 and 2 weeks prior to the lesion. Mean error ratio is calculated as the total number of slips and misses of the left hind paw divided over the total number of steps for each run and averaged for three runs. **(A)** Time courses of error rates for each combination on the horizontal ladder in comparison with No-TF and sham groups. **(B)** Average effects of each group over the whole time course. KLF7/MEF2 perform significantly better than No-TF. **(C)** Time courses of error rates for each combination on the inclined rolling ladder in comparison with No-TF and sham groups. **(D)** Average effects of each group over the whole time course. KLF7/MEF2 perform significantly better than No-TF. * *p* < 0.05; ** *p* < 0.01 (binomial generalised linear mixed model; *n* = 8 for No TF, MEF2; *n* = 9 for other groups)

Forelimb function was also scored on the horizontal ladder (Supp. Fig. S4). Forelimb function was affected by the lesion to a lesser degree but remained stable across the time course in the TF-treated groups. In particular the KLF7/MEF2 group was very stable over the timecourse and similar to GFP, indicating the treatment effect was specific for the hindlimbs as expected. No significant differences were found between any TF group and the No TF group, although No TF vs. sham was significantly different (*p* < 0.001; binomial linear mixed model).

The second sensorimotor test was a modified version of the inclined rolling ladder described in [46]. Again, significant deficits were still detectable in No-TF treated animals up to 11 weeks following dorsal column lesion. In whole time-course comparisons KLF7/MEF2 treated animals made significantly less errors of the affected hind paw (*p* < 0.05). Overexpression of KLF7 only, MEF2 only or ATF3/KLF7/MEF2 did not result in any significant improvement compared with No-TF. The time-courses are depicted in Fig. 3C, and average effects over the time-course are given in Fig. 3D.

Animals were also tested with gait analysis using the Catwalk XT. For each animal the base of support, stride length, swing time, print width, mean pixel intensity and maximum contact area for the hind paws were analysed as these parameters were found to be sensitive to dorsal column lesion [46] or were reported in literature [74]. No significant changes were detected in any of the parameters, in any condition when compared with No-TF over the 11 weeks of measurements. However, while not significant, KLF7/MEF2 and to lesser degrees ATF3/KLF7/MEF2 and KLF7 only, appeared to show a trend towards an increased hind paw width in the base of support measurement (note this is a change away from sham group values).

Expression of the three TFs in DRG neurons was confirmed by immunohistochemistry (Fig. 4A-C). All three TFs were readily detectable by immunohistochemistry. KLF7 showed stronger nuclear staining, while MEF2 and ATF3 were both nuclear and cytoplasmic.

**Fig. 4:**
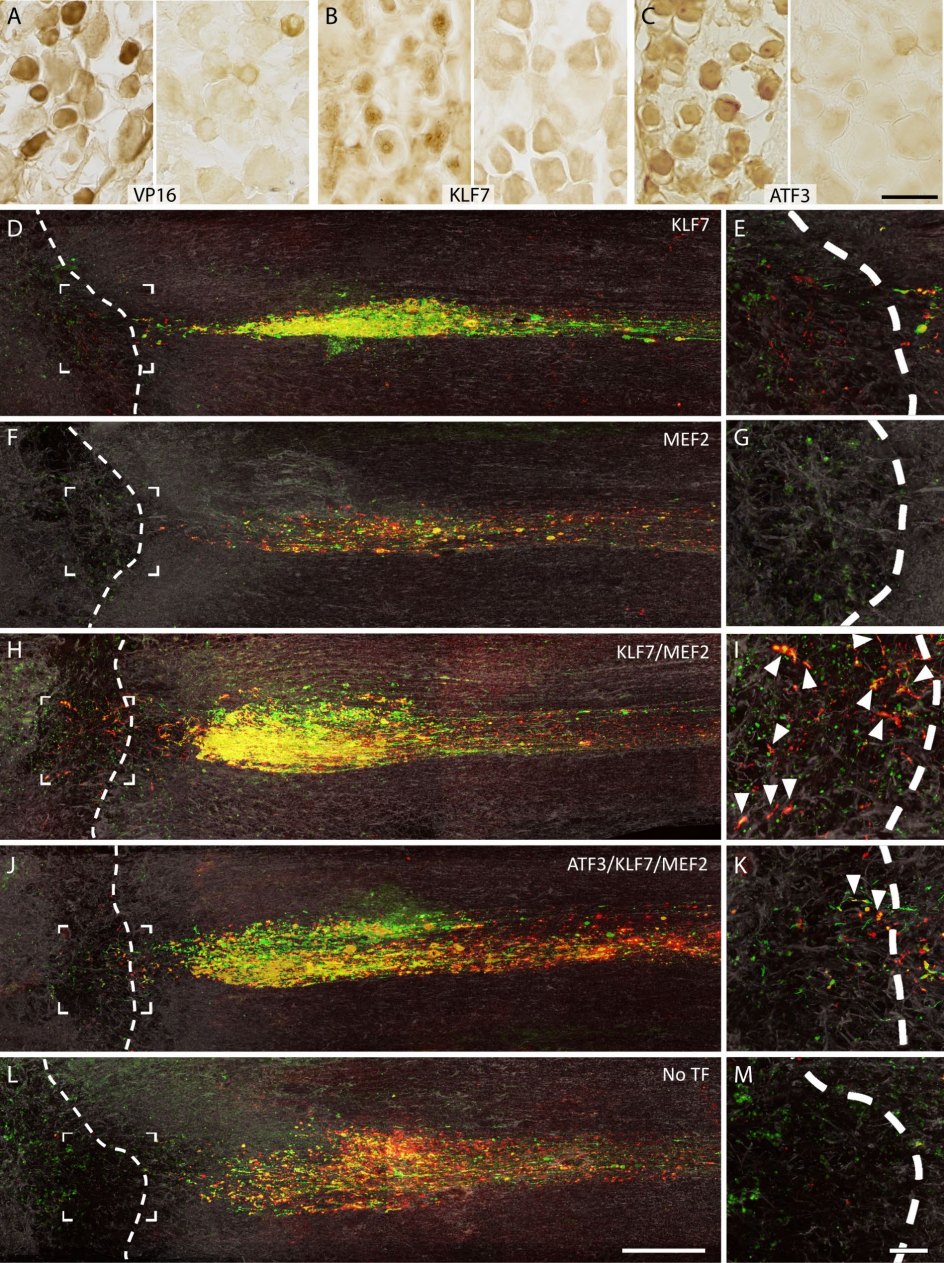
KLF7/MEF2 induces sprouting into and around the lesion after dorsal column lesion. **A**-**C**. Immunohistochemistry (IHC) for **(A)** VP16 (to visualize the MEF2-VP16 construct), **(B)** KLF7 and **(C)** ATF3 in dorsal root ganglia transduced with AAV vectors expressing these factors. Left panels are dorsal root ganglia injected with AAV expressing the TF in question, right panel are control DRG. **D**-**M** Ascending axons of dorsal root ganglion neurons after dorsal column injury, visualized by IHC for GFP (green), the transganglionic tracer CTB (red) and GFAP (grey) for one example animal from each group. Each image is a maximum intensity projection of images of all sections where CTB/GFP labelled fibres were found. The proximal lesion border is indicated by the white dashed line. **E**, **G**, **I**, **K**, **M** show magnifications of the boxed areas in **D**, **F**, **H**, **J**, **L** to show the lesion centre. Substantial differences in axon density are visible in the region proximal to the lesion, with a higher densities apparent in the animals of the KLF7 only, KLF7/MEF2 and ATF3/KLF7/MEF2 groups compared with the No-TF animal. In the animal of the KLF7/MEF2 group, axons can also be seen penetrating the lesion, nearly reaching the distal border (**I**, arrowheads). In the animal of the ATF3/KLF7/MEF2 group, a few axons enter the lesion but do not penetrate (**K**, arrowheads). No axons were seen entering the lesion in the other groups. Scale bars: **C**, 50 μm (applies to **A**, **B**, **C**); **L**: 500 μm (applies to **D**, **F**, **H**, **J**, **L**); **M**: 100 μm (applies to **E**, **G**, **I**, **K**, **M**)

Transganglionic tracing of injured dorsal column axons was performed using CTB 12 weeks after injury. The lesion site was visualized with GFAP immunolabelling, and the ascending fibres were immunolabelled with GFP and CTB (Fig. 4D-M). In the KLF7/MEF2 group, axons were seen entering the lesion and penetrating as far as just short of the distal border (Fig. 4H and I). In the ATF3/KLF7/MEF2 group, a few axons crossed the proximal lesion border but penetrated only 100–200 μm (Fig. 4J and K). In the remaining groups (MEF2, KLF7, No-TF) no axons penetrated into the lesion. Animals in the KLF7/MEF2 group also appeared to show a greater density of labelled axons just caudal to the lesion. To quantify axon growth here and within the lesion, a grid was laid over images of the lesion and all GFP and CTB labelled axons crossing incremental gridlines were counted. We observed significantly more axonal sprouting at the lesion site from injured transduced dorsal column axons in the KLF7/MEF2 group compared with MEF2-only, ATF3/KLF7/MEF2, or No-TF (*p* < 0.01) and to KLF7-only (*p* < 0.05) (Fig. 5A, B).

**Fig. 5:**
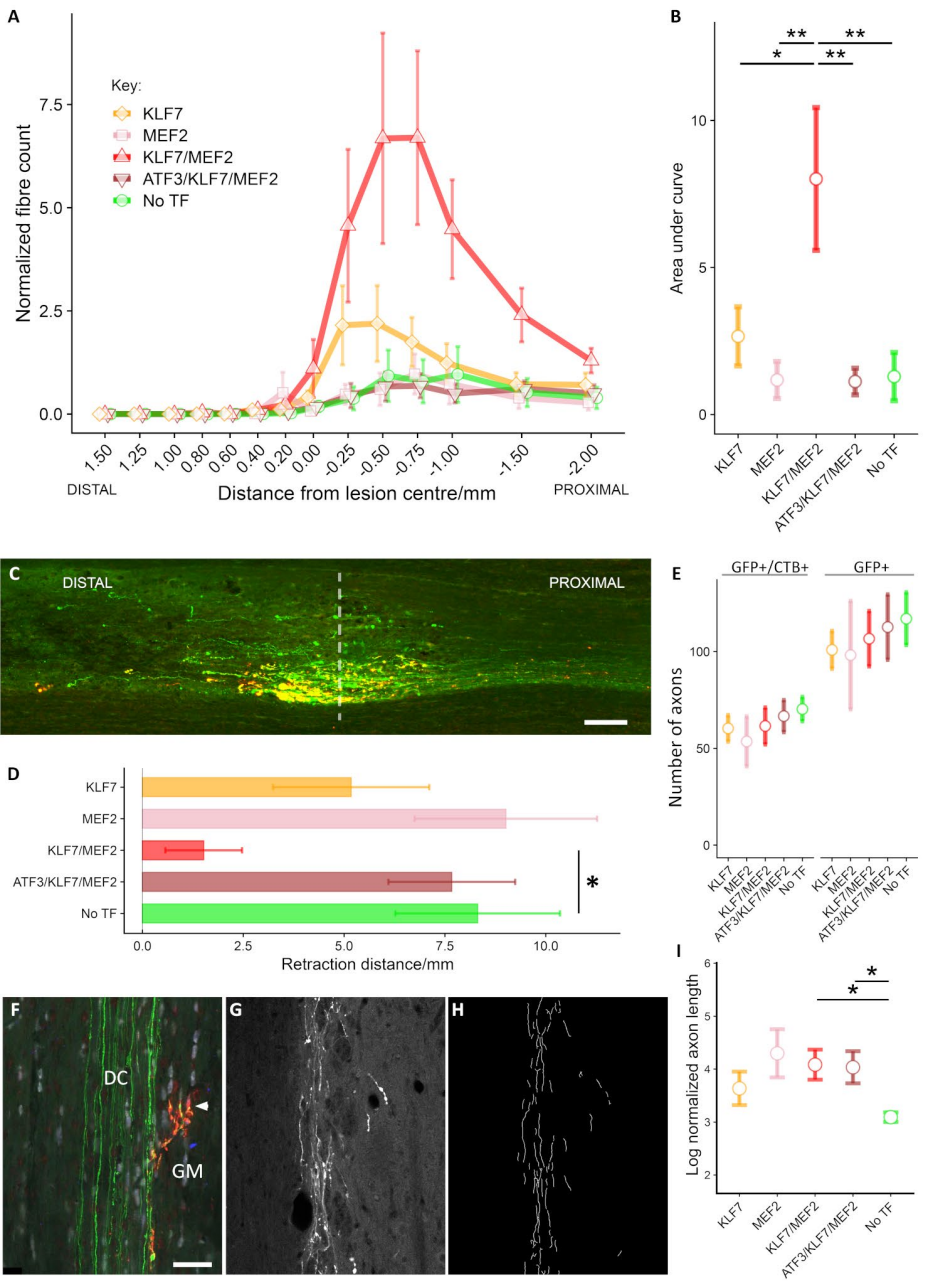
KLF7/MEF2 promotes axon sprouting around the lesion site, prevents retraction and promotes sprouting into proximal spinal cord grey matter **(A)** Quantification of sprouting at the lesion site for all groups. Axon counts at each distance were divided by the number of axons present at -3 mm **(B)** Average total growth (mm) per axon at the lesion site, calculated as the area under the curve in A. KLF7/MEF2 overexpression promoted significantly more sprouting compared with all other groups (linear model, F-test *p* = 0.002, with Tukey’s post-hoc tests). **(C)** In many animals we saw substantial retraction of dorsal column axons after the lesion. Shown here is an example of a cluster of end bulbs of retracting GFP-labelled fibres, over 5 mm caudal to the lesion. The centres of such clusters were used to define the retraction distance (white dashed line). **(D)** Quantification of axon retraction in all groups. 0.0 mm represents the caudal lesion edge defined by GFAP staining. Average axon retraction distance was significantly less in the KLF7/MEF2 group than in the GFP group (*p* < 0.05; linear model with F-test and Dunnett’s post-hoc test with GFP as control). **(E)** Total labelled axon counts of the intact region of the dorsal column, defined as the area caudal to the retracting axons. No significant differences were found between groups in the numbers of CTB/ GFP positive (double-labelled) axons, or of GFP positive axons (right). **(F)** An example of GFP and CTB labelled axons (arrowhead) in the dorsal column (DC) leaving the main tract and entering the grey matter of the spinal cord at T8 in the region of Clarke’s column. (green: GFP, red: CTB). **G**, **H**. Example of tracing of axon collaterals in the thoracic spinal grey matter by the Neuromath software. G shows immunohistochemistry of GFP-positive axons and H shows the traced axons identified by Neuromath. **I**. Log of average traced collateral length, normalised to total GFP positive axon counts in the dorsal column. ATF3/KLF7/MEF2 and KLF7/MEF2 overexpression promoted significantly more sprouting than GFP (linear model with F-test and Dunnett’s post-hoc test with correction for heteroscedasticity; F-test *p* < 0.01). * *p* < 0.05 ** *p* < 0.01 for post-hoc tests. *n* = 8 for No TF, MEF2; *n* = 9 for other groups. Scale bars: C: 200 μm; F: 50 μm (applies to F, G,H)

In many of the animals, mainly in the groups other than KLF7/MEF2, there were very few or no labelled axons in the dorsal column at the lesion site or up to 4 mm caudal to it, indicating that many of the injured axons had retracted substantially. The number of animals with fewer than 5 axons in this region per group were KLF7: 4/9; MEF2: 6/8; KLF7/MEF2: 1/9; ATF3/KLF7/MEF2: 4/9; No TF: 5/8. To determine the extent of the retraction, spinal cord segments caudal to the lesion site were processed for immunohistochemistry. In these sections, large clusters of retracting axons were observed, tipped by retraction bulbs (Fig. 5C). Retraction distances were measured using the centre of these retraction bulb clusters. In the KLF7/MEF2 group, mean axon retraction distance was significantly less than in the No-TF group (*p* < 0.05) with an average retraction distance of 1.5 mm caudal to the lesion (Fig. 5D) compared with around 8 mm in the No-TF group, MEF2 and ATF3/KLF7/MEF2 groups. Note that all but one animal in the KLF7/MEF2 group had axons close to the lesion site, so retraction was partial. Retraction in the KLF7 group was 5 mm (n.s.) and in the MEF2 and ATF3/KLF7/MEF2 groups was similar to No-TF. CTB and GFP positive axons were quantified in intact dorsal columns caudal to the clusters of retraction bulbs (Fig. 5E) and were similar in number in all groups, indicating a comparable level of transduction, survival and GFP expression between groups.

We observed greater retraction after dorsal column lesion than has previously been reported (e.g [75]). To exclude the possibility that AAV vector-mediated transgene expression was causing excessive retraction we carried out dorsal column lesions on three additional groups; one without viral vector injection, and two with AAV-GFP injection to the L4/L5 DRG with and without a left sciatic nerve conditioning lesion. After 12 weeks, the extent of retraction was similar in all groups (Supp. Fig. S6), indicating that significant axonal retraction occurs after a cervical dorsal column lesion, regardless of intervention. Notably, a conditioning lesion, known to encourage regeneration immediately after dorsal column lesion, does not prevent axonal retraction occurring after 12 weeks. These data indicate that the observed axonal retraction after TF overexpression was not likely to be caused by AAV vector delivery or the co-expression of GFP.

Expression of KLF7/MEF2 in DRG neurons led to increased axon sprouting at the lesion site and less long-distance retraction, but it is unclear how these might lead to improved functional recovery. However, changes in innervation of the spinal grey matter occurred caudal to the lesion could potentially lead to functional improvement since neurons here may be able to relay signals to the brain. For example thoracic spinal cord contains the nucleus of Clarke, known to relay proprioceptive information to the cerebellum. For this reason it is interesting to determine the capacity for growth of axon collaterals of injured neurons in the grey matter, so we looked for evidence of increased sprouting in spinal grey matter caudal to the lesion.

Sections of T8 cord containing dorsal column white matter showed evidence of collaterals leaving the ventral dorsal column and entering the grey matter (Fig. 5F-H). Quantification of the lengths of axon collaterals in the KLF7/MEF2 and ATF3/KLF7/MEF2 treated animals was significantly higher than that of No-TF treated animals (*p* = 0.016 and *p* = 0.035 respectively, Fig. 5I). KLF7-only and MEF2-only also appeared to have on average more collaterals than No-TF but differences were not significant.

### Gene expression profiling of TF-expressing DRG neurons

We next aimed to determine whether overexpression of the TFs leads to induction of the RAG program, or part of it. For this we delivered AAV5 dual vectors where each TF was coupled with a different fluorophore: MEF2 with GFP, KLF7 with mCherry and ATF3 with mito-YFP. Each vector bearing a single TF or the vector combinations KLF7/MEF2 or ATF3/KLF7/MEF2, or the No-TF vector, were injected into L4/L5 DRG. In parallel, another set of animals received a sciatic nerve injury with 1 day or 7 day survival, with fluorescent retrograde labelling of the injured neurons, or no injury. From all animals, fluorescently labelled large diameter neurons (or unlabelled in the uninjured, non-injected controls) were laser dissected and their RNA extracted (80–255 neurons per animal) and processed for RNASeq. This experimental design allowed us to compare the gene expression changes induced in large-diameter DRG neurons by TF overexpression with those induced by axotomy. Of the order of 10^7^ read counts were obtained for all samples.

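Laser-dissected large-diameter DRG neurons of 36 rats in 9 groups were sequenced, with 1 library per rat and 4 rats per group. The sciatic nerve injury (SNI) arm held naive rats and rats 1 or 7 days after SNI. The AAV arm held No-TF, ATF3, KLF7, MEF2, KLF7/MEF2 and ATF3/KLF7/MEF2 rats, taken 4 weeks after vector injection. The authors aligned the reads to the rat transcriptome with the vector elements added, and deposited an estimated count per gene and sample in which a read that maps to several places is shared out in fractions. These counts had not been scaled for library size, and 4.11% of the values were not whole numbers. They covered 31177 features, of which 31169 were rat genes listed by Ensembl identifier and 8 were vector elements listed by name. Counts per sample ranged from 15981420 to 43636119, with a median of 20664472. In the SNI arm, naive samples held 17909551 to 25901533 counts (median 22285166), samples 1 day after SNI held 18615180 to 28037902 (median 24071454), and samples 7 days after SNI held 16744250 to 20357151 (median 18101113). No-TF samples held 15981420 to 27583053 counts (median 22425610), ATF3 samples 18525934 to 32620972 (median 21046102) and KLF7 samples 18489163 to 22233644 (median 19700106). The 3 MEF2 samples that the paper kept held 18917512 to 37138586 counts (median 23928914), KLF7/MEF2 samples 17053575 to 20032286 (median 17432431), and ATF3/KLF7/MEF2 samples 16563128 to 43636119 (median 23665726). The paper gives its planned depth as 30000000 reads per sample, while the values here use the deposited counts. In the AAV arm, 27.8% of the values of genes with a mean of 100 to 200 counts were 0, against 18.5% in the SNI arm, so that a gene well above the counting limit in one rat was often missing in the next. Limits given for a count of 0 (3 counts of the total) cover counting error only.

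Counts were rounded to whole numbers, and the 16421 genes with non-zero counts in at least 3 samples were tested. Each comparison used edgeR's quasi-likelihood test with TMM normalization, robust estimates of the spread and Benjamini-Hochberg adjustment at a false discovery rate of 0.05. As in the paper's design, the 12 samples of the SNI arm and the 23 samples of the AAV arm were fitted apart, and MEF2 replicate 4 was left out. Fold changes over lists of genes were taken from group means of log2 counts per 1000000 counts (CPM) with 1 added to the counts. The files do not pair the Ensembl identifiers with gene symbols, so genes of the rat are given by identifier, and sets of genes that the paper names by symbol were not analysed here.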

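After DESeq2's variance stabilising transformation of all 36 samples, PC1 of the 500 most variable genes held 70.3% of their variance and PC2 held 7.83%. The mean distance of a sample from its group's centre in these 2 components was 0.319 in naive, 0.361 at 1 day after SNI and 0.361 at 7 days. In the AAV groups it ran from 1.51 in KLF7/MEF2 to 3.71 in the 3 MEF2 samples, above each of the 3 groups without vector. Over all genes tested, Pearson r between a sample and the others of its group, across genes, averaged 0.958 in naive, 0.949 at 1 day and 0.928 at 7 days after SNI. The mean r was 0.920 in No-TF, 0.930 in ATF3, 0.935 in MEF2, 0.932 in ATF3/KLF7/MEF2, 0.905 in KLF7/MEF2 and 0.870 in KLF7, so that by this measure 3 AAV groups lay within the range of the SNI arm.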

Principal component analysis of the 500 most variable genes showed consistent gene expression profiles within groups, although virus-injected groups displayed more variation than naïve and nerve injury groups (Fig. 6A). 

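MEF2 replicate 4 had scores of -4.43 on PC1 and -5.45 on PC2, while the other 3 MEF2 replicates lay between -2.77 and -2.18 on PC2. Its mean Pearson r with those 3 replicates, across genes, was 0.849, against 0.931 to 0.937 among them. The library held 21995597 counts, and 21 of the 36 samples held fewer, but counts fell on only 8672 genes, the lowest number in the experiment. The sample with the next lowest number had 10324 genes. The Mef2 element of the vector stood at 343 CPM in this sample.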

One sample injected with AAV5-MEF2, was located well apart from the other samples (possibly due to poor sample quality or contamination) and was thus excluded from further analysis. 

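On PC1 the 3 MEF2 samples had a mean score of -0.490 ± 4.81 (SD) and the 4 No-TF samples a mean of -0.262 ± 4.02. The difference between MEF2 and No-TF was -0.227 (exact permutation test, two-sided, p = 0.971). On PC2 the MEF2 mean was -2.53 ± 0.311 and differed from that of No-TF by -0.0128 (exact permutation test, two-sided, p = 0.971). With MEF2 replicate 4 taken back, the difference was -1.21 on PC1 (exact permutation test, two-sided, p = 0.629) and -0.742 on PC2 (exact permutation test, two-sided, p = 0.514). On log2 CPM in place of the variance stabilised values, both MEF2 differences changed sign, to 8.17 on PC1 and 3.86 on PC2 (exact permutation test, two-sided, p = 0.743 and 0.686), and with 1000 genes or without MEF2 replicate 4 that on PC2 did (0.0207 and 0.00807). These MEF2 differences were smaller than the spread between replicates.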

Notably, the MEF2 group was close to the No-TF group suggesting MEF2 had little effect on gene expression.

**Fig. 6:**
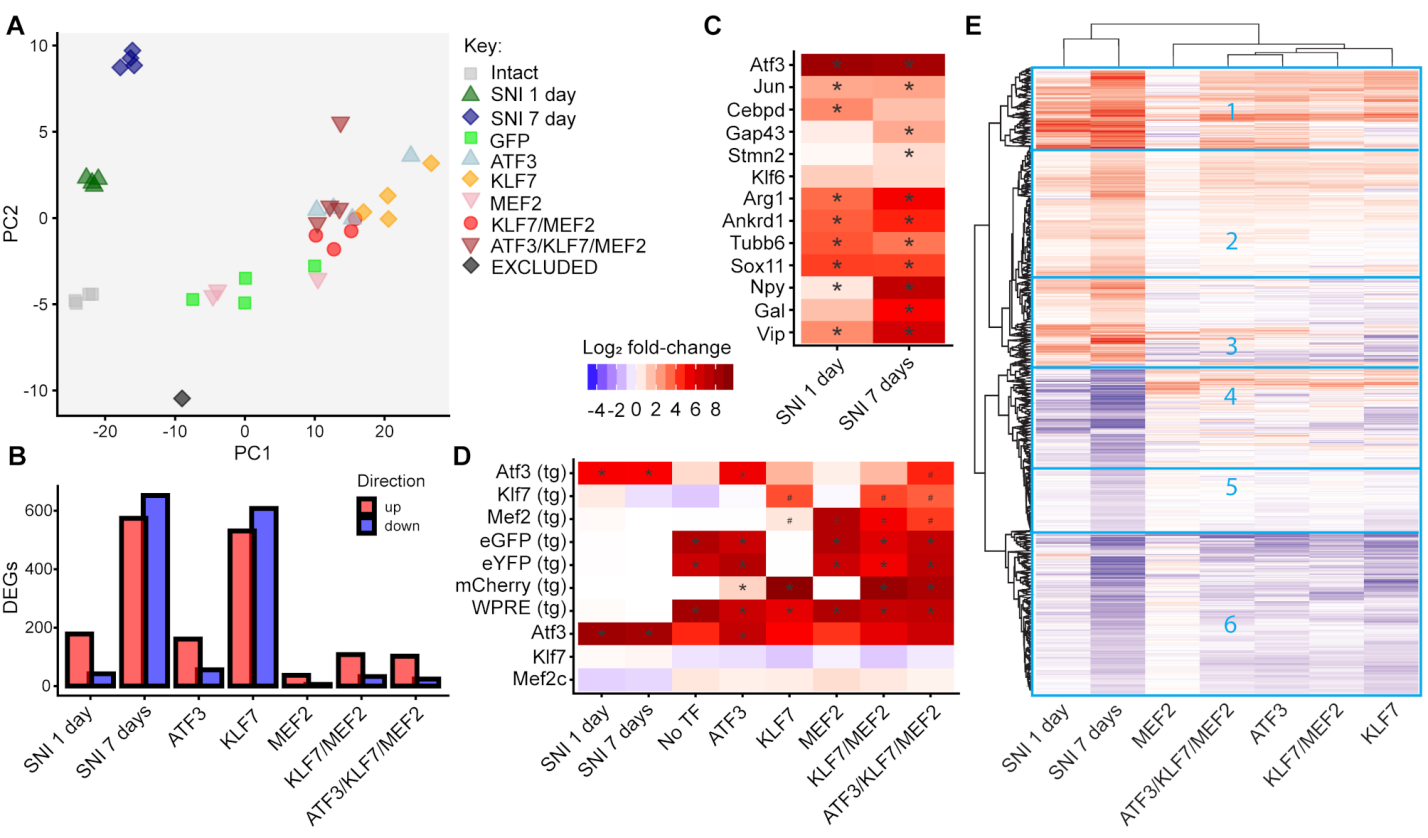
Gene expression changes induced by transcription factor (TF) over-expression, or by axotomy, quantified by RNASeq on laser dissected large-diameter dorsal root ganglion (DRG) neurons. **(A)** Principle component analysis. The first principal component (PC1) appears to reflect changes induced by AAV vector injection and transduction, while the second component (PC2) appears to primarily reflect changes induced by axotomy (i.e. the RAG program). AAV-injection itself does not appear to induce changes in PC2 but TF overexpression does in several groups, suggesting TF expression causes some induction of axotomy-like changes in gene expression. **(B)** Numbers of differentially expressed genes induced by each TF overexpression group. **(C)** Expression of a panel of RAGs following axotomy. With the exception of KLF6, all RAGs were induced by axotomy, showing that RNASeq on laser dissected neurons has good sensitivity. * False Discovery Rate < 0.05. **(D)** Expression of endogenous ATF3, KLF7 and MEF2 and viral-vector-expressed TFs and fluorescent marker genes in nerve injury and TF-overexpression groups. TF and fluorophore expression was detected as expected in all TF over-expressing groups. Note that endogenous and transgene ATF3 have identical coding sequences and so are not well distinguished. Similarly GFP and YFP also have almost indistinguishable sequences. **(E)** Clustered heat map of gene expression log fold-changes for RAGs in DRG neurons overexpressing TFs and days after sciatic nerve injury (SNI). TF-overexpressing groups cluster together in a separate tree to the SNI groups. In the TF groups ATF3 and ATF3/ KLF7/ MEF2 are the most similar to each other, while MEF2 is the least similar to the others. The majority of RAGs display broadly similar patterns of gene expression changes between the SNI at 1 and 7 days and the TF groups, outlined in boxes 1, 2, 5 and 6, with genes being up-regulated in 1 and 2 and down-regulated in 5 and 6. Boxes 3 and 4 contain the smaller group of genes where the SNI groups have opposite expression patterns to the TF groups. Key to log fold changes applies to **B**, **C**, **D** and **E**

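Naive samples had a mean PC1 score of -12.7 ± 0.327 (SD, n = 4), samples 1 day after SNI -12.1 ± 0.258 and samples 7 days after SNI -8.81 ± 0.417. Every group with a vector had a higher mean PC1 score, from the MEF2 mean to 12.4 ± 2.66 in KLF7. No-TF lay 12.4 above naive on PC1 (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). PC1 also rose after SNI, by 0.599 at 1 day and 3.85 at 7 days, and by more than the replicate error at both (exact permutation test, two-sided, p = 0.0286 each). The rise at 1 day did not pass the threshold when the components were computed without MEF2 replicate 4 (0.529) or from log2 CPM (3.32; exact permutation test, two-sided, p = 0.0857 and 0.6). On PC2, naive stood at -3.31 ± 0.178, SNI 1 day at 0.846 ± 0.342 and SNI 7 days at 6.78 ± 0.190, with every injured sample above every naive sample (exact permutation test, two-sided, p = 0.0286 each). Over the 16 differences tested, the smallest p corresponds to 0.0381 after Benjamini-Hochberg adjustment, and on log2 CPM to 0.0571.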

The non-transduced nerve injury groups appear to be separated from the AAV-injected groups primarily by a difference in Principal Component (PC) 1, while PC2 appears to primarily reflect changes induced by axotomy (i.e. the RAG program). 

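The 4 No-TF samples had a mean PC2 score of -2.52 ± 0.716 (SD), which was 0.790 above naive and not beyond the replicate error (exact permutation test, two-sided, p = 0.114; 0.131 after Benjamini-Hochberg adjustment). When the components were computed without MEF2 replicate 4, the difference was 1.08 and reached the smallest p of the same exact permutation test (0.0286). With 1000 genes it was 0.746 (exact permutation p = 0.2), and on log2 CPM the direction was reversed (-12.9, exact permutation p = 0.114). The SNI rise on PC2 was 10.1 at 7 days. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all groups, 286 genes were higher and 12 were lower in No-TF than in naive, of which 4 of the higher ones were vector elements. DESeq2 called 909 higher and 460 lower, and edgeR with only these 2 groups in the fit 126 higher and 30 lower. Over the genes that edgeR called at 1 or 7 days after SNI, No-TF changed 83.4% in the direction seen at 7 days (Pearson r = 0.605 across genes). With no naive library shared by both comparisons, r was 0.431 to 0.548. SNI and No-TF neurons were chosen by fluorescence and naive neurons were not, so an effect of the injection cannot be separated from this choice.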

AAV-injection itself does not appear to induce changes in PC2, suggesting AAV injection by itself does not induce an axotomy-like response. However, several TFs or TF combinations do induce changes in PC2 suggesting these factors partially replicate the axotomy-induced RAG expression program.

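Against No-TF, PC2 was higher by 3.27 in ATF3, 2.76 in KLF7, 1.95 in KLF7/MEF2 and 3.58 in ATF3/KLF7/MEF2 (exact permutation test, two-sided, p = 0.0286 for each, with 4 samples against 4). The group means were 0.743 ± 1.34 (SD, n = 4), 0.238 ± 1.13, -0.574 ± 0.722 and 1.06 ± 2.13, in the same order. On log2 CPM in place of the variance stabilised values, the KLF7 and KLF7/MEF2 differences on PC2 did not pass the threshold (exact permutation test, two-sided, p = 0.0571 for both). These groups moved on PC1 as well, by 12.6 in KLF7, 9.00 in ATF3, 7.71 in KLF7/MEF2 and 6.99 in ATF3/KLF7/MEF2. The ATF3 difference on PC1 had p = 0.0571 in the two-sided exact permutation test. On log2 CPM the ATF3 difference on PC1 passed this exact permutation test (p = 0.0286), and those of KLF7/MEF2 and ATF3/KLF7/MEF2 did not (p = 0.0571 each).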

Differentially expressed genes (DEGs) were determined, comparing expression after nerve injury with uninjured neurons, and comparing neurons of the AAV-TF injected groups with AAV-No-TF. The numbers of DEGs are shown in Fig. 6B. Nerve injury induced increased expression of 177 genes at 1 day and 573 at 7 days. 

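At 1 day after SNI, 81 genes were higher and 4 were lower than in naive, and at 7 days 343 were higher and 467 lower. With DESeq2 in place of edgeR, 316 genes were higher and 123 lower at 1 day, and 802 higher and 814 lower at 7 days. All 85 genes called by edgeR at 1 day and 807 of the 810 called at 7 days were among them. In 1770 genes every sample at 7 days lay above or below every naive sample, 10.8% of the genes tested, where chance gives 2.86%, and 5.07% did so at 1 day. The Atf3 element, whose reads are not well separated from those of the rat gene, stood at 28.4 ± 4.16 CPM (SD, n = 4) at 1 day, at least 204-fold higher than in naive (log2 fold change 12.28, standard error 1.08, adjusted p = 3.41e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 7 days it stood at 27.6 ± 3.34 CPM. Genes past the threshold, with no overlap between the groups and a mean of at least 1 CPM over both, were ranked by fold change. The largest rise at 1 day among them was that of ENSRNOG00000002460, at least 408-fold (adjusted p = 0.0103 in edgeR, and 0.300 in edgeR with replicate number as a block). At 7 days, ENSRNOG00000009768 rose from 0 counts in every naive sample to 133 ± 39.1 CPM, at least 957-fold (log2 fold change 14.41, standard error 1.82, adjusted p = 0.00114). ENSRNOG00000046449 had nearly the same counts (131 ± 39.1 CPM), and the authors' counting could have split reads between these 2 genes. ENSRNOG00000009871 and ENSRNOG00000026447 had no counts at 7 days and were at least 238-fold and at least 208-fold lower (adjusted p = 3.87e-08 and 8.39e-07 from the same edgeR test).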

The numbers of DEGs induced by TF over-expression varied considerably, with KLF7 causing the most upregulated genes (528 genes). 

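In KLF7, 86 genes were higher and 139 lower than in No-TF, the largest number among the TF groups. ATF3 and ATF3/KLF7/MEF2 had 0 genes past the threshold in edgeR's quasi-likelihood test, with 1503 and 1392 genes at an unadjusted p under 0.05. The elements that their own vectors carry did not pass either. DESeq2 in place of edgeR gave 756 higher and 855 lower genes in KLF7, 529 and 275 in ATF3, and 478 and 220 in ATF3/KLF7/MEF2. The 225 genes that edgeR called in KLF7 were all among those of DESeq2. The count rested on single libraries: it was 12 without No-TF replicate 4, 23 without KLF7 replicate 1 and 323 without KLF7 replicate 3, and 22 with only the KLF7 and No-TF samples in the fit. ATF3 had 62 genes past the threshold without No-TF replicate 2. The balance of directions in KLF7 depended on the scaling, with 38.2% of the called genes higher under TMM and 56.2% higher under DESeq2's size factors. Relative to No-TF, the median log2 fold change of the genes with a mean of at least 200 counts was -0.14 on total counts and -0.26 under TMM. Of the 225 genes, 5 were vector elements: mCherry and Klf7 were higher and eGFP, eYFP and WPRE lower. Among rat genes past the threshold, with no overlap between the groups and a mean of at least 1 CPM over both, ENSRNOG00000030332 had the largest rise. It had 233 ± 268 CPM (SD, n = 4) in KLF7 and at most 1 count in any No-TF sample, at least 1650-fold higher (log2 fold change 13.58, standard error 2.80, adjusted p = 0.0270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without KLF7 replicate 4 this bound was 736-fold. The gene did not pass the threshold without KLF7 replicate 1 or without No-TF replicate 1, 3 or 4 (adjusted p from 0.0682 to 0.0999 in edgeR). Groups of samples without overlap were found in 1199 genes (7.30%) in KLF7, 934 (5.69%) in ATF3 and 918 (5.59%) in ATF3/KLF7/MEF2.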

Curiously, MEF2 induced relatively few DEGs (36 upregulated genes), indicating it had little transcriptional activity in vivo, despite containing the VP16 activation domain. This is consistent with the PCA plot in Fig. 6A. 

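No gene, not even the delivered Mef2 element, passed the threshold in the 3 MEF2 samples against No-TF. An unadjusted p under 0.05 was found in 593 genes, a share of the genes tested below 0.05. Every MEF2 sample lay above or below every No-TF sample in 633 genes, 3.85% of the genes tested, where 3 samples against 4 give 5.71% by chance. With DESeq2 296 genes were higher and 256 lower in the fit of all AAV groups. The fit of the MEF2 and No-TF samples alone with DESeq2, chosen after seeing the data, gave 9 higher and 12 lower genes. With MEF2 replicate 4 in the edgeR fit, no gene passed the threshold and 816 had an unadjusted p under 0.05.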

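KLF7/MEF2 had 0 genes past the threshold against No-TF in edgeR's quasi-likelihood test, and 1301 genes with an unadjusted p under 0.05. The delivered mCherry element, at least 3500-fold higher than in No-TF, did not pass either, so this count does not exclude large changes. DESeq2 in place of edgeR called 430 higher and 246 lower, and 130 higher and 91 lower when fitted to the KLF7/MEF2 and No-TF samples alone, a fit chosen after seeing the data. Without No-TF replicate 2, 6 genes passed the threshold. The 4 KLF7/MEF2 samples all lay above or below the 4 No-TF samples in 666 genes, 4.06% of the genes tested. Set directly against KLF7 with edgeR, KLF7/MEF2 had 3 higher genes and no lower gene past the threshold, with 1381 at an unadjusted p under 0.05. The 3 genes were the vector elements eGFP and eYFP, which the KLF7 vector lacks, and ENSRNOG00000003385, which had 0 counts in every KLF7 sample and was at least 171-fold higher (log2 fold change 12.14, standard error 2.12, adjusted p = 0.0222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSRNOG00000003385 did not pass without KLF7 replicate 1 or 2 or KLF7/MEF2 replicate 2 (adjusted p from 0.0685 to 0.0776 in edgeR), with replicate number as a block (0.0748) or with only the 2 groups in the fit (0.670). Without KLF7 replicate 3, 39 genes passed the threshold in edgeR. With DESeq2 545 genes were higher and 211 lower in KLF7/MEF2 than in KLF7. Fitted to these 2 groups alone, a fit chosen after seeing the data, DESeq2 called 69 higher and 35 lower.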

KLF7/MEF2, the most effective combination in promoting regeneration and functional recovery, induced 105 upregulated DEGs and 31 downregulated. All DEGs are listed in Supplemental Data 1.

A panel of 13 well-known RAGs, including ATF3, Jun, Sox11, and Gap43 were all significantly induced by axotomy except for KLF6, validating the axotomy dataset (Fig. 6C). 

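mCherry, which the KLF7 vector carries, stood at 610 ± 201 CPM (SD, n = 4) in KLF7, 494 ± 244 in KLF7/MEF2 and 257 ± 106 in ATF3/KLF7/MEF2, and at 0 counts in every No-TF sample. It was at least 4325-fold, at least 3500-fold and at least 1822-fold higher than in No-TF in these groups. The Klf7 element, which shares reads with the rat gene, had 170 ± 63.9 CPM in KLF7, 183 ± 58.6 in KLF7/MEF2 and 133 ± 21.6 in ATF3/KLF7/MEF2, against 5.70 ± 4.06 in No-TF. These levels were 29.8-fold, 32.2-fold and 23.4-fold higher. The Mef2 element had 203 ± 51.7 CPM in the 3 MEF2 samples, 40.3 ± 30.1 in KLF7/MEF2 and 36.9 ± 26.2 in ATF3/KLF7/MEF2, and was at least 1440-fold, at least 286-fold and at least 262-fold higher than in No-TF. ATF3/KLF7/MEF2 replicate 1 had 0 Mef2 counts of 16563128, which allows a level of up to 0.181 CPM, while the other 3 replicates had 42.7 to 61.9. The Atf3 element had 41.8 ± 21.0 CPM in ATF3 and 21.6 ± 4.08 in ATF3/KLF7/MEF2, against 1.20 ± 1.44 in No-TF. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, Klf7 passed the threshold in KLF7 (log2 fold change 4.77, standard error 0.92, adjusted p = 0.0209) and not in KLF7/MEF2 (4.91, adjusted p = 0.261) or ATF3/KLF7/MEF2 (4.50, adjusted p = 0.307). In edgeR the call in KLF7 was lost without No-TF replicate 1 or 4 (adjusted p = 0.0627 and 0.0659), and without No-TF replicate 3 Klf7 passed in KLF7/MEF2 and ATF3/KLF7/MEF2 as well (adjusted p = 0.000661 and 0.00260). Adjusted over the list alone, which holds the vector elements, the adjusted p of Klf7 from edgeR was 0.000115, 0.000244 and 0.000367 in these groups. Mef2 in MEF2 had an adjusted p of 0.301 over all genes tested and 0.000147 adjusted over the list alone. Atf3 in ATF3 had 0.514 over all genes tested and 0.0435 adjusted over the list alone. No gene passed in KLF7/MEF2 or ATF3/KLF7/MEF2 over all genes tested, so their mCherry and Mef2 elements did not pass there.

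**Figure D1:**
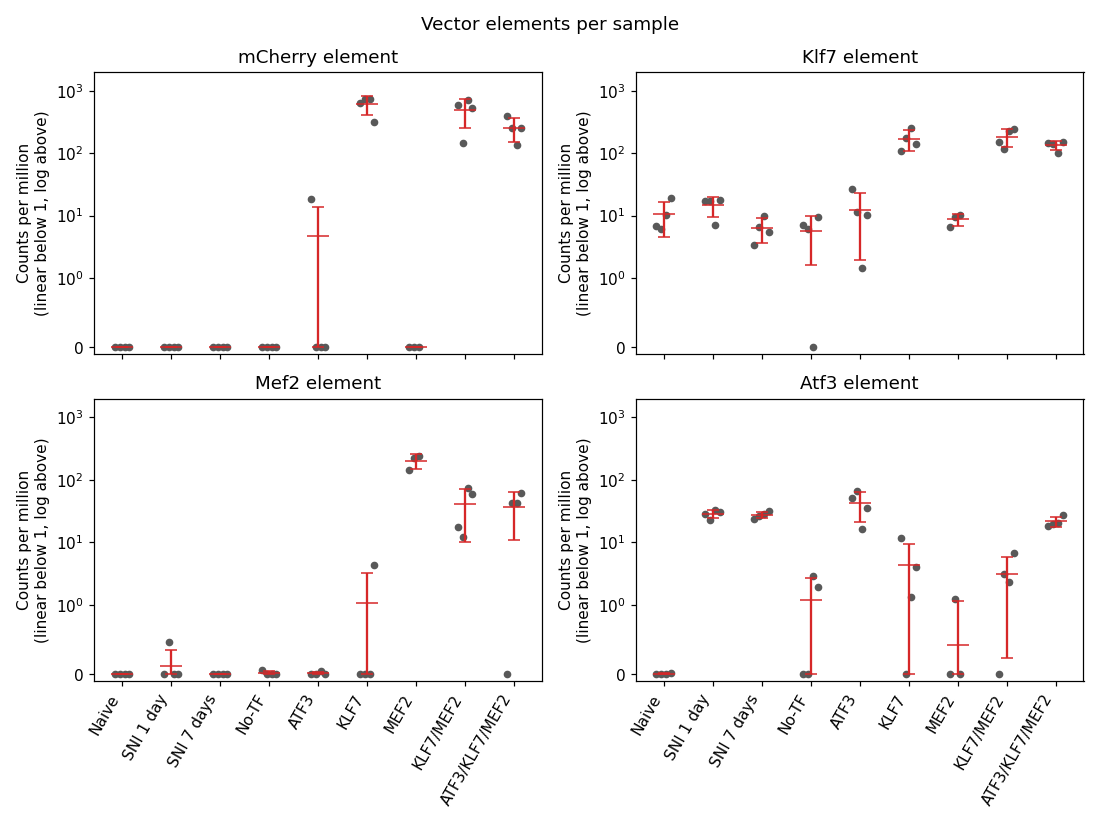
CPM (vertical axis, linear below 1 and logarithmic above) of the mCherry, Klf7, Mef2 and Atf3 elements in each of the 9 groups. Points are single samples, and bars are the mean and SD. The 4 KLF7 samples lie between 318 and 748 CPM of mCherry, and No-TF at 0.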

Expression of the expected vector-expressed TFs was clearly present in all appropriate samples (Fig. 6D), validating the experimental approach.

A major aim of this experiment was to determine to what degree TF expression recapitulates axotomy-induced gene expression. We began by hierarchical clustering of expression profiles for all genes that were regulated 1 and 7 days after sciatic nerve injury (i.e. RAGs). 

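The RAGs of this comparison were the 821 genes past the threshold at 1 or 7 days after SNI, of which 74 passed at both time points, 11 only at 1 day and 736 only at 7 days. Their median size of log2 fold change was 0.43 at 1 day and 1.21 at 7 days. The difference between these 2 medians was 0.78 (exact permutation test of the rats of both time points, two-sided, p = 0.0286, the smallest p that 4 against 4 allow). In 93.9% of the RAGs the change was larger at 7 days, and 94.4% had the same direction at both time points. As most of the RAGs were called at 7 days, the 85 genes called at 1 day were examined alone. Their median size was 1.68 at 1 day and 1.88 at 7 days, and 55.3% of them had changed more at 7 days. The difference between these medians was 0.20, which did not pass the threshold (exact permutation test, two-sided, p = 0.0571).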

Overall, RAGs were more strongly regulated after 7 days than after 1 day. In the TF-expressing groups excluding MEF2, the majority of genes were similarly regulated across the four groups. 

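ATF3, KLF7, KLF7/MEF2 and ATF3/KLF7/MEF2 changed 530 of the 821 RAGs in the same direction, 64.6% of them. As all 4 groups share the No-TF samples, 100 simulations with 4 unchanged groups and the measured spread were run, and these gave 40.0% on average and at most 43.5%. The simulations drew each gene independently of the others, while genes of one library can vary together. Their highest values are therefore not an upper limit for unchanged groups. Fold changes of ATF3 and ATF3/KLF7/MEF2 over the RAGs had the highest correlation of any pair of TF groups (Pearson r = 0.830 across genes, which are not independent replicates), while simulated pairs of unchanged groups gave 0.491 on average and at most 0.614. KLF7 and KLF7/MEF2 had r = 0.619, above the highest simulated value of 0.598. The other pairs of these 4 groups had r from 0.572 to 0.629, all within the range of the simulations. By direction, the 6 pairs of these 4 groups moved 77.0% to 83.1% of the RAGs alike, above the highest simulated shares of 69.7% to 70.8%.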

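The share of the 821 RAGs whose fold change had the direction seen 7 days after SNI was 82.5% in ATF3, 77.6% in KLF7 and 74.7% in KLF7/MEF2 (exact permutation of the rats of the TF group and No-TF, two-sided, p = 0.0286 for each; 0.0429 after Benjamini-Hochberg adjustment over 15 values). In ATF3/KLF7/MEF2 the share was 81.6% and did not pass the threshold (exact permutation test, two-sided, p = 0.0571; 0.0714 adjusted). The jackknife standard errors over replicates were 4.62, 3.58, 3.22 and 7.91 percentage points in the same order. With library sizes scaled by TMM, the KLF7 share was 75.9% and had p = 0.0857 in the same exact permutation test. Taken over the 1745 RAGs that DESeq2 called, the shares were 73.4% in ATF3, 69.2% in KLF7, 66.3% in KLF7/MEF2 and 71.0% in ATF3/KLF7/MEF2, of which that of ATF3 passed the threshold. All 4 TF groups and SNI at 7 days shared a direction in 481 RAGs, 58.6%, where the simulations of unchanged groups, with genes drawn independently, gave 18.8% on average. In 49 RAGs the 4 TF groups moved together against SNI.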

Considerable similarity to the RAG profile was also apparent with many genes being regulated in a similar direction (Fig. 6E. Boxes 1, 2, 5 and 6). 

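MEF2 changed 48.0% of the RAGs in the direction seen at 7 days after SNI, with a jackknife standard error of 8.56 percentage points (exact permutation test, two-sided, p = 0.943). The median size of its log2 fold changes over the RAGs was 0.20, against 0.39 in KLF7/MEF2, 0.43 in ATF3/KLF7/MEF2, 0.48 in ATF3 and 0.64 in KLF7. Its fold changes had Pearson r from 0.187 to 0.299 with those of the other TF groups, across genes. Simulated unchanged groups that share the No-TF samples gave averages from 0.451 to 0.466 for the same pairs, so that the measured values were below these averages.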

Expression changes induced by MEF2 were minimal compared with the other groups and not similar to the RAG profile or other TF groups.

We next looked for overlap between TF-induced DEGs and a combined list of axotomy-induced DEGs from both time-points after nerve injury (Fig. 7A). ATF3, KLF7, KLF7/MEF2 and ATF3/KL7/MEF2 showed significant overlap in up and down-regulated DEGs (Fisher’s exact test), with KLF7 sharing the most gene expression overlap with the RAGs (174 concordant genes). 

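Of the 86 higher and 139 lower genes in KLF7, 19 were higher and 40 were lower after SNI as well, 59 concordant genes in all (Fisher's exact test over 16421 genes, two-sided, p = 1.88e-14 for the higher and 2.87e-29 for the lower genes). A further 5 genes were lower in KLF7 and higher after SNI. The odds ratios were 13.6 for the higher and 15.0 for the lower genes. Fisher's exact test takes genes as independent, so its p here and below do not reflect the number of rats. Under edgeR's filterByExpr in place of the filter on non-zero counts, 52 genes were concordant. The list of KLF7 genes itself fell to 12 without No-TF replicate 4 and to 23 without KLF7 replicate 1. No more genes than these could be concordant there, and the overlap was not repeated on these lists. With DESeq2 as the test for both lists, 269 genes were concordant in KLF7, 111 higher and 158 lower.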

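ATF3 and MEF2 had no genes past the threshold of edgeR's test, so no gene was concordant in either. With DESeq2 as the test, 138 genes were concordant in ATF3 (Fisher's exact test, two-sided, p = 5.51e-14 for the higher and 1.26e-25 for the lower genes). In MEF2, 23 were concordant (Fisher's exact test, two-sided, p = 0.228 for the higher and 0.890 for the lower genes) while 12 were higher in MEF2 and lower after SNI and 13 the reverse.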

ATF3 had 42 concordant genes and MEF2 none. 

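With DESeq2, under which each combination had genes to compare, KLF7/MEF2 shared 30 higher and 27 lower genes with the RAGs, while 14 were higher in KLF7/MEF2 and lower after SNI and 10 the reverse. The overlap passed the threshold for the lower genes and not for the higher ones (Fisher's exact test, two-sided, p = 0.000633 and 0.0754). ATF3/KLF7/MEF2 shared 53 higher and 35 lower genes (Fisher's exact test, two-sided, p = 1.14e-07 and 1.54e-08). Under edgeR neither combination had a gene past the threshold.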

Surprisingly, combinatorial expression of TFs resulted in fewer total genes regulated compared with ATF3 or KLF7 alone, and fewer concordant genes (11 for KLF7/MEF2, 19 for ATF3/KLF7/MEF2).

**Fig. 7:**
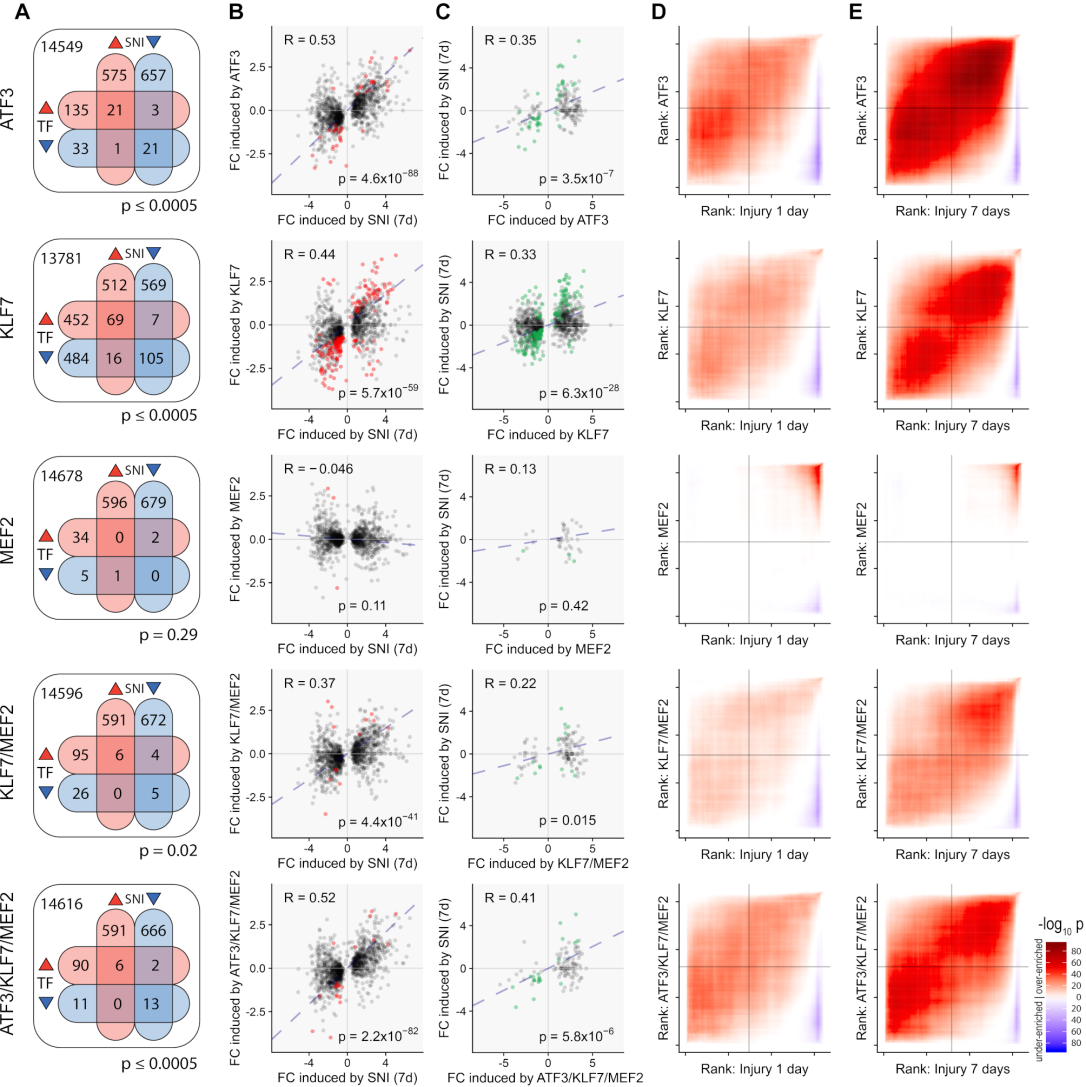
Analysis of concordance in gene expression changes induced by transcription factor (TF) overexpression and axotomy. **(A)** Venn diagrams showing the overlap in differentially expressed genes (DEGs) induced in each direction by TF over-expression and by axotomy. DEGs induced at 1 and 7 days after axotomy were pooled for this analysis. In all cases except MEF2 the overlap was significant (*p*-values given by each diagram; Fisher’s exact test). **(B)** Correlations of log fold-changes (LFC) induced by TF-expression (with respect to the No-TF vector) and by axotomy (with respect to uninjured neurons) in DEGs induced by axotomy. Correlations are significant for all TF groups except MEF2 (Pearson’s correlation test). Red dots indicate genes also significantly altered by TF overexpression. **(C)** Converse analysis to B; correlations of LFC induced by axotomy with LFC induced by TF overexpression for all DEGs induced by each TF combination (*p*-values from Pearson’s correlation test). Green dots indicate genes also significantly altered by axotomy. **D**, **E**. Rank-rank hypergeometric overlap analysis of TF induced gene expression changes and axotomy-induced gene expression changes, for all genes. Significance values of the overlaps in the first *x* and *y* genes of each list are plotted according to the colour key (after multiple testing correction). Highly significant overlaps are found in the ranked gene lists for each TF group except MEF2, with the ranked gene lists for 7 day axotomy, and to a lesser degree, with the ranked gene lists for 1 day axotomy. For all the analyses shown in A-E, ATF3, KLF7 and ATF3/KLF7 show strong concordance of TF induced changes with axotomy induced changes, while KLF7/MEF2 shows slightly less but still highly significant concordance

We next examined the correlations in log_2_ gene expression fold-changes after axotomy and after viral vector delivery. 

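Over the 821 RAGs, the log2 fold changes against No-TF correlated with those at 7 days after SNI across genes, with Pearson r = 0.627 in ATF3, 0.389 in KLF7 and 0.403 in KLF7/MEF2. Genes are not independent replicates, so the rats of the TF group and No-TF were permuted (exact permutation test, two-sided, p = 0.0286 for each; 0.0429 after Benjamini-Hochberg adjustment). In ATF3/KLF7/MEF2 r was 0.583 and did not pass the threshold (exact permutation test, two-sided, p = 0.0571; 0.0714 adjusted), while Spearman's rho, 0.654, did (same test, p = 0.0286). Spearman's rho was 0.622 in ATF3, 0.505 in KLF7 and 0.465 in KLF7/MEF2. In MEF2 r was -0.0547 and rho was -0.0629 (exact permutation test, two-sided, p = 0.657 and 0.714). The list of RAGs moved r most in ATF3, KLF7/MEF2 and ATF3/KLF7/MEF2. Over the RAGs called by DESeq2, r was 0.377 in ATF3, 0.303 in KLF7, 0.230 in KLF7/MEF2 and 0.310 in ATF3/KLF7/MEF2, and the last 2 did not pass the threshold (exact permutation test, two-sided, p = 0.0571 for both). In KLF7 no fit without one of the KLF7 replicates passed the threshold (exact permutation p from 0.0571 to 0.0857). In MEF2 the value moved most without No-TF replicate 2 (r = 0.0185).

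**Figure D2:**
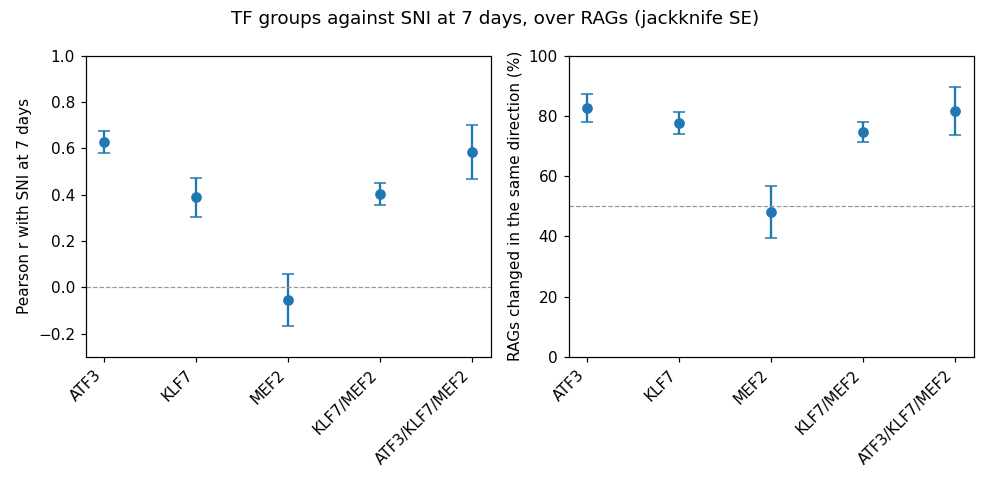
Pearson r with the fold changes 7 days after SNI over the RAGs (left) and the share of RAGs changed in the same direction, in percent (right), for the 5 TF groups. Points are the values over all replicates, bars are jackknife standard errors over replicates, and dashed lines mark no relation. MEF2 lies at the dashed line in both panels and the other 4 groups above it.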

In all TF groups except for MEF2-alone, we found significant correlations with the fold-changes of RAGs at 7d post injury (Fig. 7B). These were strongest in the ATF3/KLF7/MEF2 and ATF3 groups, followed by KLF7 and KLF/MEF2. 

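The jackknife standard error of r over replicates was 0.0493 in ATF3, 0.116 in ATF3/KLF7/MEF2, 0.0851 in KLF7 and 0.0465 in KLF7/MEF2. The differences between groups were tested by permuting the rats of the 2 groups (exact permutation tests, two-sided). ATF3 exceeded KLF7/MEF2 by 0.224 (exact permutation p = 0.0286; 0.171 after Benjamini-Hochberg adjustment over the 6 pairs). ATF3 exceeded KLF7 by 0.239 (exact permutation p = 0.0857) and ATF3/KLF7/MEF2 by 0.0444 (exact permutation p = 0.686). ATF3/KLF7/MEF2 exceeded KLF7/MEF2 by 0.180 (exact permutation p = 0.229) and KLF7 by 0.194 (exact permutation p = 0.257). KLF7 and KLF7/MEF2 differed by -0.0142 (exact permutation p = 0.943). None of the 6 differences passed the threshold after adjustment.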

Weaker but still highly significant correlations were also found with 1 day post-injury fold-changes (not shown). These results indicate that almost all the TF expression groups partially induce an axotomy-like response in gene expression when considering RAGs. 

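Over the same RAGs, r with the fold changes at 1 day after SNI was 0.639 in ATF3, 0.540 in ATF3/KLF7/MEF2, 0.329 in KLF7/MEF2 and 0.306 in KLF7 (exact permutation test, two-sided, p = 0.0286 for each). In MEF2 it was -0.0693 (exact permutation test, two-sided, p = 0.6). The value in ATF3 was above its value at 7 days by less than the jackknife standard error, and those of the other 3 groups were lower than at 7 days. In ATF3/KLF7/MEF2 and KLF7 the drop was also less than this error, and in KLF7/MEF2 it was more.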

The strongest correlation was found with ATF3, followed by ATF3/KLF7/MEF2.

We then repeated this analysis on genes significantly induced by each TF (Fig. 7C). Even though most of the genes induced by TF expression were not classified as RAGs (see Fig. 7A), some gene expression changes induced by TF combinations are also induced by axotomy. 

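KLF7 was the only TF group with genes past edgeR's threshold, and over its 225 genes the fold changes at 7 days after SNI gave Pearson r = 0.363 and Spearman's rho = 0.549. The list held 5 vector elements, and neither value was computed without them. With the rats of SNI and naive permuted, the rank correlation passed the threshold and Pearson's did not (exact permutation test, two-sided, p = 0.0286 and 0.0571). At 1 day r was 0.128 and rho 0.25 (exact permutation test, two-sided, p = 0.229 and 0.114). Over the genes called by DESeq2, r at 7 days was 0.237 in KLF7 and 0.166 in ATF3 (exact permutation test, two-sided, p = 0.0286 for each). The rank correlation passed in KLF7 (rho 0.288, exact permutation p = 0.0286) and not in ATF3 (rho 0.162, exact permutation p = 0.114). Pearson's r was 0.145 in ATF3/KLF7/MEF2, 0.0749 in KLF7/MEF2 and -0.0632 in MEF2 (exact permutation test, two-sided, p = 0.0571, 0.257 and 0.229). At 1 day the DESeq2 lists of KLF7 and ATF3/KLF7/MEF2 gave r = 0.154 and 0.170 (exact permutation test, two-sided, p = 0.0286 for each), and that of ATF3 gave 0.146 (exact permutation p = 0.114). The rank correlation at 1 day passed in KLF7 (rho 0.169, exact permutation p = 0.0286) and not in ATF3/KLF7/MEF2 (rho 0.148, exact permutation p = 0.0571) or ATF3 (rho 0.140, exact permutation p = 0.229).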

Fold-change correlations were significant between 7 day sciatic nerve injury and all TF groups except MEF2, and between 1 day sciatic nerve injury and all TF groups except MEF2 and KLF7/MEF2 (not shown).

We also compared the gene expression changes induced by TF overexpression and axotomy using Rank-Rank Hypergeometric Overlap (RRHO) [58], which looks for similarities in gene expression profiles by comparing ranked lists of all genes. Except for MEF2, significant concordance in gene rankings was observed between all TF overexpression groups and RAGs (Fig. 7D, E). 

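Genes were ranked by the log of their p, signed by the direction of change, and all 16421 were compared. Spearman's rho with the ranking at 7 days after SNI was 0.253 in ATF3, 0.222 in KLF7, 0.211 in ATF3/KLF7/MEF2, 0.172 in KLF7/MEF2 and -0.00838 in MEF2. The jackknife standard errors over replicates were 0.0490, 0.0340, 0.0539, 0.0339 and 0.0709. With the samples of the TF group and No-TF split in all 35 ways, the real one included, a rho as far from 0 was found in 1 split in KLF7, 2 in ATF3, 2 in KLF7/MEF2, 3 in ATF3/KLF7/MEF2 and 34 in MEF2. KLF7 was thus the only group with a share of splits under 0.05. Rank-rank hypergeometric overlap was computed in steps of 129 genes, with Benjamini-Yekutieli adjustment over all pairs of steps. Its largest -log10 adjusted p was 151 in ATF3, 147 in KLF7, 109 in ATF3/KLF7/MEF2, 99.2 in KLF7/MEF2 and 6.16 in MEF2. These p take genes as independent and do not reflect the number of rats.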

Significant overlap is evident along the entire diagonals of the RRHO plots, indicating similarities in the gene rankings is not confined to the most strongly differentially expressed genes but is present when all genes are considered. 

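With the ranking at 1 day after SNI, Spearman's rho was 0.163 in ATF3, 0.148 in ATF3/KLF7/MEF2, 0.136 in KLF7, 0.0973 in KLF7/MEF2 and 0.00301 in MEF2. In ATF3, KLF7, KLF7/MEF2 and ATF3/KLF7/MEF2 this was lower than at 7 days by more than the jackknife standard error of the latter. The largest -log10 adjusted p of the hypergeometric overlap at 1 day was 61.1 in ATF3, 49.5 in ATF3/KLF7/MEF2, 47.2 in KLF7 and 27.6 in KLF7/MEF2. In MEF2 it was 10.6, above its value at 7 days. Where fewer genes were shared than expected, the largest -log10 adjusted p at 1 day was 17.5 in MEF2, 16.4 in ATF3/KLF7/MEF2, 10.6 in KLF7/MEF2, 10.3 in ATF3 and 2.09 in KLF7. These values rested on the test: with DESeq2 they ran from 0.650 in MEF2 to 2.22 in ATF3. The MEF2 overlap above expectation also fell with DESeq2, to 0.272 at 1 day and 0.625 at 7 days.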

Concordance was in all cases stronger with the 7 day axotomy group than with the 1 day axotomy group (compare Fig. 7E with 7D), and ATF3 produced the strongest concordance, followed by KLF7, ATF3/KLF7/MEF2 and KLF7/MEF2.

To summarise, with the exception of MEF2 which had little effect on gene expression, all TF groups induced gene expression changes that recapitulate nerve-injury induced changes to varying degrees. Surprisingly, KLF7/MEF2, which produced the most regenerative sprouting and functional recovery, induced gene expression changes with the least similarity to the endogenous RAG program (excluding MEF2).

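With each replicate of KLF7/MEF2, No-TF, SNI at 7 days and naive left out in turn, the correlation of KLF7/MEF2 over the RAGs stayed between 0.357 and 0.411, and that of KLF7 between 0.288 (without KLF7 replicate 1) and 0.410 in its own such fits. KLF7 had the higher correlation over the RAGs called by DESeq2, by Spearman's rho and with 5 added to the counts (0.445 against 0.441). With each replicate of the TF group and No-TF left out, the rank agreement over all genes at 7 days stayed between 0.144 and 0.189 in KLF7/MEF2 and between 0.186 and 0.232 in KLF7. From the PCA, the overlap of DEGs, the correlations of fold changes and the rankings of all genes, the paper reasons that each TF group other than MEF2 induces part of the axotomy response. It concludes that the similarity of KLF7/MEF2 to this response was the least of these groups, although this combination gave the most sprouting and recovery.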

To further understand the differences and similarities between TF-induced gene expression and the RAG program, we carried out gene expression profile clustering with WGCNA. After merging of similar clusters, a total of 20 clusters remained which were then characterized according to the average fold-change of the genes in each cluster (Fig. 8A). GO over-representation analysis was performed on these clusters, focusing on the Biological Process ontology. Of particular interest were the first three clusters shown in Fig. 8A, U1, U2 and U3. Cluster U1 contains genes which are upregulated by axotomy at 7 days and also by TF delivery for all TF groups except MEF2. These genes represent “real” RAGs induced by TF delivery. Cluster U2 contains genes which are upregulated by axotomy but not by any TF group, and so represent RAGs that are missing from the TF-induced gene expression program. Cluster U3 contains genes upregulated only by TF delivery (all TF groups) and so represent non-RAG TF-induced genes. Many GO classes were over-represented in these clusters, summarized in Fig. 8B, C and D. In Cluster U1 (Fig. 8B), GO classes related to cell activation, translation, development, metabolic processes and intracellular signalling were common, as well as immune/inflammatory classes and cell death. Cluster U2 (‘missing’ RAGs; Fig. 8D) contained fewer GO classes but signalling, metabolic processes and response to extracellular molecules were the most common, and regeneration-linked classes were also present. In cluster U3 (TF-induced non-RAGs; Fig. 8C) numerous classes related to immune and inflammatory processes were present but also many classes relating to intracellular signalling, transport, cell migration and metabolism. GO analysis results for the remaining clusters in Fig. 8A are shown in Supp. Fig. S7. The full lists of over-represented GO classes are given in Supp. Data 2.

**Fig. 8:**
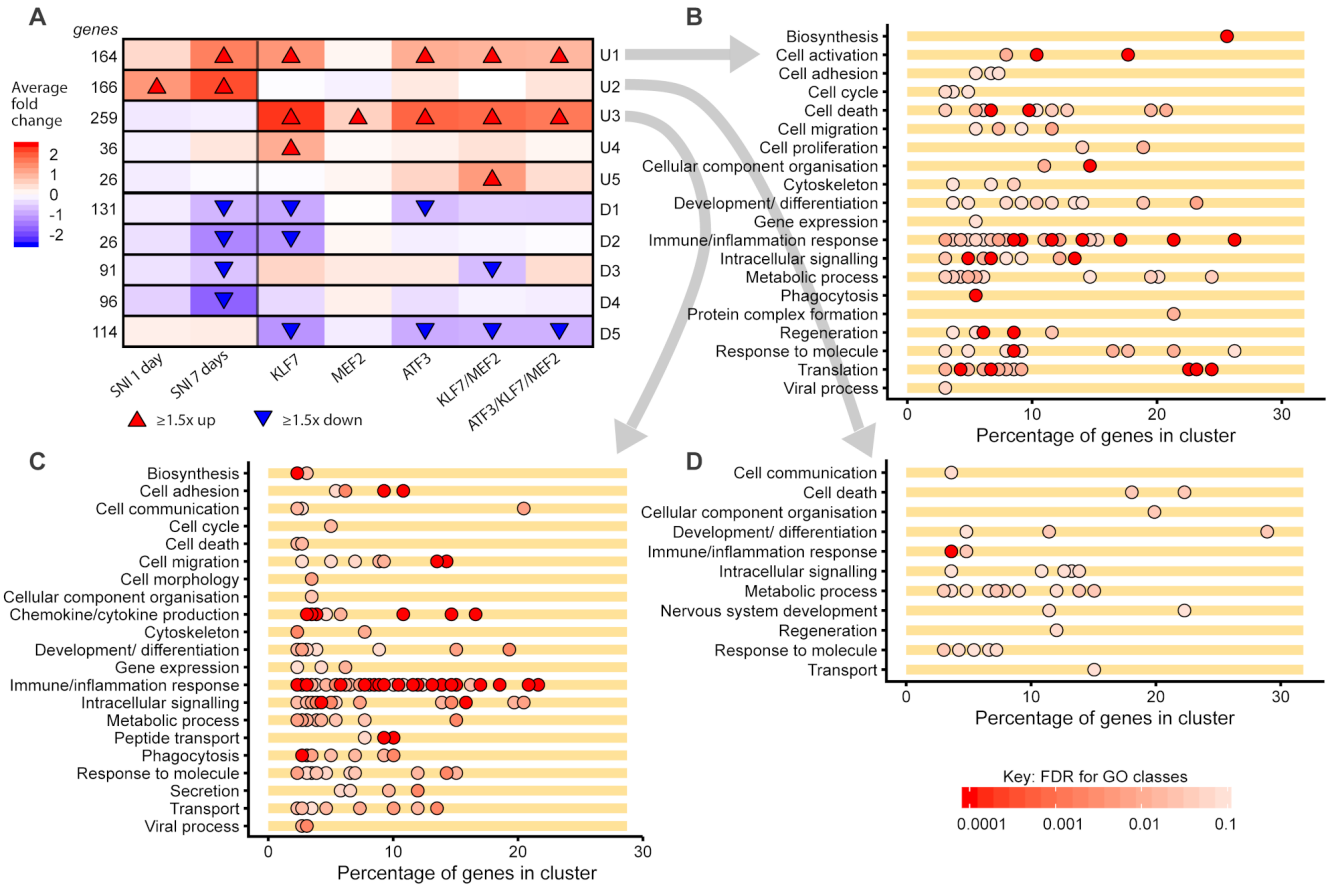
Clustering of gene expression changes induced by transcription factor (TF) overexpression in DRG neurons, and Gene Ontology (GO) over-presentation analysis of three primary clusters. Genes were clustered by Weighted Gene Correlation Network Analysis (WGCNA). **(A)** WGCNA-derived clusters with changes in expression indicated per group for each cluster. Gene expression changes were similar between TF groups (excluding MEF2) and only small clusters of genes specific for different TF groups were identified. Clusters U1, U2 and U3 were the major clusters of genes that were upregulated in TF groups and/or by axotomy. **(B)** U1 contains genes going up after axotomy and in the TF groups excluding MEF2, and contains genes related to biosynthesis, cell death, immune/inflammatory processes, signalling, translation, and regeneration amongst other categories. **(C)** Cluster U3 contain genes only induced by TF expression and contains many genes related to immune and inflammation responses, signalling, cytokine production amongst others. **(D)** Cluster U2 contains genes induced by axotomy and not by TF delivery, i.e. parts of the RAG program missing from the TF-induced responses. Most prominently it contains genes related to metabolic processes, signalling and responses to various molecules. Other clusters are illustrated in Supp. Fig. S7

The WGCNA analysis gives insight into the patterns of expression induced by TFs, and it is notable that apart from the largely inactive MEF2, all TF groups again (as also seen in Fig, 6E) appear to induce similar gene expression patterns. Clusters U5 and D3 contain genes specifically regulated by KLF7/MEF2 (up in U5–26 genes, down in D3–91 genes), but only one GO class was over-represented in the U5 cluster (‘GO:0009888: tissue development’, with 6 genes). D3 contained genes related to mRNA processing (12 genes) and macromolecule metabolism. These processes may contribute to axon growth although given the relatively few genes involved it seems unlikely that they explain why KLF7/MEF2 specifically should drive increased regenerative sprouting and functional recovery. Thus, while these two classes may be important for axon sprouting induced by KLF7/MEF2, we did not find functional motifs in these gene groups that link clearly to axon growth or connectivity.

To gain further insight into the effects of KLF7/MEF2 and the other combinations, we next carried out Gene Set Enrichment Analysis (GSEA) on the gene expression changes induced by TF delivery, testing against the GO (Biological Process) gene sets. The top 10 GO classes with significant enrichment for the four TF groups KLF7, ATF3, KLF7/MEF2 and ATF3/KLF7/MEF2 were highly similar and comprised classes connected to immune response genes (Fig. 9A). We then used GSEA to address the observation that KLF7/MEF2 had positive functional and anatomical effects while ATF3/KLF7/MEF2 and KLF7 alone did not, while these latter two groups appear to better recapitulate the RAG program. To better understand why, we looked for GO classes that were enriched in the KLF7/MEF2-induced gene expression changes and not in KLF7, ATF3, or ATF3/KLF7/MEF2, and vice versa. No GO classes were enriched in MEF2-induced gene expression changes. KLF7/MEF2-specific enriched classes were found for mitotic cytokinesis, G-protein coupled receptor signalling pathway, and positive regulation of protein kinase activity (Fig. 9B). This suggests increases in GPCR signalling pathways and kinase activity in the KLF7/MEF2 group, which could contribute to regeneration.

**Fig. 9:**
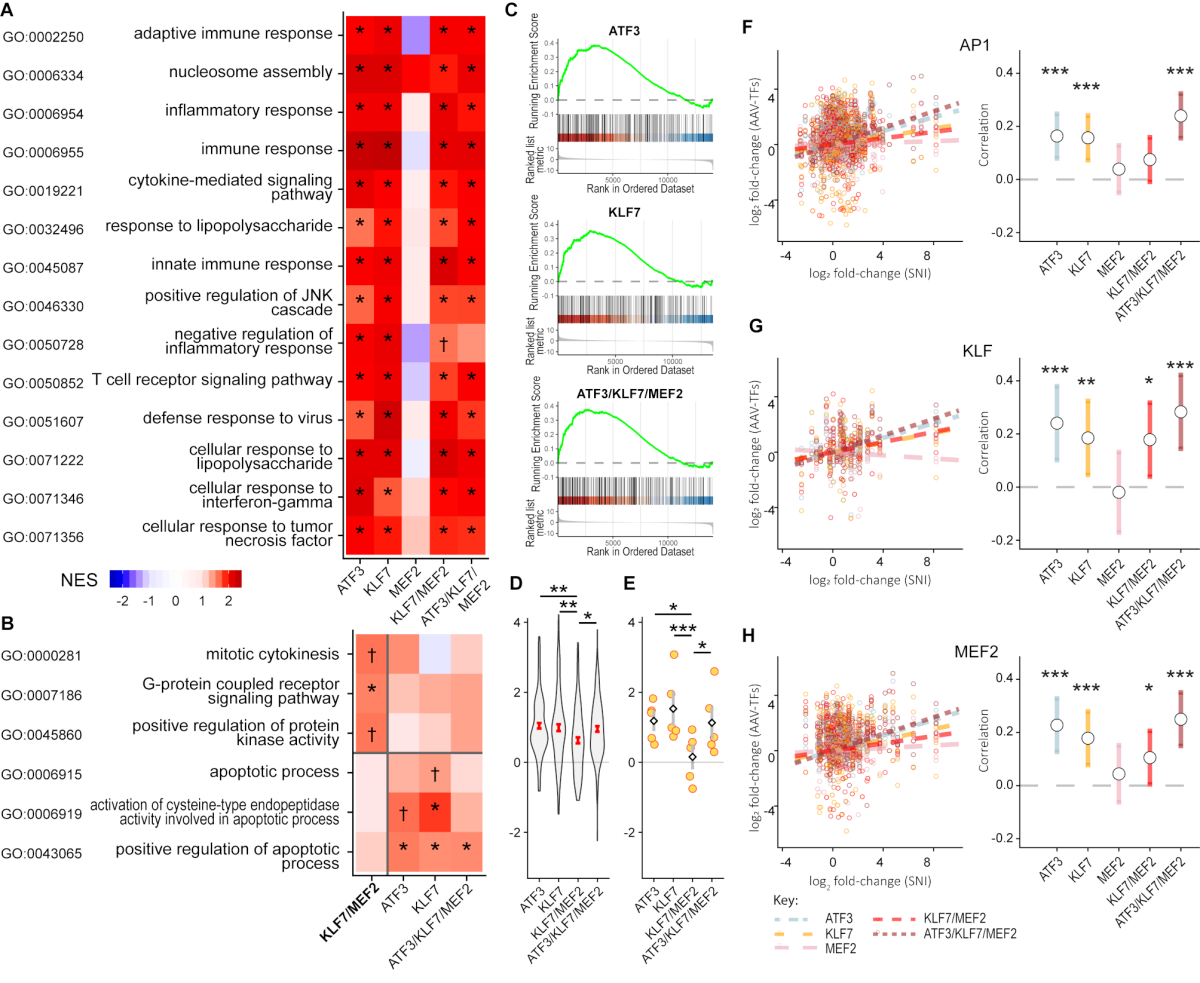
ATF3, KLF7 and ATF3/KLF7/MEF2, but not KLF7/MEF2 induced apoptosis-related genes and specifically caspases. **(A)** Gene set enrichment analysis (GSEA) was carried out on genes upregulated by each TF combination. Shown is a combined plot of the top 10 enriched gene ontology (biological process) classes for ATF3, KLF7, KLF7/MEF2 and ATF3/KLF7/MEF2, showing normalized enrichment scores (NES) and False Discovery Rate (FDR). The top 10 classes were highly similar between these four groups, and consist mainly of classes relating to immune responses and inflammation. **(B)** GO classes specifically over-represented (by GSEA) in genes upregulated by KLF7/MEF2 and not ATF3, KLF7 or ATF3/KLF7/MEF2, and vice versa. The latter three groups induced several classes related to caspase activity and apoptosis. Of note all three of these groups induce the class GO:0043065, positive regulation of apoptosis. **(C)** GSEA enrichment plots for GO:0043065, positive regulation of apoptosis. **(D)** Expression of the pooled leading edge genes for this GO class in the four TF groups excluding MEF2. Expression of this class is significantly lower in the KLF7/MEF2 group than the other three groups (linear mixed model, with Dunnett’s post-hoc test). **(E)** Expression of the caspases Casp1, Casp2, Casp5 and Casp9 (the five caspases in the pooled leading edge gene set shown in **D)** are also lower in KLF7/ MEF2 group (linear mixed model, with Dunnett’s post-hoc test). Yellow dots each represent one caspase, diamonds and grey bars show mean and SEM. **F**-**H**. Analysis of predicted targets for ATF3, KLF7 and MEF2 and correlation of log fold-changes (LFC) for each predicted target set with axotomy-induced LFC. Left panels show scatter plots of LFC induced by TFs vs. LFC induced by sciatic nerve injury (SNI) and lines of best fit, while the right panels show and compare the slopes of the lines of best-fit. Of note genes with predicted AP1 sites in their promoters (putative ATF3 targets) were not significantly induced by KLF7/MEF2, in contrast to ATF3, KLF7 and ATF3/KLF7/MEF2. Key: A,B: † FDR < 0.1; * FDR < 0.05. D-H: *p < 0.05, **p < 0.01, ***p < 0.001, (D, E: linear mixed model, Dunnett’s post-hoc tests with comparison to KLF7/MEF2; F-H: linear mixed model; test for slope being not equal to 0; *n* = 4 animals per group except MEF2 for which *n* = 3)

Conversely, a number of classes related to signalling and transcription were enriched in the KLF7, ATF3, or ATF3/KLF7/MEF2 groups, and notably, also several classes related to apoptosis, none of which were enriched for KLF7/MEF2 (Fig. 9B). In particular, the class GO:0043065 (‘positive regulation of apoptotic process’), was enriched in all three of the former groups and not in KLF7/MEF2. GSEA enrichment plots for this GO class are shown in Fig. 9C. Mature neurons are quite resistant to apoptosis [76, 77] but the apoptosis machinery, and in particular caspases, is involved in axon retraction [78–80]. The enrichment of apoptosis-related classes in KLF7, ATF3 and ATF3/KLF7/MEF2 groups but not in KLF7/MEF2 could therefore be a reason why the former groups were less effective in promoting axon growth. GSEA results include a ‘leading edge’, which is the set of genes most responsible for the enrichment. We looked at TF induced fold-changes in gene expression of the combined set of leading-edge genes for class GO:0043065 from the KLF7, ATF3, and ATF3/KLF7/MEF2 groups. Expression of the combined leading-edge set was significantly lower in the KLF7/MEF2 group than in the other three groups (Fig. 9D). The caspases Casp1, Casp2, Casp3, Casp8 and Casp9, are all members of the combined leading edge gene set. These caspases are also lower expressed in the KLF/MEF2 group than in the other groups (Fig. 9E).

The transcription factor binding site analysis which resulted in the nine factors chosen for in vitro screening (as shown in Fig. 1) also yields sets of predicted target genes. We next examined if the predicted targets of ATF3, KLF7 or MEF2 were upregulated by the TF combinations delivered. The predicted targets were converted to rat homologues and are listed in Supp. Table S4. Correlation plots of TF-induced fold-changes versus fold changes induced by mouse facial nerve injury, along with estimates of the magnitudes of the slopes of these graphs are shown in Fig. 9F, G, H. Predicted target genes of ATF3 (genes whose promoters contain AP1 sites) were significantly induced by ATF3, KLF7 and ATF3/KLF7/MEF2, but not KLF7/MEF2 (Fig. 9F). Genes with promoters containing KLF and MEF2 sites showed a similar pattern, with KLF7/MEF2 showing less induction of these predicted target genes than the other ATF3 and KLF7 containing groups (Fig. 9G, H). This suggests that, in general, induction of these target gene sets correlates with the overall strength of RAG induction and not specifically with expression of the TF associated with each predicted target set. A partial exception however is that KLF7/MEF2, which does not contain an AP1-binding TF, fails to induce predicted targets of AP1.

In summary, the TF combination of KLF7/MEF2 was the most effective in promoting axon sprouting and functional recovery in vivo, and gene expression profiling data suggests its superiority may be due to the partial induction of the RAG program combined with the lack of induction of apoptosis machinery which occurs in other combinations.

## Discussion

In this work we explored the use of transcription factor combinations to artificially activate the axon regeneration program in DRG neurons without the use of a conditioning lesion. Analysis of the promoters of the RAG program in mouse facial motor neurons led to identification of a set of TFs with high likelihood to be pro-regeneration, and we systematically screened these factors to identify the most potent combinations of factors for promoting axon growth.

In vitro, the combination ATF3/KLF7/MEF2 was highly effective at promoting axon growth. Surprisingly, in vivo this combination failed to promote regeneration or functional recovery. KLF7/MEF2 on the other hand induced multiple positive effects, including sprouting into the lesion site and into proximal grey matter, prevention of axonal retraction and improvement in functional recovery. Lastly, analysis of the gene expression changes induced by overexpression of the various TF combinations indicated that KLF7/MEF2 was not the most potent at recapitulating the axotomy-induced gene expression program, and ATF3, KLF7 and ATF3/KLF7/MEF2 were all superior in this regard.

The GO classes upregulated by the TF groups depicted in Fig. 8 suggest a number of mechanisms which may be favourable to axonal sprouting. Notably a large number of genes in cluster U1 are linked to translation and biosynthesis. In particular, local translation has been linked to successful regeneration. Along with classes related to cell activation and metabolism these are likely to be important for the increased capacity to synthesize axonal material necessary during axon growth. GO-classes related to cell migration, cell adhesion and development/differentiation in clusters U1 and U3 may also contain genes directly related to axon growth. The most commonly occurring categories in clusters U1 and U3 were connected to inflammation and immune responses. Inflammatory cytokines have a well-established effect in promoting regeneration and T-cells have a role in the survival of injured neurons but can also be inhibitory to regeneration. Modulation of immune processes may therefore be an important component of the TF-induced RAG programs [81–83].

Previous efforts to promote axon regeneration with TFs targeting DRG neurons have resulted in a similar degree of sprouting at the lesion site and also reduced axonal retraction, but not functional improvement. Gao et al. over-expressed a CREB VP16 construct in DRG neurons and some axon sprouting as far as the lesion centre was seen [10]. Overexpression of STAT3C in DRG neurons with an AAV vector resulted in increased initial sprouting of cut axons in the first 2–4 days but no sustained growth and no growth into the lesion site was shown [9]. Over-expression of ATF3 in DRG neurons failed to promote regeneration into a dorsal column lesion when constitutively expressed in transgenic mice [19] or when delivered by AAV [23] and combined expression of ATF3, JUN, STAT3C and SMAD1-EVE also failed to promote regeneration in this model [23]. In several cases over-expression of TFs in DRG neurons leads to reduced axonal retraction, and this was seen with SOX11 [16], KLF7-VP16 [75] and MYC [84] with some fibres entering the lesion in the last case. The current study is the first where TF-delivery to DRG neurons has been shown to lead to functional improvement in a spinal cord injury model. More success has been attained in the corticospinal tract, where over-expression of KLF7-VP16 [15], SOX11 [16] or KLF6 [17] were found to lead to increased axon growth after spinal cord injury. Expressing STAT3 led to increased sprouting across the midline in this model [85].

The in vitro and in vivo phases of this study yielded somewhat differing results, and the question arises why. The gene expression data generated by RNAseq on fluorescently labelled laser-dissected DRG neurons goes some way to explaining the differences. One important finding is that MEF2 by itself appeared to have little transcriptional activity in vivo. This is somewhat surprising since the construct we used contains the VP16 transactivation domain, which should provide constitutive transcriptional activity. However, the inactivity of MEF2 may be connected to the mechanisms by which MEF2 activity is controlled. Among other mechanisms, MEF2 activity is regulated by Histone Deactylases (HDACs) [86], which bind directly to MEF2. HDACs repress gene expression by promoting nucleosome stability and heterochromatin formation. VP16 acts by recruiting histone acetyl transferases (HATs), and so the modes of action of VP16 and HDACs are directly opposed; it may be that HDAC activity is simply more potent than that of VP16. In this case, MEF2 would function largely as a transcriptional repressor in our experiments. Another possibility is that MEF2-VP16 fails to displace endogenous MEF2 bound to the DNA. MEF2-family factors may have very low turnover of the DNA-bound molecules, since their activity is regulated mainly by co-factor activity and not by DNA binding. In any case, the inactivity of MEF2 is very likely a factor in the discrepancy between the in vitro and the in vivo experiments.

MEF2 family factors have not previously been implicated in the gene expression response to axotomy, but they are well placed to do so. The known targets of MEF2 include Jun, and predicted targets identified here also include ATF3 and KLF7 (see Supp. Table S4). Export of HDAC5 from the nucleus is observed after axotomy [87], suggesting release of HDAC inhibition of targets is a key step in the activation of the RAG program. It is possible that MEF2 factors directly upregulate these RAG TFs following the release of HDAC inhibition.

In our experiments MEF2 appears to have had a damping effect on gene expression induced by KLF7, which, surprisingly, was beneficial. The gene expression data revealed the induction of apoptosis-related genes in all TF groups except MEF2 and KLF7/MEF2, most notably the upregulation of caspases 1,2,5,8 and 9. This suggests that MEF2 may act to partially repress caspase expression in our experiments. In mature neurons, apoptosis is repressed to a large degree [76, 77], and caspase activity instead induces axon retraction [78–80]. It is notable that the addition of ATF3 to the pairing of KLF7 and MEF2 causes increased expression of apoptosis-related genes, including caspases, and abolishes the pro-regenerative effects of this pair. ATF3 by itself also induces this category of genes, and it is known that it does not induce a growth response at a dorsal column lesion site [19, 23]. The caspase-induced retraction pathway is initiated in response to neurotrophin withdrawal [79]. In the conditioning lesion model, not only is RAG expression induced by the axotomy, but the injured neurons also receive additional neurotrophic support from the peripheral nerve, since Schwann cells at the injury site upregulate neurotrophin expression. This may suppress neuronal caspase expression and activity. However, in the experiments carried out here the cell body does not receive this additional neurotrophic support. In this case, despite the large-scale induction of the RAG program by ATF3, KLF7 and ATF3/KLF7/MEF2, we hypothesize that the induction of caspase expression and lack of neurotrophic signalling tips the balance towards retraction rather than regeneration.

Interestingly, the ATF3, KLF7 and ATF3/KLF7/MEF2 groups all showed significant induction of predicted AP1 target genes whereas with KLF7/MEF2 this was absent. This is logical for the ATF3 containing combinations, since ATF3 can bind AP1 sites when dimerized with Jun [88]. AP1 activity in neurons is known to promote expression of apoptosis-linked genes [89].

The approach we have taken here has certain limitations. To begin with, we examined the RAG program in mouse facial motor neurons to determine candidate TFs, whereas the in vivo model in which we tested the chosen factors was the rat DRG. Differences in transcriptional control mechanisms of RAGs between rat and mouse are likely to be minimal, however motor neurons and sensory neurons may have subtle differences in their transcriptional programs. A second limitation in the methodology is the use of F11 cells to screen for effects on neurite outgrowth. While useful, because they show sensitivity to TF overexpression, the assay involves inducing the growth of new axons, akin to developmental axon growth, rather than axotomy-induced regeneration. This limitation ultimately manifested itself in that it failed to properly capture one important element of the transcriptional state of DRG neurons, namely the constitutive repression of MEF2 activity that we observed in vivo. The MEF2C-VP16 construct was transcriptionally highly active in F11 cells (data not shown).

Another limitation of our study is that in our in vivo experiments we used only female rats. Some sex differences have been found in recovery and spinal cord tissue preservation in contusion and compression models of spinal cord injury, with females performing better [90, 91]. Neuron intrinsic responses to axotomy were found to be similar between sexes in mice in terms of RAG expression, although differences in which genes were regulated were found [92]. Peripheral nerve regeneration was found to proceed slightly faster in males in rats [93] but faster in females in mice [94]. Thus while the fundamental mechanisms driving regeneration should function similarly in males and females, in our model there may be sex differences in the effects of TF overexpression, particularly with regard to functional recovery.

In general studies testing neuron intrinsic approaches to promote regeneration have used partial transection or dorsal column crush injuries to sever specific spinal tracts (reviewed in [95]) and similarly, we used a dorsal column transection. It is interesting to consider whether such an approach would work in clinically more relevant contusion models of spinal cord injury. Such injuries have larger and less well-defined lesions, usually with secondary lesion enlargement. Successful treatment of such injuries could require a combination of treatments that provide a suitable substrate for growth at the lesion site, counter the inhibitory nature of the CNS, and also activate neuron intrinsic mechanisms. The approach taken here could thus form one component of such a strategy for these more difficult lesions.

The use of laser dissection microscopy combined with RNASeq to determine the effects of TF delivery provides useful insights into the efficacy of our approach, as well as the complexity of transcriptional regulation and the difficulties that arise in manipulating the transcription state of injured neurons to boost regeneration. One interesting finding is that KLF7 and ATF3 appear to both stimulate large parts of the RAG program with rather similar profiles, suggesting these TFs have a number of target genes in common.

Analysis of the gene expression data suggests that MEF2-VP16 has little transcriptional activity in DRG neurons in the absence of endogenous injury signalling, and also that induction of apoptosis machinery alongside RAGs correlates with failure to induce axonal growth. This in turn suggests that a lack of neurotrophic support may inhibit axon regeneration. Therefore, the next steps in this approach would be to interfere with HDAC inhibition of MEF2 and to provide additional neurotrophic support alongside TF overexpression. An interesting experiment to test these ideas would be to repeat the overexpression of the TF combinations tested here in combination with a conditioning lesion. This would have the advantage that peripheral neurotrophic signalling would be present and the initial signals leading to HDAC disinhibition would also be present. The overexpression of TFs could then be expected to lead to a more sustained RAG program and longer distance regeneration than that induced by conditioning lesion alone. Lastly, it may be that additional TFs are needed to fully reproduce the RAG program induced by axotomy, and it is also possible that knockdown of certain TFs might be necessary to fully recapitulate the regenerative state. However, transcriptional re-programming with TFs is widely used and predominantly utilises over-expression rather than knockdown [27]. Furthermore our gene expression profiling data indicate that TF overexpression not only causes upregulation of genes but also leads to down-regulation of many genes, including genes suppressed after axotomy, suggesting that TF knockdown may not be essential.

Boosting the intrinsic neuronal regeneration potential by manipulating transcription factor activity remains a promising approach to promote regeneration. Other approaches to boosting the neuronal regenerative capacity have also had success, most notably PTEN knockout in corticospinal neurons and retinal ganglion cells [96, 97]. Expression of a growth-promoting integrin along with a co-activator also promoted axon growth into the CNS and an upregulation of RAGs [98], although this has not been shown to be effective in a spinal cord lesion yet. In principle the TF approach should allow a powerful and sustained regenerative response in injured neurons for CNS repair, even if the complexity of transcription regulation in this system renders this challenging.

## Conclusions

We have identified a TF combination (KLF7/MEF2) which activates significant RAG expression in DRG neurons, and promotes axonal sprouting and functional recovery in vivo in the dorsal column injury model. This combination and the others tested here provide a basis for further development to fully activate the regenerative gene expression program and induce long-distance axonal regeneration beyond a spinal cord lesion.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

The RNASeq dataset is available at NCBI GEO, accession number GSE270874. All other data generated or analysed during this study are included in this published article and its supplementary information files.

## Abbreviations

AAV: Adeno-associated virus
CL: Conditioning lesion
CNS: Central nervous system
DCL: Dorsal column lesion
DEG: Differentially expressed gene
DRG: Dorsal root ganglion
FDR: False discovery rate
FMN: Facial motor nucleus
GO: Gene ontology
GSEA: Gene set enrichment analysis
IHC: Immunohistochemistry
LFC: Log fold-change
NES: Normalized enrichment score
ORF: Open reading frame
PC: Principal component
RAG: Regeneration-associated gene
SNI: Sciatic nerve injury
TF: Transcription factor
WGCNA: Weighted gene correlation network analysis

# Supplementary material for: The transcription factor combination MEF2 and KLF7 promotes axonal sprouting in the injured spinal cord with functional improvement and regeneration-associated gene expression
**Source:** Mol Neurodegener. 2025 Feb 8;20:18. doi: 10.1186/s13024-025-00805-4
**Supplement:** Supplementary file 3 — Supplementary Material 3

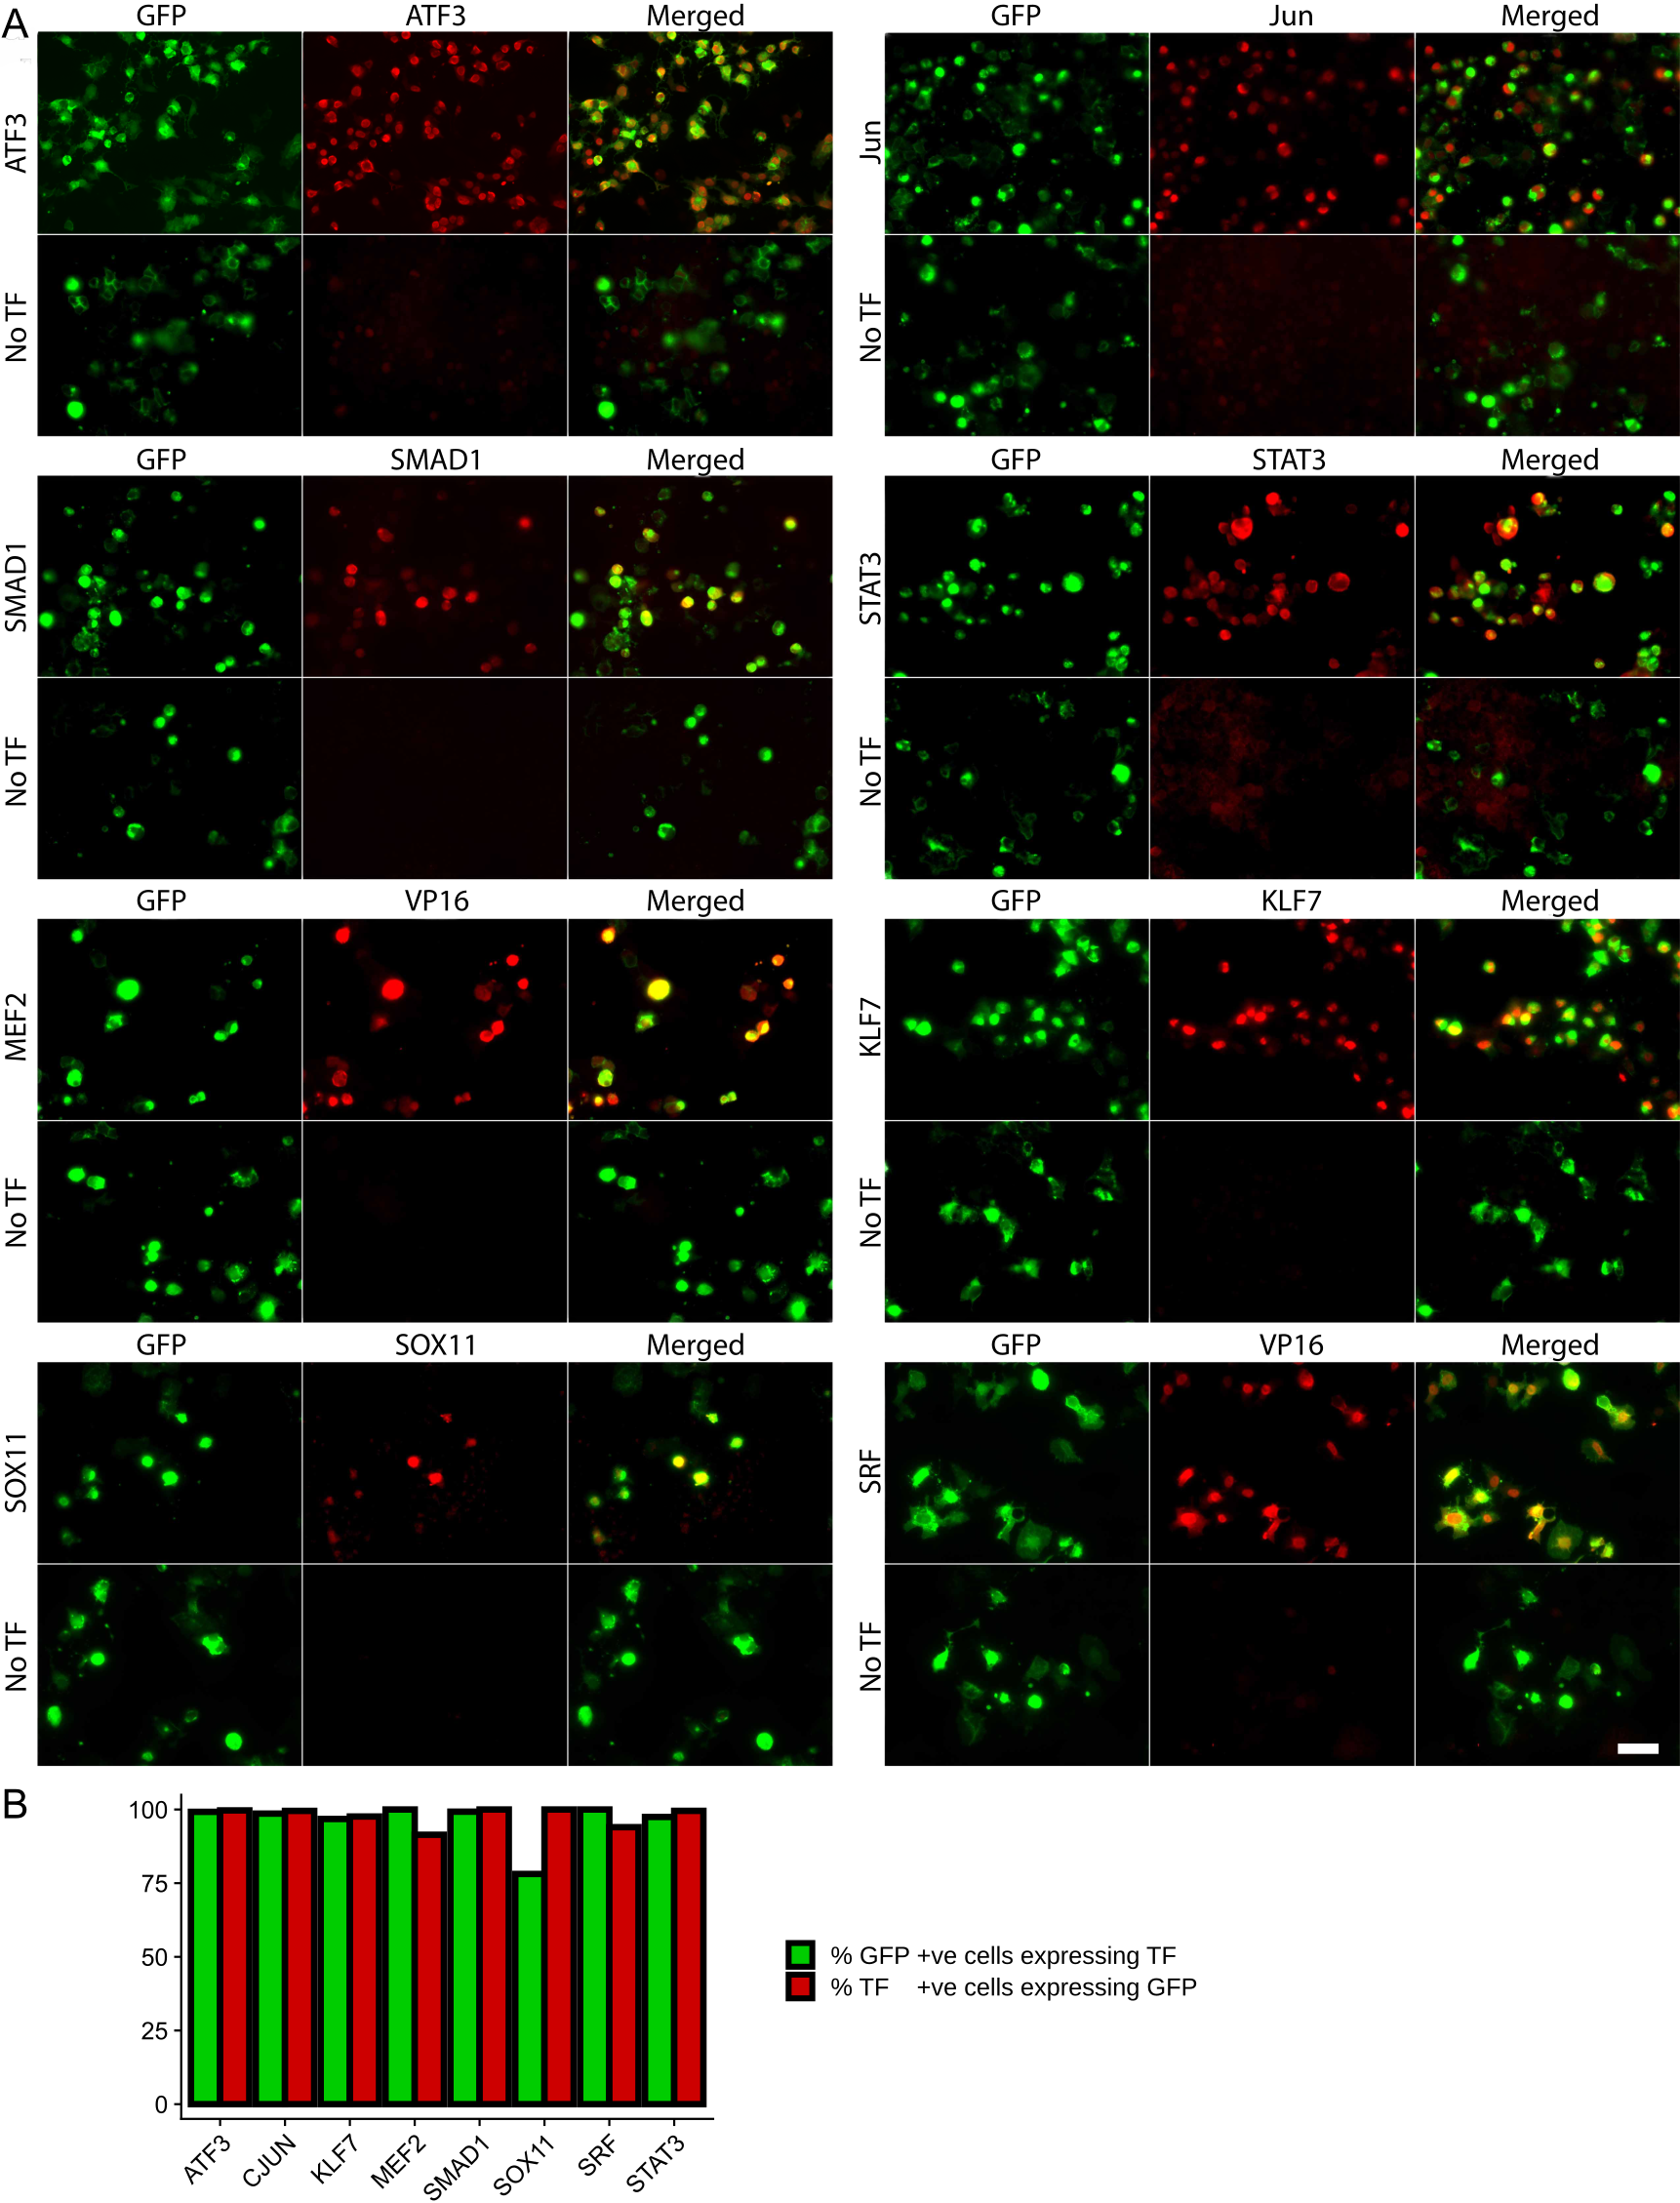
**Fig. S1.** **Overexpression of transcription factors (TFs) in HEK 293T cells using AAV dual promoter plasmids.** A. HEK 293T cells were transfected with AAV dual promoter constructs expressing both a TF and GFP (top row of each panel) or the control ‘No TF’ vector that expresses GFP only (bottom row of each panel). Cells were then fixed and immunostained for GFP and the TF in question. Labels on the left indicate the transfected plasmid and the labels along the top indicate the antibodies visualized. Each plasmid expresses GFP and its TF as expected. Scale bar 50μm. B. Quantification of co-expression of each TF and GFP in HEK cells. In most cases co-expression rates are over 90%. The lowest rate of TF expression in GFP+ cells was for SOX11 at 78%, but this is most likely due to the antibody being of lower quality. Since all TFs were expressed from the same backbone construct we expect expression efficacy to be similar in all cases.

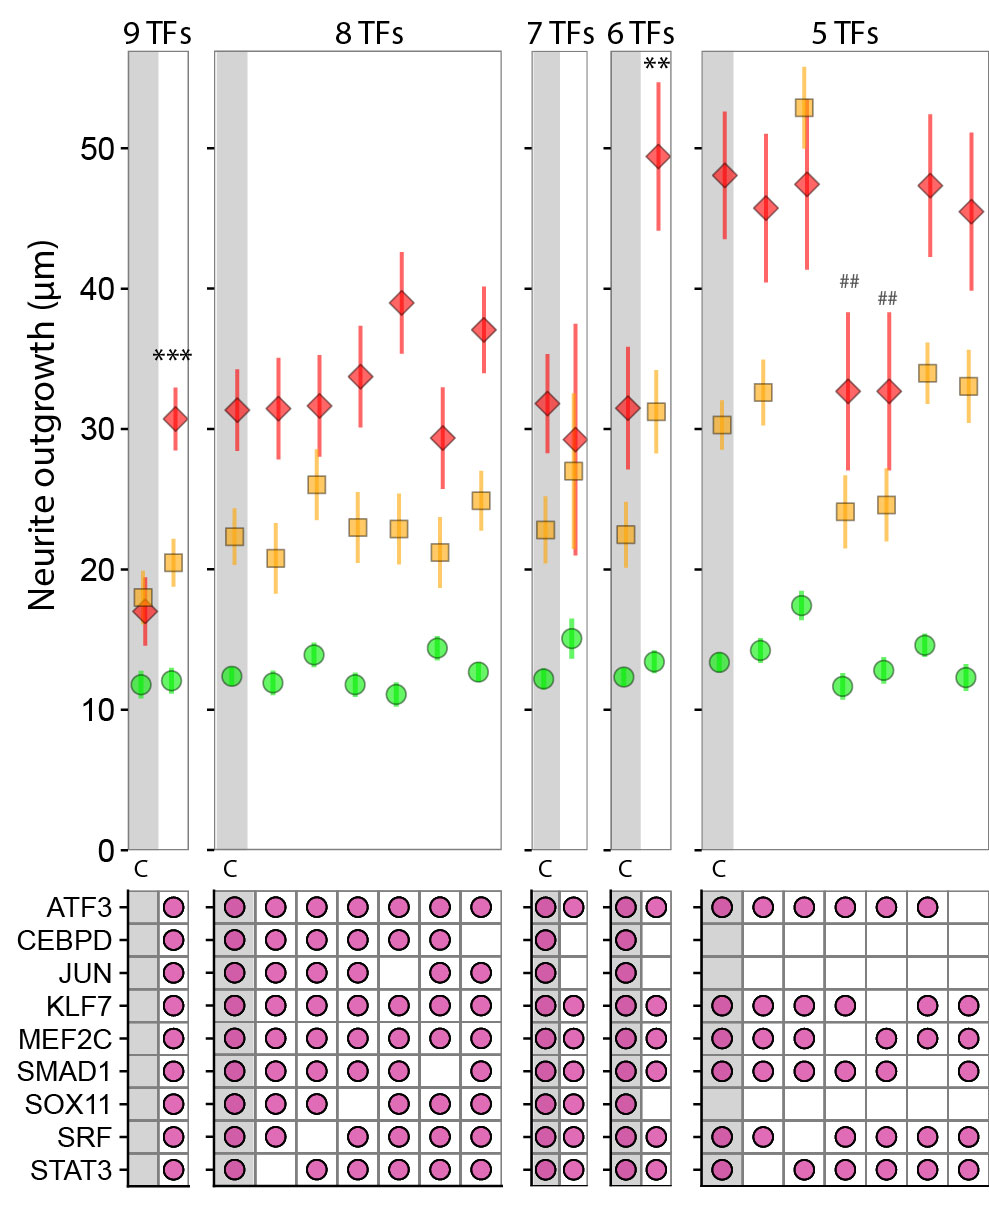

**Fig. S2.** Screening of combinations of transcription factors in F11 cells. Here a subtractive screen was performed beginning with all 9 factors and iterative removal of selected factors. 9 TFs: All 9 factors co-transfected together induced greater outgrowth than the no TF condition, although this was considerably less than that induced by the triple combination ATF3/KLF7/MEF2 (see Fig. 2). 8 TFs: Individual TFs (all excluding ATF3 KLF7 and MEF2) were removed; CEBPD or JUN caused a non-significant increase in outgrowth. 7 TFs: Combined removal of CEBPD and JUN had little effect on outgrowth. 6 TFs Combined removal of CEBPD, JUN and SOX11 had caused a significant increase in outgrowth. 5 TFs Removal of each of the remaining factors did not cause further increases in outgrowth and in fact removal of KLF7 or MEF2 led to a significant drop-off in neurite outgrowth. **, ## p<0.01; ***p<001. Stars indicate a significant increase with respect to the control condition, hashes indicate a significant decrease. (Linear mixed model with Dunnett’s post-hoc tests, n≥4)

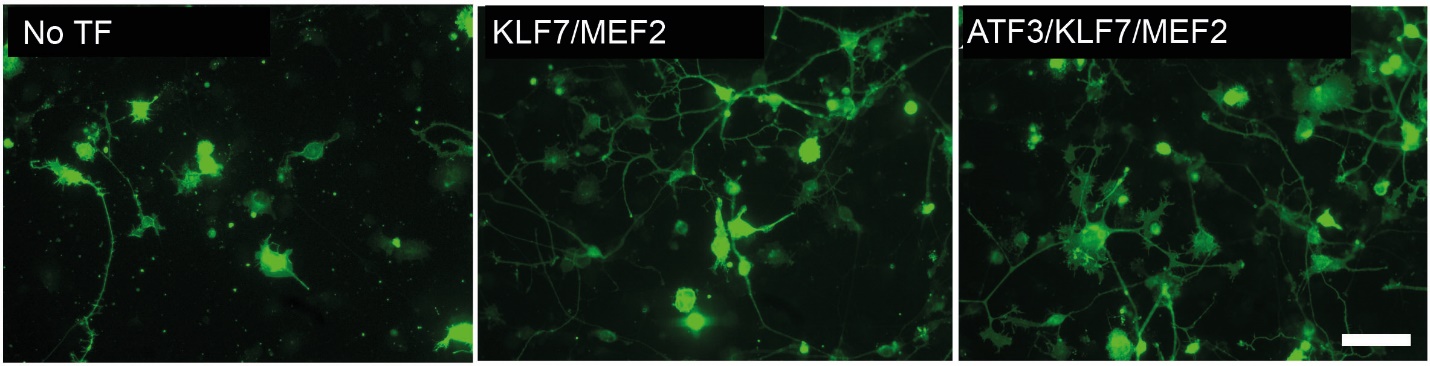

**Fig. S3. F11 outgrowth at 72 hours in the highest performing TF combinations.** Example images of neurite outgrowth after 72 hours in F11 cells transfected with GFP only (No-TF plasmid), KLF7/MEF2 or ATF3/KLF7/MEF2, as used for quantification with the Cellomics ArrayScan HCS Reader. Scale bar 50 μm.

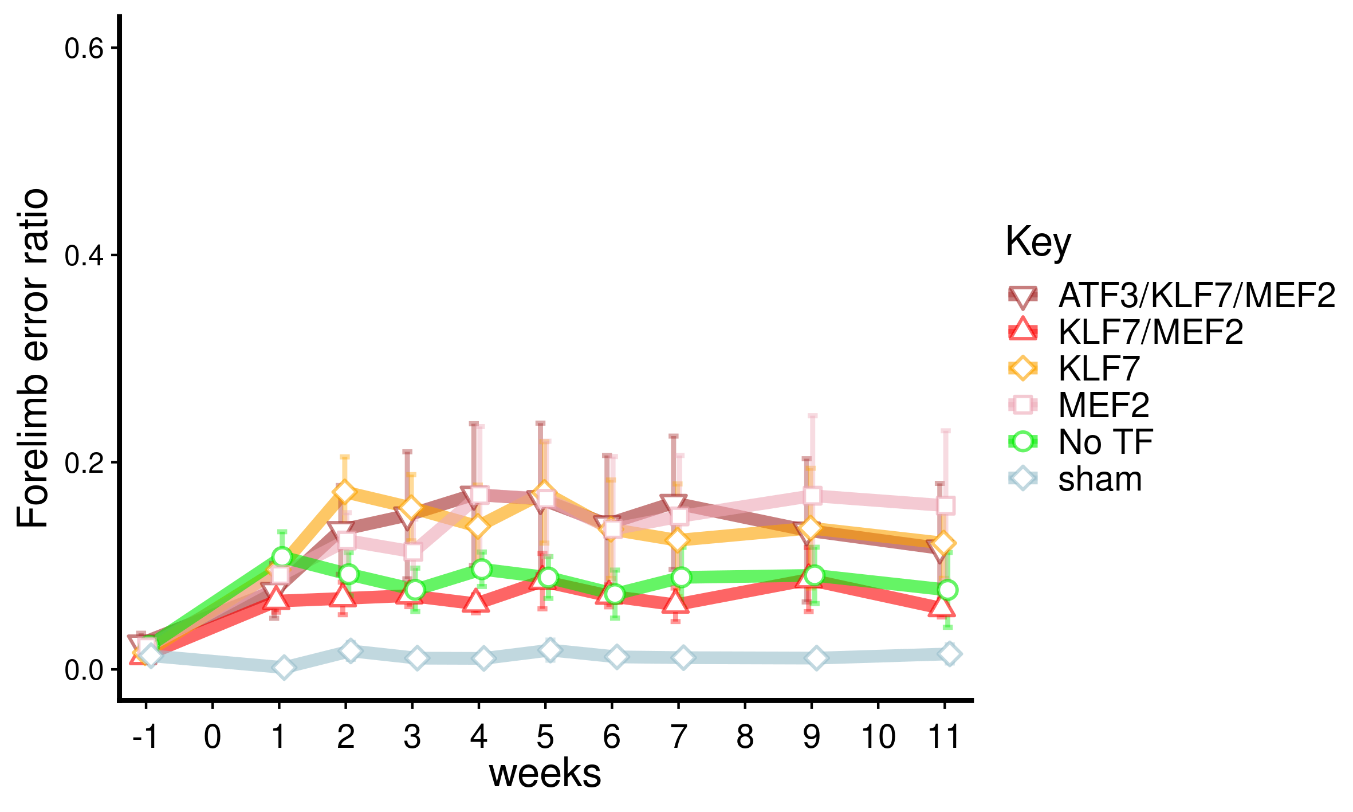

**Fig. S4. Error rates for forelimbs on the horizontal ladder.** Forelimb slips and misses were scored after the cervical dorsal column injuries. Forelimb function is affected by the injury to a minor degree but remains stable across the period. No significant differences were found between any TF group and the ‘No TF’ group, although the sham and ‘No TF’ groups were different (p<0.001; binomial linear mixed models).

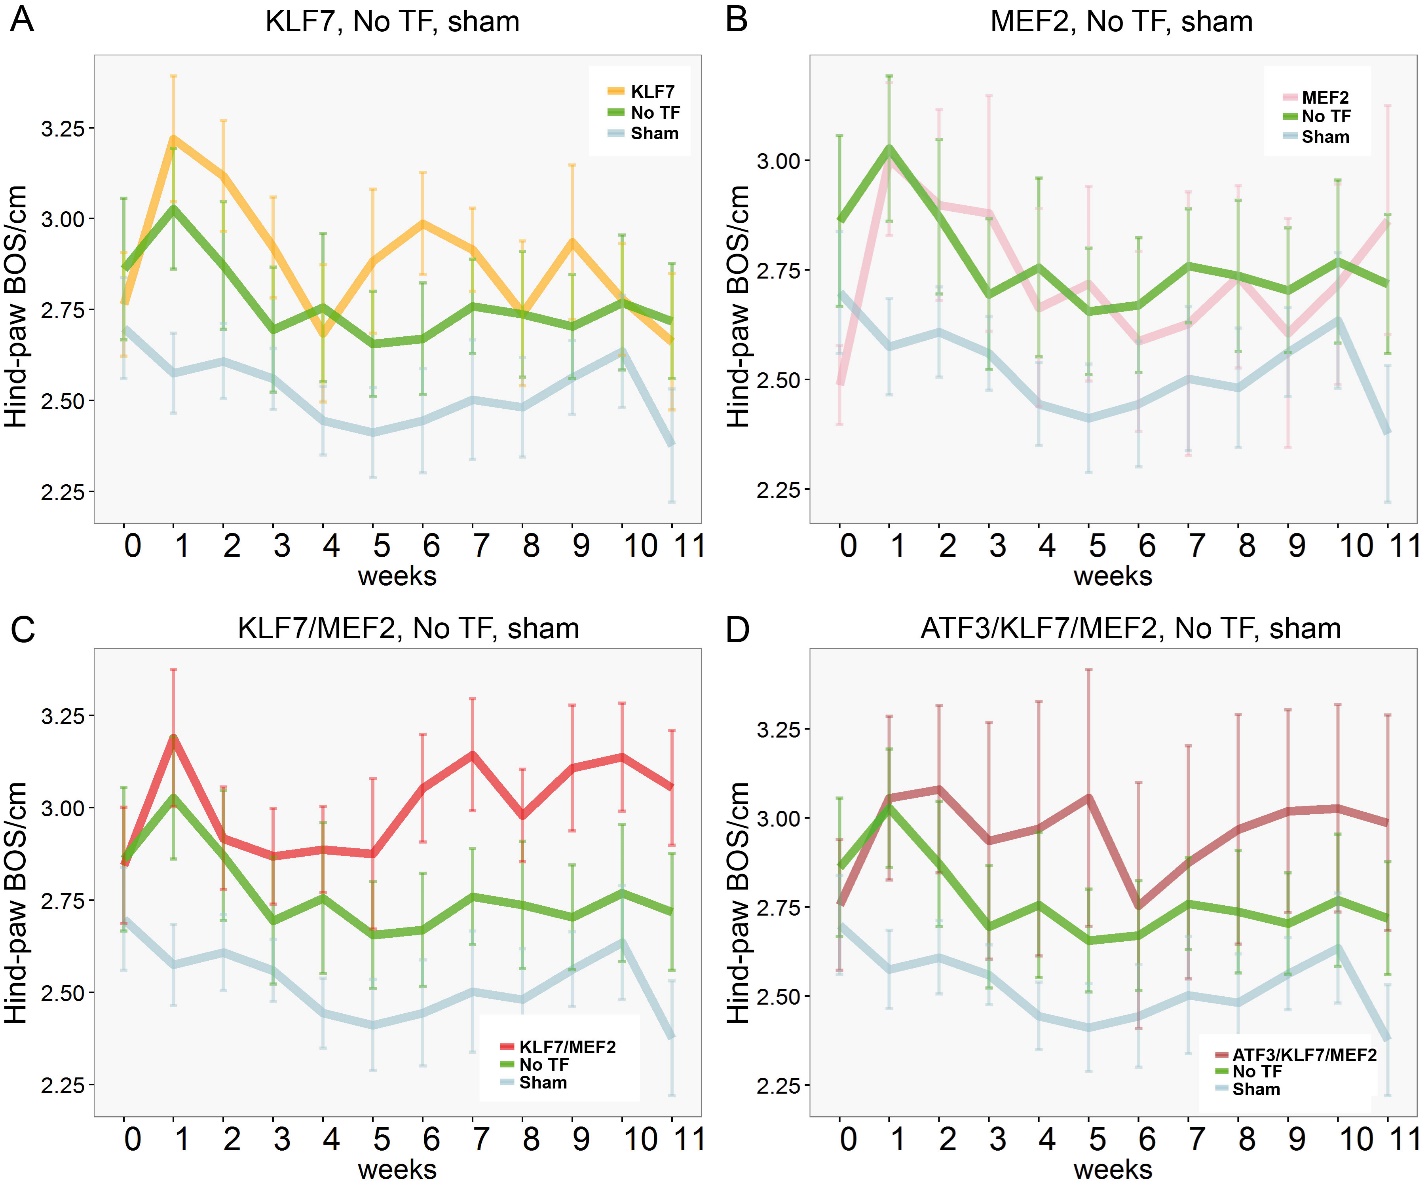

**Fig. S5. Hind paw width following dorsal column lesion**. Animals’ paws were filmed while crossing a walkway and subsequently analysed with semi-automated gait-analysis software (CatWalk XT). Plotted above is the hind-paw ‘Base of Support’ (BOS) measurement (side-to-side distance between the hind paws) in transcription-factor treated animal groups, compared to the No-TF-treated controls and sham-operated animals. (A) KLF7. (B) MEF2C. (C) KLF7/MEF2C. (D) ATF3/KLF7/MEF2C. Animals of the KLF7/MEF2C and ATF3/KLF7/MEF2C appear to show a trend towards a wider base of support after dorsal column lesion, increasing over time. No significant differences were found between groups (linear mixed model; n=8 for No TF and MEF2 groups, n=9 for other groups).

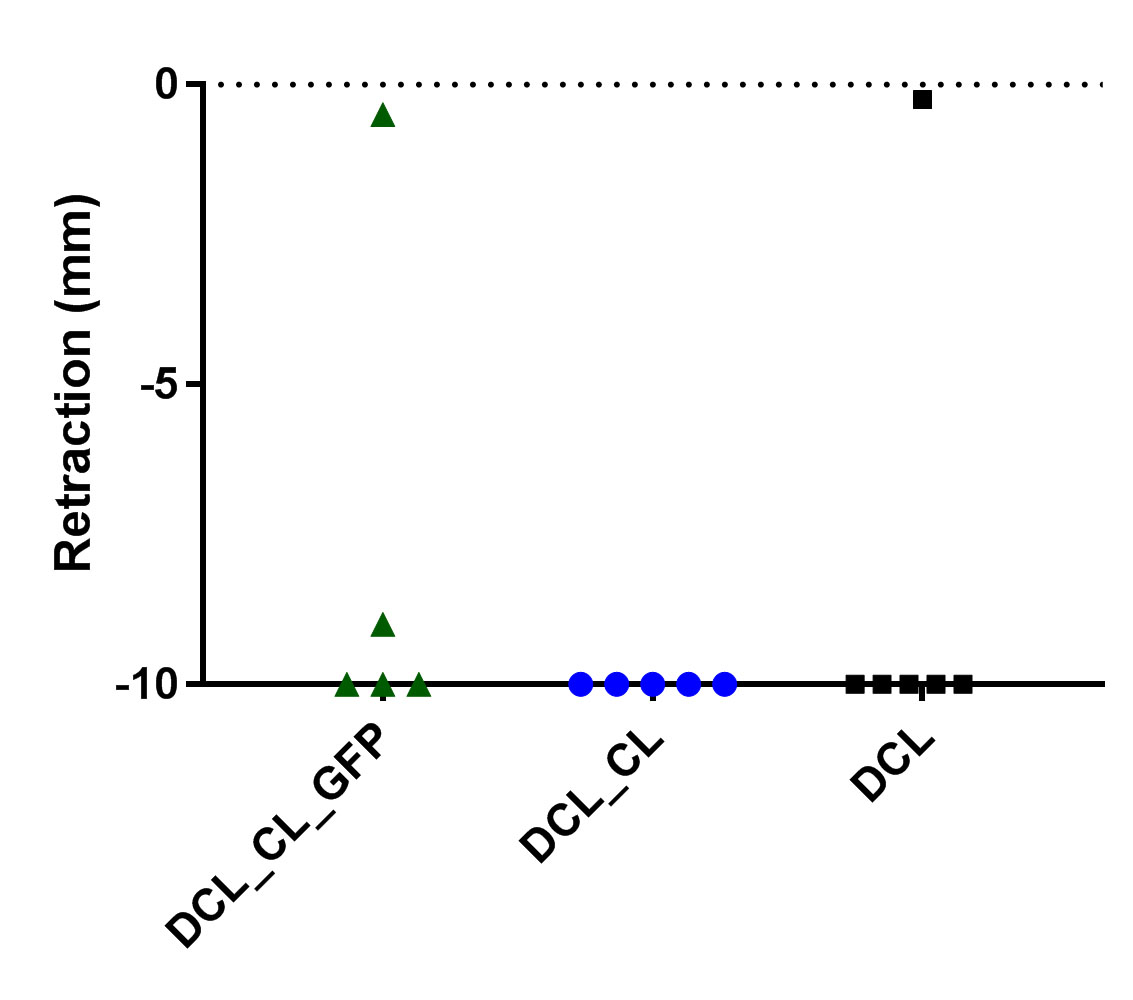

**Fig. S6. Peripheral conditioning lesion does not prevent retraction 12 weeks following dorsal column lesion.** Quantification of axonal retraction after a C4 dorsal column transection in conjunction with a conditioning lesion of the sciatic nerve one week prior to the dorsal column lesion. This was quantified both with and without GFP overexpression. Retraction was also quantified after a dorsal column lesion with no conditioning lesion and no GFP overexpression. **DCL**: C4 dorsal column lesion, **CL**: Sciatic nerve conditioning lesion, **GFP**: AAV5-GFP injection into L4 and L5 DRG. 0mm indicates caudal lesion edge. Animals where the retracting ‘leading edge’ was not visible within the sectioned 9mm caudal to the lesion were scored as 10mm (all but three animals). No significant differences were found between groups (Kruskal-Wallis test; n=5, 5 and 6).

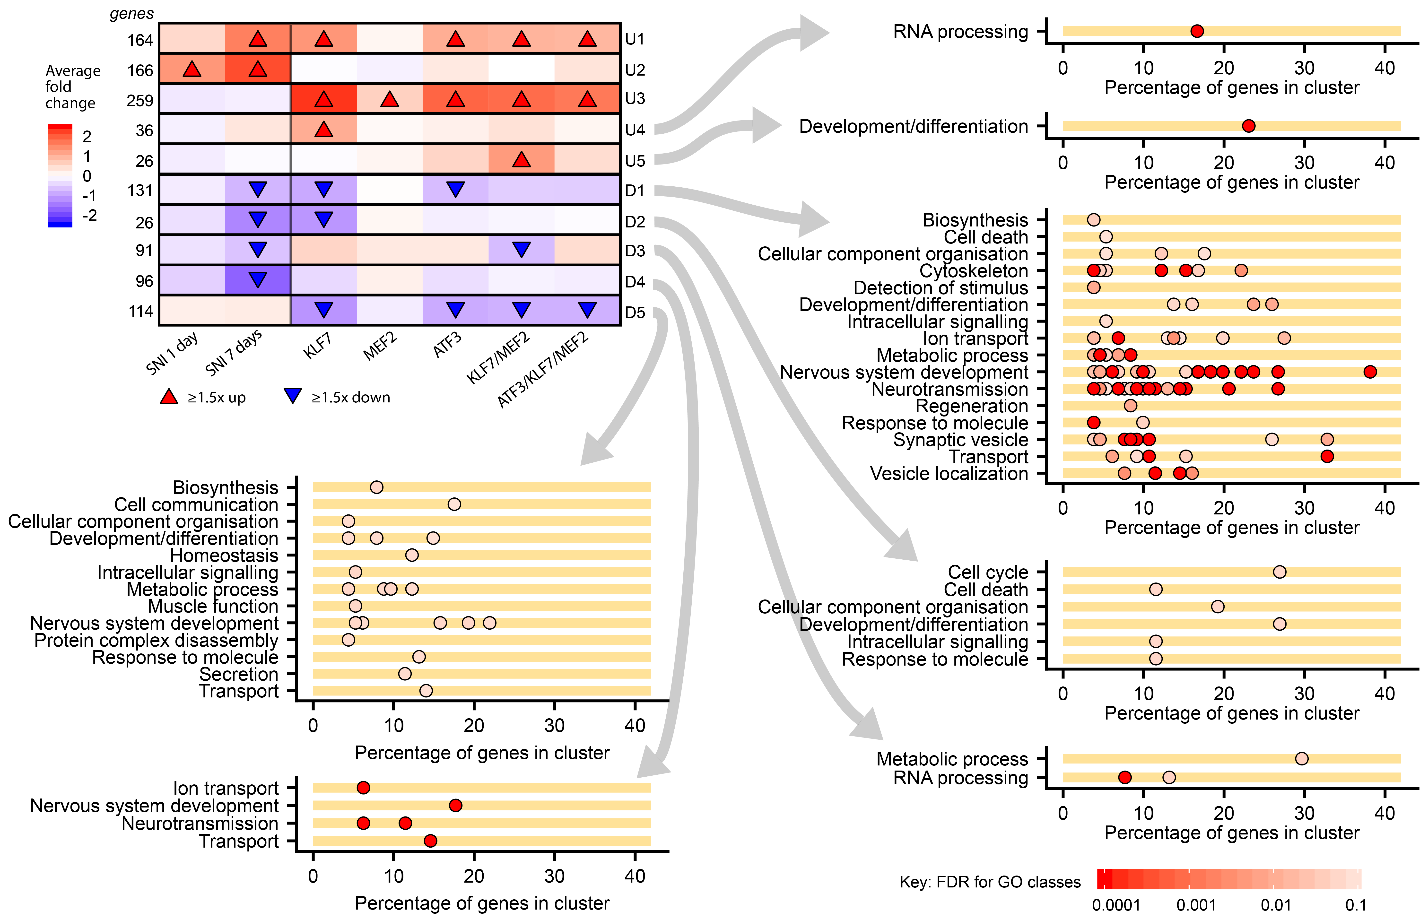

**Fig. S7.** Gene Ontology (GO) over-presentation analysis of the remaining clusters generated by Weighted Gene Correlation Network Analysis, not shown in Fig. 8. Cluster U4, containing genes induced only by KLF7 contains genes related to RNA processing. Cluster U5 is a small cluster of genes induced by KLF7/MEF2 and contains some genes related to development and differentiation. Clusters D1-D3 contain genes downregulated by axotomy and also by transcription factor groups. Of note D1 contains a number of genes related to neurotransmission and nervous system development, suggesting expression of KLF7 or ATF3 recapitulates this part of the axotomy-induced down-regulation of gene expression. Cluster D4 contains genes down-regulated by axotomy and not in any TF group, consisting of more genes related to neurotransmission and ion transport. Cluster D5 contains genes down-regulated by the TF groups (excluding MEF2) and not by axotomy, and includes genes related to nervous system development, cell communication and signalling.

# Supplementary material for: The transcription factor combination MEF2 and KLF7 promotes axonal sprouting in the injured spinal cord with functional improvement and regeneration-associated gene expression
**Source:** Mol Neurodegener. 2025 Feb 8;20:18. doi: 10.1186/s13024-025-00805-4
**Supplement:** Supplementary file 4 — Supplementary Material 4

| group | matrices | ratio | p | FDR | expressed | upregulated | other activation | factor chosen |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | V$HAND1E47_01 | 5.1 | 0.00088 | 0.066 | Smad1, Smad2, Smad4, Smad5, Smad7, Tcf3 | Smad1 |  | Smad1EVE |
|  | PB0060: Smad3_1 | 3.8 | 0.00083 | 0.066 |  |  |  |  |
| 2 | V$T3R_01 | 4.5 | 4.7e-05 | 0.066 | Thra, Thrb |  |  |  |
| 3 | MA0119.1: TLX1::NFIC | 3.8 | 0.00016 | 0.066 | Nfic |  |  |  |
| 4 | V$GKLF_01 | 3.7 | 0.00058 | 0.066 | Klf2, Klf4, Klf6, Klf7 | Klf6 |  | Klf7 |
|  | MA0039.1: Klf4 | 3.4 | 4.4e-05 | 0.066 |  |  |  |  |
| 5 | V$STAT5B_01 | 3.7 | 0.00058 | 0.066 | Stat1, Stat3, Stat5a, Stat5b |  | Yes (Stat3) | Stat3C |
|  | MA0144.1: Stat3 | 3.7 | 0.00058 | 0.066 |  |  |  |  |
| 6 | MA0107.1: RELA | 3.7 | 0.0006 | 0.066 | Rela |  |  |  |
|  | V$NFKAPPAB65_01 | 3.5 | 0.00085 | 0.066 |  |  |  |  |
| 7 | V$MEF2_01 | 3.6 | 0.00042 | 0.066 | Mef2a |  | Yes | Mef2C-VP16 |
|  | V$MEF2_04 | 2.7 | 0.00093 | 0.068 |  |  |  |  |
| 8 | V$TBP_01 | 3.5 | 0.00081 | 0.066 | Tbp |  |  |  |
|  | PB0080: Tbp_1 | 3.5 | 6.1e-05 | 0.066 |  |  |  |  |
| 9 | PB0078: Srf_1 | 3.5 | 0.00081 | 0.066 | Srf |  | Yes | SRF-VP16 |
|  | V$SRF_01 | 3.1 | 0.0002 | 0.066 |  |  |  |  |
| 10 | V$TCF11MAFG_01 | 3.1 | 0.00041 | 0.066 | Mafg |  |  |  |
| 11 | V$AP1FJ_Q2 | 3.1 | 0.00021 | 0.066 | Atf3, Batf, Batf2, Batf3, Fos, Jdp2, Jun, Junb, Jund | Atf3, Jun |  | Atf3, Jun |
|  | V$AP1_Q4 | 3 | 3.8e-05 | 0.066 |  |  |  |  |
| 12 | V$RREB1_01 | 3 | 0.00076 | 0.066 | Rreb1 |  |  |  |
| 13 | V$CEBP_Q2 | 2.8 | 0.00065 | 0.066 | Cebpb, Cebpd, Cebpg, Ddit3 | Cebpd |  | Cebpd |
|  | MA0019.1: Ddit3::Cebpa | 2.6 | 0.00096 | 0.069 |  |  |  |  |
| 14 | V$E4BP4_01 | 2.7 | 9.5e-05 | 0.068 | Nfil3 | Nfil3 |  |  |
|  | MA0025.1: NFIL3 | 2.6 | 0.00021 | 0.069 |  |  |  |  |
| 15 | PB0165: Sox11_2 | 2.5 | 0.00077 | 0.069 | Sox11 | Sox11 |  | Sox11 |
| 16 | MA0109.1: Hltf | 2.5 | 0.00064 | 0.069 | Hltf |  |  |  |
| 17 | V$FOXO1_02 | 2.4 | 0.00021 | 0.069 | Foxj1, Foxo1 |  |  |  |
|  | PB0016: Foxj1_1 | 2.4 | 0.0001 | 0.069 |  |  |  |  |
| 18 | V$NFAT_Q6 | 2.4 | 9.4e-07 | 0.069 | Nfatc4 |  |  |  |
| 19 | PB0124: Gabpa_2 | 2.3 | 0.00096 | 0.071 | Gabpa |  |  |  |
| 20 | PB0033: Irf3_1 | 2.2 | 0.00083 | 0.073 | Irf3, Stat1 |  |  |  |
|  | MA0137.1: STAT1 | 2 | 0.0008 | 0.078 |  |  |  |  |
| 21 | PB0004: Atf1_1 | 2.2 | 1.9e-05 | 0.074 | Atf1, Atf3, Atf4, Atf5, Atf6, Atf6b, Creb1, Creb3, Crebbp, Crebl2, Crebzf, Crem | Atf3, Crem |  | (Atf3) |
| 22 | PB0028: Hbp1_1 | 2.1 | 1.1e-05 | 0.074 | Hbp1 |  |  |  |

**Supp. Table S1. Overrepresented transcription factor binding sites in the promoters of RAGs from mouse facial motor neurons (FMN) 1 day after axotomy.** TFBS motifs were used from TRANSFAC and JASPAR. The column ‘ratio’ gives the maximised ratio of frequency per kilobase of motif occurrence in RAG promoters compared to unregulated gene promoters. Each TFBS motif shown was at least 2-fold over-represented in RAG promoters compared to unregulated genes, with p<0.001 (binomial test). Motifs were considered only if at least one potentially binding TF was actually expressed in both mouse FMN and rat dorsal root ganglion (DRG) neurons (the factors meeting this criteria are listed in column ‘expressed’). Motifs were grouped together if they identified sites at the same locations (the top 2 motifs for each group are shown). TFs were further filtered according to whether either: they are upregulated after axotomy in both mouse FMN and rat DRG neurons (column ‘upregulated'); or a post-translational activation mechanism is known to exist, that is activated after axotomy (column ‘other activation’).

The post-translational activation mechanisms identified were as follows. STAT3 is known to be phosphorylated after axotomy (Schwaiger et al., 2000; Lee et al., 2004). MEF2 is regulated by histone deacetylases (HDACs) and HDAC deactivation and nuclear export has been demonstrated after axotomy (Potthoff and Olson, 2007; Cho et al., 2013). SRF is activated by phosphorylation of its transcriptional co-factor Elk1 after axotomy (Lin et al., 2003).

Nfil3 otherwise met the criteria for inclusion but was excluded because it has previously been shown to be inhibitory to regeneration (MacGillavry et al., 2009).

| group | matrix | ratio | p | FDR | expressed | upregulated | other activation | factor chosen |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | V$MEF2_03 | 34 | 0.00019 | 0.05 | Mef2a |  | Yes | Mef2C-VP16 |
|  | V$MEF2_04 | 34 | 0.00019 | 0.05 |  |  |  |  |
| 2 | V$SRF_01 | 34 | 0.00019 | 0.05 | Srf |  | Yes | Srf-VP16 |
|  | V$SRF_C | 34 | 8.8e-10 | 0.05 |  |  |  |  |
| 3 | MA0019.1: Ddit3::Cebpa | 21 | 0.00063 | 0.057 | Ddit3 |  |  |  |
| 4 | MA0119.1: TLX1::NFIC | 17 | 0.00017 | 0.067 | Nfic |  |  |  |
| 5 | V$RREB1_01 | 16 | 0.00019 | 0.067 | Rreb1 |  |  |  |
| 6 | V$GKLF_01 | 13 | 0.00041 | 0.069 | Klf2, Klf4, Klf6, Klf7, Stat6 | Klf6 |  | Klf7 |
|  | MA0039.1: Klf4 | 11 | 0.00068 | 0.069 |  |  |  |  |
| 7 | PB0132: Hbp1_2 | 12 | 0.00048 | 0.069 | Hbp1 |  |  |  |
| 8 | MA0050.1: IRF1 | 9.9 | 0.00024 | 0.082 | Irf1, Irf7 |  |  |  |
|  | V$IRF7_01 | 3.5 | 0.0005 | 0.11 |  |  |  |  |
| 9 | PB0114: Egr1_2 | 8.8 | 0.0004 | 0.084 | Egr1 |  |  |  |
| 10 | PB0098: Zfp410_1 | 8.2 | 0.00053 | 0.085 | Zfp410 |  |  |  |
| 11 | V$TATA_01 | 7.4 | 2.5e-05 | 0.09 | Tbp |  |  |  |
|  | MA0108.1: TBP | 7.4 | 2.5e-05 | 0.09 |  |  |  |  |
| 12 | PB0038: Jundm2_1 | 7.1 | 1e-04 | 0.09 | Atf1, Atf3, Atf4, Atf5, Atf6, Atf6b, Creb1, Creb3, Crebbp, Crebl2, Crebzf, Crem, Jdp2, Mafb | Atf3, Crem |  | Atf3 |
|  | PB0004: Atf1_1 | 5.3 | 0.00054 | 0.1 |  |  |  |  |
| 13 | PB0186: Tcf3_2 | 4.7 | 0.00045 | 0.11 | Tcf3 |  |  |  |
| 14 | MA0144.1: Stat3 | 4.3 | 0.00041 | 0.11 | Stat3 | Stat3 | Yes | Stat3C |
| 15 | V$NFKAPPAB65_01 | 4.2 | 0.00094 | 0.11 | Rela |  |  |  |
| 16 | PB0003: Ascl2_1 | 3.9 | 0.00074 | 0.11 | Ascl2 |  |  |  |
| 17 | MA0116.1: Zfp423 | 3.6 | 0.00077 | 0.11 | Zfp423 |  |  |  |
| 18 | V$MAX_01 | 3.4 | 0.00034 | 0.11 | Max |  |  |  |
|  | MA0058.1: MAX | 3.3 | 0.00051 | 0.11 |  |  |  |  |
| 19 | PB0025: Glis2_1 | 3.2 | 2.7e-05 | 0.11 | Glis2 |  |  |  |
| 20 | PB0156: Plagl1_2 | 3.2 | 0.00024 | 0.11 | Plagl1 |  |  |  |
| 21 | PB0196: Zbtb7b_2 | 3.1 | 0.00084 | 0.11 | Zbtb7b |  |  |  |
| 22 | MA0105.1: NFKB1 | 3 | 0.00058 | 0.11 | Nfkb1 |  |  |  |
| 23 | PB0009: E2F3_1 | 2.4 | 0.00061 | 0.11 | E2f3 |  |  |  |

**Supp. Table S2. Overrepresented transcription factor binding sites in the promoters of upregulated transcription factors in mouse facial motor neurons (FMN) 1 day after axotomy.** The expressed, upregulated and other activation columns are as in Supp. Table S1. In this analysis only the promoters of transcription factors were considered, so this analysis is designed to identify TFs that regulate other TFs after axotomy and thus are likely to be hub TFs. Of note the over-representation ratios are much higher in this analysis, suggesting it has higher sensitivity than considering all RAGs. Furthermore MEF2 and SRF score particularly strongly suggesting one or both may be key hub genes in the RAG program.

| **Experiment** | **Outcome measures** | **Groups** | **Initial n** | **Exclusions/** | **Final n** |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | **losses** |  |
| AAV-TF/GFP delivery to DRG with spinal cord injury | Axon sprouting by immunohistochemistry  Functional testing (horizontal ladder, inclined rolling ladder, CatWalk) | No-TF/GFP/sham lesion | 9 |  | 9 |
|  |  | No-TF/GFP |  | 1 euthanased early | 8 |
|  |  | MEF2/GFP |  | 1 euthanased early | 8 |
|  |  | KLF7/GFP |  |  | 9 |
|  |  | KLF7/MEF2/GFP |  |  | 9 |
|  |  | ATF3/ KLF7/MEF2/GFP |  |  | 9 |
| AAV-TF/fluorophore delviery to DRG for immunohistochemistry | Immunohistochemistry | ATF3/GFP | 3 |  | 3 |
|  |  | KLF7/GFP |  |  | 3 |
|  |  | MEF2/GFP |  |  | 3 |
| AAV-TF/fluorophore delivery to DRG for gene expression profiling | Gene expression profiles | No-TF/GFP | 4 |  | 4 |
|  |  | ATF3/mitoYFP |  |  | 4 |
|  |  | MEF2/GFP |  | 1 excluded | 3 |
|  |  | KLF7/mCherry |  |  | 4 |
|  |  | MEF2/GFP + KLF7/mCherry |  |  | 4 |
|  |  | MEF2/GFP + KLF7/mCherry + ATF3/mitoYFP |  |  | 4 |
| Sciatic nerve injury for gene expression profiling | Gene expression profiles | Naïve | 4 |  | 4 |
|  |  | Sciatic nerve injury (1 day survival) |  |  | 4 |
|  |  | Sciatic nerve injury (7 day survival) |  |  | 4 |
| Dorsal column lesion with conditioning lesion and/or AAV-TF/GFP delivery to DRG | Axon tracing/retraction measurement | AAV-GFP + conditioning lesion + dorsal column lesion | 6 |  | 6 |
|  |  | conditioning lesion + dorsal column lesion |  |  | 6 |
|  |  | dorsal column lesion only |  |  | 6 |

**Supp. Table S3. Summary of experimental animal groups used.** Numbers in each group are given and where animals were euthanased early or excluded this is indicated.

| Motif | Genes |
| --- | --- |
| AP1 | 1810062O18Rik, Nid67, RGD1560812, Npepo, 2210403K04Rik, 4930512H18Rik, ENSRNOG00000023765, ENSRNOG00000018126, Abhd2, Acsl4, Adam9, Adamts5, Adcyap1, Agfg1, Ankrd1, Arpc5, Arrdc4, Atf1, Atf3, Calca, Camk4, LOC685173, Ccdc80, Ccl2, Ccl7, LOC685808, Cd24, Cd3eap, Cd44, Clp1, Col7a1, LOC689288, Csf1, Dusp6, Eaf1, Eif4e, Emp1, Emp3, Erc2, Etv5, Fam108b1, Fgf3, Peg12, Fst, Gadd45a, Gap43, Gfra1, Gpr158, Gpr183, Gpr19, ENSRNOG00000021058, Hbegf, Hk2, Hs2st1, Htr2b, Ier5, Il1r1, Il6, Inhba, Ipo5, Itpr1, Jun, Kera, Klf7, Lamc2, Lix1, Lrfn4, Lrrfip2, Lrtm2, Ly96, Mafk, ENSRNOG00000007053, Midn, Morc2, Ndst1, Nov, Nppb, Nras, P2ry6, Plagl1, Plaur, Plekho1, Plk3, Procr, LOC100365697, Ptpn1, Rap1b, Rchy1, Rdh10, Rhoj, Rhoq, Rras2, S100a16, Sat1, Sec16b, Serpinb2, Sertad1, Slc39a14, Slitrk6, Socs3, Spp1, ENSRNOG00000031167, Stam, Stat5b, Syt12, ENSRNOG00000011238, Tm4sf1, Tpm4, Ttc9, Txk, Txn1, Uap1, ENSRNOG00000025697, Uck2, Vash2, Vim, Vps4b, Wbp5, Wsb1, LOC691024, RGD1309228, 4930512H18Rik, ENSRNOG00000038119, ENSRNOG00000018126, Acads, Adamts5, LOC366473, Agfg1, Ankrd1, Ankrd23, LOC305633, Anxa10, Apobec2, Arid3a, Arpc5, Arrdc4, Brms1, ENSRNOG00000011331, Cacna2d1, Calca, LOC685173, Ccdc80, Ccl7, LOC685808, Cd34, Cd44, Cd68, Cd96, Cdkn2b, Cndp2, Coro2a, Crct1, Cryba2, Csf1r, RGD1306959, Dhrs2, Dusp6, Eef1b2, Eif4e2, Elovl1, Erc2, Erlin1, Ext2, F11r, Fgf3, Fli1, Frmd3, Fst, Gap43, ENSRNOG00000040025, Kiss1, Gpr158, Grem2, ENSRNOG00000039629, Grrp1, ENSRNOG00000021058, Hcls1, Hk2, Hpgd, Hsd17b7, Hspb3, Il1r1, Il6, Inpp5d, Jun, Kera, Kif3b, Klf7, Ka11, Lix1, Lpxn, Lrrc25, Lrtm2, Ly96, LOC100359928, Mapk3, Mapk6, Met, Myh1, Myom2, Nckap1l, Ndst1, Nov, Npy, Nrip1, Nrp2, Obfc1, P2ry6, Phex, Plaur, Plscr3, Pmaip1, Ppp2r5b, ENSRNOG00000002004, Prkcdbp, Procr, LOC100365697, Ptprc, Pvrl1, Rap1b, Rdh10, Rela, Rhoq, Rin1, Riok3, Rnd1, Rtn4, RGD1563581, ENSRNOG00000021015, Sdcbp2, Selplg, Serpinb2, Serpinb5, Sertad1, Sfrp1, Siglec5, Sipa1l2, Slc35e4, Slc6a4, Slitrk6, Sncb, Sprr1a, Srpx2, ENSRNOG00000031167, Star, Stmn4, Tbxas1, Tm4sf1, Trem2, Uap1, Vash2, Vim, Vip, Wars, Wbp5, Zfp367 |
| KLF | 1810062O18Rik, RGD1560812, 2210403K04Rik, ENSRNOG00000023765, Adcyap1, Angptl2, Atf3, Azin1, Bend5, Ccdc80, Cited2, Clec5a, ENSRNOG00000037794, Nrep, Dusp6, Elk3, Fads3, Gadd45g, Gpr19, LOC100364712, Heca, Hgf, Hk2, Inhbb, Jun, Klf7, Lpo, Lrrc3b, ENSRNOG00000023527, Myc, Ndst1, ENSRNOG00000033527, Pcsk1, Pdgfc, Pik3r6, Procr, S100a16, Sertad1, Snai2, Socs3, Ttc9, Ubash3b, Wbp5, Znf710 |
| MEF2 | 1810011O10Rik, 1810062O18Rik, Acvr1, Adcyap1, Ankrd1, Arpc5, Arrdc4, Atf3, Azin1, Bend5, Btg2, Camkk2, Ccdc80, Chmp1b, Cited4, Clp1, Csf2rb, Ctsc, Nrep, Ebp, Egr1, Ephb1, LOC498276, Flrt3, Gmds, Gpr19, Grp, Grrp1, LOC100364712, Hbegf, Hk2, Hnrnpab, Htr2b, Idh1, Ier5, Inhba, Itpr1, Jun, Klf6, Klf7, March6, Med8, Mlf1, Morc2, Myadm, Myc, Myo18b, Nov, Nras, ENSRNOG00000033527, Pcnx, Plcd1, Pnlip, Prrc1, Rchy1, Rg9mtd2, Riok3, Rras2, Sema3e, Slamf9, Slc7a8, Slitrk6, Smad1, Snai2, Sox11, Spata13, Spata5, Spp1, Stat5b, Steap1, Syt4, ENSRNOG00000037329, Timm8a1, Ttc9, Ubash3b, Vim, Vip, Wbp5, Wdr1, Wsb1, ENSRNOG00000022686, 1110038B12Rik, LOC361776, RGD1560812, 5033430I15Rik, ENSRNOG00000018126, ENSRNOG00000003538, Anxa10, Apobec2, Atf3, Azin1, Bend5, RGD1564541, Ccdc80, Cd180, ENSRNOG00000019851, Crym, Csf2rb, Ctsc, Cx3cr1, Ebp, Ephb1, Fli1, Flrt3, Gal, Galnt3, Gp9, LOC689257, Gpr34, Hist1h1c, Hist1h1d, Hist1h2aa, LOC100360053, Hist1h2bm, Hk2, Hsd17b7, Hspb3, Igsf6, Itpr1, Jun, Klf6, Klf7, Klhl6, Kpna3, Krtap17-1, Lipi, Lrch4, Lyl1, Mapk14, Myh1, Myo10, Myo18b, Myom2, P2ry12, Phex, Plcd1, Pnlip, Prkg2, Ptprc, Rela, Rhov, Rras2, Sfrp1, Slamf9, Slc6a4, Sln, Slpi, Smad1, Sox11, Sprr1a, Sri, Steap1, Tbxas1, Tnfaip8l2, Tnfrsf13b, Vat1, Vip, Wdr1, Zbtb7c |

**Supp. Table S4. Genes upregulated after axotomy whose promoters contain transcription factor binding site motifs for AP1, KLF family and MEF2 family TFs.** These genes are thus putative targets of the TFs ATF3 (when dimerized with c-Jun), KLF7 and MEF2.

**References**

Cho Y, Sloutsky R, Naegle KM, Cavalli V (2013) Injury-Induced HDAC5 nuclear export is essential for axon regeneration. Cell 155:894–908 Available at: http://dx.doi.org/10.1016/j.cell.2013.10.004.

Lee N, Neitzel KL, Devlin BK (2004) STAT3 Phosphorylation in Injured Axons before Sensory and Motor Neuron Nuclei : Potential Role for STAT3 as a Retrograde Signaling Transcription Factor. 545:535–545.

Lin H, Bao J, Ying J, Walters ET, Ambron RT (2003) Rapid electrical and delayed molecular signals regulate the serum response element after nerve injury: Convergence of injury and learning signals. J Neurobiol 57:204–220 Available at: http://doi.wiley.com/10.1002/neu.10275.

MacGillavry HD, Stam FJ, Sassen MM, Kegel L, Hendriks WTJ, Verhaagen J, Smit AB, van Kesteren RE (2009) NFIL3 and cAMP Response Element-Binding Protein Form a Transcriptional Feedforward Loop that Controls Neuronal Regeneration-Associated Gene Expression. J Neurosci 29:15542–15550.

Potthoff MJ, Olson EN (2007) MEF2: a central regulator of diverse developmental programs. Development 134:4131–4140 Available at: http://dev.biologists.org/cgi/doi/10.1242/dev.008367.

Schwaiger F, Hager G, Schmitt AB, Horvat A, Hager G, Streif R, Spitzer C, Gamal S, Breuer S, Brook GA, Nacimiento W, Kreutzberg GW (2000) Peripheral but not central axotomy induces changes in Janus kinases ( JAK ) and signal transducers and activators of transcription ( STAT ). 12:1165–1176.

How the deposited data were processed for this re-analysis (not part of the article)

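Large-diameter DRG neurons were laser dissected from 36 rats, 4 in each of 9 groups, and 1 RNA library was sequenced per rat. The groups were naive, 1 and 7 days after sciatic nerve injury (SNI), and 4 weeks after injection of AAV vectors for No-TF, ATF3, KLF7, MEF2, KLF7/MEF2 and ATF3/KLF7/MEF2. The paper left out MEF2 replicate 4, and so did the comparisons here unless stated, which used 35 samples. Samples were assigned to groups by their labels, which match the groups and numbers of the paper's methods.

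The authors aligned the reads with TopHat2 to the Ensembl transcriptome of Rnor_6.0 with AAV vector elements added, after removing transcripts annotated as pseudogenes, nonsense-mediated decay, non-stop decay or retained introns. They counted reads per gene with featureCounts, sharing reads that map to several places in fractions. The deposited values are therefore estimated counts that need not be whole (4.11% of all values had a fraction), and no scaling for library size had been applied. Of the 31177 features, 18512 had a count in at least 1 sample. Counts per sample ranged from 15981420 to 43636119 with a median of 20664472. A count of 0 in a library of the median size allows a level below 1 count in 1000000, but 0 counts in one rat beside many in another were frequent, and 1364 genes had counts in a single sample, with a median of 63 counts there. Limits for a count of 0 were set at 3 counts and cover counting error only.

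The analysis used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Counts were rounded to whole numbers. The 16421 genes with non-zero counts in at least 3 samples were tested with edgeR's quasi-likelihood test (TMM normalization, robust estimates) and Benjamini-Hochberg adjustment, with a threshold of 0.05. The SNI arm (12 samples) and the AAV arm (23 samples) were fitted apart, each with 1 estimate of the spread, and No-TF was compared with naive in a fit of all 35 samples. KLF7/MEF2 was also compared with KLF7. The names of genes to report were set by a rule: the vector elements, and in each comparison the 2 higher and the 2 lower genes with the largest fold change. The latter had to be past the threshold, with a mean of at least 1 count in 1000000 over both groups and no overlap between the samples of the groups. The files do not pair Ensembl identifiers with symbols: none of the 31169 identifiers matched the reference table of gene names. Sets that the paper names by symbol (the panel of RAGs, endogenous TFs, caspases, cluster lists, predicted targets) and the marker lists were therefore not analysed here, nor were gene ontology terms.

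Principal components were taken from the 500 most variable genes after DESeq2's variance stabilising transformation of all 36 samples, and scores of 2 groups were compared by exact permutation tests, two-sided. RAGs were the genes past the threshold at 1 or 7 days after SNI. Their fold changes were differences of group means of log2 counts per 1000000 counts (CPM) with 1 added to the counts, and correlations and shares were tested by exact permutation of the rats of the TF group and No-TF, over all 70 relabelings (35 with 3 MEF2 samples). Overlaps used Fisher's exact test, two-sided, which takes genes as independent and does not reflect the number of rats. Rankings by signed log p were compared by Spearman's rho and by rank-rank hypergeometric overlap. Errors of correlations are jackknife standard errors over replicates. Each comparison was repeated for other splits of its samples into groups of the same sizes. Both tests were tested on simulated data in which 200 of the 16421 genes changed 8-fold.

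The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, edgeR's filterByExpr with a minimum of 10 counts, only the 2 groups in the fit, estimates that are not robust, replicate number as a block, MEF2 replicate 4 taken back, each replicate left out in turn, 1000 genes and log2 CPM for the components, DESeq2's list of RAGs, TMM-scaled library sizes, a mean of at least 1 CPM, 5 added to the counts, and SNI at 1 day in place of 7 days. DESeq2 on only the 2 groups compared and a filter on more than 3 samples were added after seeing the data.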

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

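The tests of the number of genes detected along PC1, of the naive libraries shared by 2 comparisons, of the counts of ATF3/KLF7/MEF2 replicate 1, of the counts of MEF2 replicate 4, of the vector counts of SNI 1 day replicate 2 and of the genes called at 1 day after SNI were chosen only after the result was seen. Among 81 groups of 4 samples examined for a sample far from the others, 13 held one, where chance gives about 4.05. Of these, 3 concern the genes detected, PC1 or PC2 and the others vector elements. Levels near 0, as in the groups flagged for mCherry, mito, Mef2, WPRE and Atf3, set single samples apart more readily. In the groups flagged for eYFP, eGFP and Klf7 the levels were not near 0.

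In ATF3 replicate 1, mCherry, which only the KLF7 vector carries, had 606 counts (18.6 CPM), and 0 in the other 3 ATF3 replicates. This is 3.05% of the level in the KLF7 group. RNA of neurons with the KLF7 vector may have entered this library: its Klf7 element was 18.8 CPM above the mean of the other ATF3 replicates, where 5.01 would go with this mCherry. The other replicates ranged from 1.47 to 11.3 CPM, more than the rise that this explanation needs, and the measured rise exceeds it, so that Klf7 in 1 library does not decide on this source. The rat Klf7 gene does not account for the mCherry: naive replicate 4 and SNI 1 day replicates 1, 2 and 4 had Klf7 at 17.0 to 19.2 CPM and 0 mCherry counts. The design gives no biological source of mCherry in an ATF3 rat.

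In KLF7 replicate 4, Mef2 had 96 counts (4.32 CPM), 2.13% of the level in the MEF2 group, and 0 in the other KLF7 replicates. The MEF2 vector also carries eGFP, and 92.7 eGFP counts would go with this Mef2, but the library had 0 eGFP counts, which argues against RNA of neurons with the MEF2 vector. SNI 1 day replicate 2, from a rat without a vector, had Mef2 at 0.461 CPM and WPRE at 0.335 CPM, against 0 in the other 3 replicates. This library also held 3 eGFP and 3 eYFP counts, against 0 in the other 3 replicates. RNA of neurons with the MEF2 vector is a candidate source: with its 11 Mef2 counts would go 10.6 eGFP, 5.53 eYFP and 11.5 WPRE counts, against 3, 3 and 8 measured. All 3 elements were there, each below that level, and counts this near 0 in 1 library leave this source open. No other technical explanation was tested for these traces, and the design gives no biological one.

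In ATF3/KLF7/MEF2 replicate 1, Mef2 had 0 counts, while eYFP stood at 299.6 CPM against 104 to 110 in the other replicates, and eGFP at 247.8 CPM against 88.1 to 107. The level of the lowest other replicate would give 707 Mef2 counts in this library, which argues against too few counts. Neurons without the MEF2 vector are a candidate source. The ratio of eGFP to eYFP was 0.827 in this library, 0.815 to 0.982 in the other ATF3/KLF7/MEF2 replicates and 0.490 to 0.731 in ATF3, whose vector carries eYFP only. That is just above the ATF3 range, and the absence of the MEF2 vector cannot be told apart from another loss of the Mef2 counts with 1 library, as eGFP and eYFP share most of their reads. In ATF3/KLF7/MEF2 replicate 3, Klf7 was low at 101 CPM (others 140 to 148), and mito, part of the ATF3 vector, was high at 3.67 CPM (others 0 to 0.0911). Klf7 in SNI 1 day replicate 3 was 6.97 CPM (others 17.0 to 17.7). These 3 values were not tested further.

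MEF2 replicate 4, which the paper left out, had Mef2 at 343 CPM, above the 144 to 242 of the MEF2 samples that the paper used and above No-TF, and Atf3 at 11.5 CPM (0 to 1.24 in the other 3). It detected 8672 genes. Too few counts do not explain this number, as 21 samples had fewer counts and more genes. The paper proposes poor quality or contamination, and no test here separates them. KLF7/MEF2 replicate 1 detected 10324 genes (others 13425 to 13997).

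On PC1, MEF2 replicate 1 stood at 5.06 and the other 3 MEF2 replicates between -4.43 and -2.97, and on PC2 ATF3 replicate 3 stood at 2.74 and the others between -0.0656 and 0.326. Spread along PC1 within the 6 AAV groups could follow library quality or the amount of vector. Over the 23 samples, with group means removed, PC1 had r = 0.120 with the number of genes detected (permutation test, two-sided, p = 0.506; rho 0.192, p = 0.380; r = 0.305 without the 2 samples farthest from the median). With the WPRE element of the vectors it had r = -0.255 (permutation test, two-sided, p = 0.258; rho -0.119, p = 0.618; r = -0.113 without the 2 farthest). Neither measure accounts for the whole spread. A difference in the neurons' response to the vector stays open and was not tested.

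Changes of the RAGs were larger at 7 days than at 1 day after SNI, with a difference of 0.78 between the median sizes on the log2 scale (exact permutation test of the rats, two-sided, p = 0.0286). Most RAGs were chosen at 7 days, which could produce this difference. Over the 85 genes chosen at 1 day, the difference between the medians was 0.20, still larger at 7 days (exact permutation test, two-sided, p = 0.0571), while a difference made by the choice alone would be below 0 there. That p leaves the explanation open. A growing response to axotomy is the biological explanation that the design gives.

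No-TF differed from naive in 298 genes, 286 higher and 12 lower, a comparison that the paper's text gives no DEG count for. With DESeq2, 909 were higher and 460 lower. Over the RAGs, No-TF against naive correlated with SNI at 7 days against naive (Pearson r = 0.605 across genes, 83.4% in the same direction). Naive libraries shared by both comparisons could produce this. In 6 ways of parting the naive samples so that none was shared, r was 0.431 to 0.548, with a mean of 0.478 and 78.8% in the same direction on average, which argues against the shared libraries as the whole source. Changes caused by vector injection are one open explanation, as a hypothesis. Another is that SNI and No-TF neurons were chosen by fluorescence and naive neurons were not, which the design does not separate and which was not tested.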

How the results depend on the processing

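The alternatives were chosen before the data were examined, except 2 that were chosen only after the results were seen: DESeq2 fitted to only the 2 groups compared, and a filter on genes with non-zero counts in more than 3 samples. No other test in this part was added after the results were seen. Where a result changed, the cause was not tested unless one is given.

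The choice of test moved the number of genes past the threshold in all 9 comparisons. With DESeq2, the fits called 439 genes at 1 day after SNI, 1616 at 7 days, 804 in ATF3, 1611 in KLF7, 552 in MEF2, 676 in KLF7/MEF2, 698 in ATF3/KLF7/MEF2, 756 in KLF7/MEF2 against KLF7, and 1369 in No-TF against naive. The edgeR counts were 85, 810, 0, 225, 0, 0, 0, 3 and 298 in the same order, with 1503, 593, 1301 and 1392 genes at an unadjusted p under 0.05 where the count was 0. DESeq2 fitted to only the 2 groups called 444, 1503, 403, 729, 21, 221, 373, 104 and 794.

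With only the 2 groups in the edgeR fit, the spread was estimated from fewer samples. ATF3 then had 5 genes past the threshold, KLF7 22, MEF2 1, KLF7/MEF2 2, ATF3/KLF7/MEF2 1, KLF7/MEF2 against KLF7 1, and No-TF against naive 156. Estimates of the spread that are not robust gave 1 gene in MEF2, 3 in KLF7/MEF2 and 3 in ATF3/KLF7/MEF2. Taking back MEF2 replicate 4 left 116 genes in KLF7, 38 higher and 78 lower. With replicate number as a block (replicate block), 117 genes were called in KLF7, and the other 8 comparisons stayed within 1.5 times their count. The replicates of different groups share only their number: deviations from the group means correlated by 0.000423 on average between samples of the same number and by -4.66e-05 between the others. DESeq2's size factors, edgeR's filterByExpr and the filter on more than 3 samples left every count within 1.5 times its value.

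Across the fits that each left out one replicate, the genes past the threshold ran from 64 to 80 at 1 day after SNI, from 568 to 757 at 7 days, from 0 to 62 in ATF3, from 12 to 323 in KLF7, from 0 to 2 in MEF2, from 0 to 6 in KLF7/MEF2, from 0 to 5 in ATF3/KLF7/MEF2, from 2 to 39 in KLF7/MEF2 against KLF7, and from 213 to 336 in No-TF against naive. Single libraries set the ends of these ranges: ATF3 had 62 without No-TF replicate 2 and at most 2 in its other fits, KLF7 had 12 without No-TF replicate 4 and 323 without KLF7 replicate 3, and KLF7/MEF2 against KLF7 had 39 without KLF7 replicate 3. The highest values of KLF7/MEF2 (6) and ATF3/KLF7/MEF2 (5) were without No-TF replicate 2 as well, and that of MEF2 (2) without MEF2 replicate 1.

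On the principal components, computing them without MEF2 replicate 4 brought the rise of PC1 at 1 day after SNI to 0.529 (exact permutation test, two-sided, p = 0.0857) and that of No-TF over naive on PC2 to 1.08 (p = 0.0286), and gave MEF2 a PC2 difference of 0.00807. With 1000 genes the MEF2 difference on PC2 was 0.0207. Log2 CPM, whose scale is wider, gave by the same exact permutation test PC1 differences of 3.32 at 1 day after SNI (p = 0.6), 58.3 in ATF3 (p = 0.0286), 48.1 in KLF7/MEF2 and 50.3 in ATF3/KLF7/MEF2 (p = 0.0571 each), and 8.17 in MEF2 (p = 0.743). On PC2 the exact permutation test gave -12.9 in No-TF against naive (p = 0.114), 22.5 in KLF7 and 23.0 in KLF7/MEF2 (p = 0.0571 each), and 3.86 in MEF2 (p = 0.686). Of the 48 alternative values of PC1 and PC2, 35 kept their direction and their side of the threshold.

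Over the RAGs called by DESeq2, the share changed in the same direction was 69.2% in KLF7 and 66.3% in KLF7/MEF2, and r was 0.230 in KLF7/MEF2, none of them past the threshold (exact permutation test, two-sided, p = 0.0571 each). With TMM-scaled library sizes the KLF7 share was 75.9% (exact permutation p = 0.0857). The same scaling shifts all genes of a group alike and so says nothing about r, and a mean of at least 1 CPM removed no RAG. Against SNI at 1 day, r in ATF3/KLF7/MEF2 was 0.540 and passed the threshold (exact permutation p = 0.0286). With each replicate left out, r ran from 0.288 to 0.410 in KLF7, from 0.357 to 0.411 in KLF7/MEF2, from 0.447 to 0.612 in ATF3/KLF7/MEF2 and from -0.118 to 0.0185 in MEF2. It passed the threshold in 12 of 16 fits in KLF7, 15 in KLF7/MEF2 and 3 in ATF3/KLF7/MEF2. In ATF3, r ran from 0.561 to 0.630 and passed in all 16. The shares ran from 77.0% to 83.8% in ATF3, from 74.5% to 78.7% in KLF7, from 72.0% to 76.1% in KLF7/MEF2, from 72.2% to 83.2% in ATF3/KLF7/MEF2 and from 44.2% to 54.3% in MEF2. They passed the threshold in 11 of 16 fits in ATF3, 8 in KLF7, 11 in KLF7/MEF2 and 1 in ATF3/KLF7/MEF2, and in KLF7 in no fit without a KLF7 or No-TF replicate. An exact permutation test of 3 samples against 4 can reach p = 0.0286. In ATF3, KLF7, KLF7/MEF2 and ATF3/KLF7/MEF2 each of these fits could therefore pass the threshold. MEF2 starts from 3 samples, so its fits without a MEF2 or No-TF replicate had too few samples to pass the threshold.

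DESeq2 gave 138 concordant genes in ATF3, 269 in KLF7, 23 in MEF2, 57 in KLF7/MEF2 and 88 in ATF3/KLF7/MEF2, where edgeR gave 59 in KLF7 and 0 in the others. Over the KLF7 genes called by DESeq2, r with SNI at 7 days was 0.237 and passed the threshold (exact permutation test, two-sided, p = 0.0286). The rank agreement with SNI at 1 day was 0.163 in ATF3, 0.136 in KLF7, 0.0973 in KLF7/MEF2, 0.148 in ATF3/KLF7/MEF2 and 0.00301 in MEF2. With each replicate left out, the rank agreement of MEF2 with SNI at 7 days ran from -0.0418 to 0.0460, within its jackknife standard error of 0.0709, and that of KLF7 from 0.186 to 0.232. The values under DESeq2 and filterByExpr stayed within that error in all 5 TF groups.

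Under the alternatives no vector element changed direction in the TF groups whose vectors carry it or in the comparisons where the rule for names gave it. Neither did any of the 11 rat genes that this rule gave, some of which the text does not name. Of the values of these vector elements, 8 no longer passed the threshold and 30 passed only under the alternative, and of the 180 values of the 11 genes 29 no longer passed.

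In a simulation with the measured means, spread and library sizes, edgeR recovered 78 of 200 genes changed 8-fold in 1 group (39%) with 3 false calls, and 108 (54%) when the genes had a mean of at least 200 counts. DESeq2 recovered 110 (55%) with 291 false calls. Over all genes tested, changes of this size were thus missed more often than found with edgeR's threshold, and a count of 0 does not show that no gene changed. The alternatives for the panel of RAGs, the caspases, the predicted target slopes, the marker lists and the cluster means were not run, as the files do not pair the identifiers with symbols.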

Differences from the paper's values

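None of the tests in this part was added after the result was seen, except DESeq2 fitted to only the 2 groups compared and the filter on more than 3 samples. The paper's counts of DEGs were made with DESeq, and those here with edgeR.

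At 1 day after SNI the paper reports 177 higher genes and, in its supplement, lists 42 lower ones, against 81 and 4 here. None of the alternatives set before the data were examined closed these gaps, and neither did those set afterwards: DESeq2 gave 316 and 123, and DESeq2 on only the 2 groups 297 and 147. At 7 days the paper reports 573 higher genes, against 343 here. With DESeq2 the number was 802 and with DESeq2's size factors in edgeR 391, both within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. DESeq2 on only the 2 groups, chosen after seeing the values, gave 741.

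In KLF7 the paper reports 528 higher genes, against 86 here. DESeq2 gave 756, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not reach it. DESeq2 on only the 2 groups, chosen after seeing the values, gave 379. In MEF2 the paper reports 36 higher genes and its supplement lists 6 lower ones, against 0 and 0 here, with 593 at an unadjusted p under 0.05. DESeq2 gave 296 and 256, and on only the 2 groups 9 and 12, and no alternative closed the gap. In KLF7/MEF2 the paper reports 105 higher and 31 lower genes, against 0 and 0 here, with 1301 at an unadjusted p under 0.05. The delivered mCherry element was not called here either. None of the alternatives set before the data were examined closed these gaps, DESeq2 with 430 and 246 included. DESeq2 on only the 2 groups, chosen after seeing the values, gave 130 higher genes, within 1.5 times the paper's value, and 91 lower ones, which were not. In ATF3/KLF7/MEF2 the supplement lists 24 lower genes, against 0 here, with 1392 at an unadjusted p under 0.05 in both directions. No alternative closed this gap.

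For genes concordant with the RAGs, the paper reports 174 in KLF7, 42 in ATF3, 11 in KLF7/MEF2 and 19 in ATF3/KLF7/MEF2, against 59, 0, 0 and 0 here, as edgeR called no gene in the last 3 groups. With DESeq2 the numbers were 269, 138, 57 and 88, and with filterByExpr 52, 0, 0 and 0, and none closed the gap.

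The correlation of ATF3 with SNI at 7 days over the RAGs is about 0.53 in Fig. 7B, read by eye, against 0.627 here. It was 0.561 without ATF3 replicate 3, and no other alternative set before the data were examined came within the jackknife standard error of 0.0493. With DESeq2's RAGs it was 0.377.

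The paper's filter left 15995 genes, and non-zero counts in at least 3 samples left 16421 here. Non-zero counts in more than 3 samples, chosen after seeing the values, left 15995.

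The paper describes the correlations over the RAGs as past the threshold in all TF groups except MEF2. In ATF3/KLF7/MEF2, r was 0.583 with p = 0.0571 when rats were permuted (exact permutation test, two-sided), and it passed against SNI at 1 day. The paper places KLF7 ahead of KLF7/MEF2 in these correlations, and KLF7/MEF2 had 0.403 against 0.389 in KLF7, a difference within the jackknife standard errors. KLF7 was ahead with DESeq2's RAGs (0.303 against 0.230), with 5 added to the counts (0.445 against 0.441) and by Spearman's rho (0.505 against 0.465). It was also ahead when KLF7 replicate 4 was left out of KLF7 (0.410), or when replicate 1, 2 or 3 was left out of KLF7/MEF2 (0.366, 0.357 and 0.377). It also names MEF2 as the TF group least similar to the others in the heat map. By mean distance over the RAGs, KLF7 was farther from the other TF groups, at 34.1 against 33.4 for MEF2, while MEF2 had the lowest correlations with them. The paper describes correlations over the genes of each TF group, except MEF2, as significant at 7 days. The edgeR list of KLF7 here kept 5 vector elements among its 225 genes. In KLF7 Pearson's r had p = 0.0571 and rho passed (p = 0.0286), and over the genes called by DESeq2 r passed in KLF7 and ATF3, where rho did not in ATF3 (0.162, p = 0.114), and r did not in KLF7/MEF2 (0.0749, p = 0.257) or ATF3/KLF7/MEF2 (0.145, p = 0.0571; exact permutation tests, two-sided). At 1 day the paper names all groups except MEF2 and KLF7/MEF2, while over the genes called by DESeq2 r of ATF3 had p = 0.114 and rho of ATF3/KLF7/MEF2 had p = 0.0571 (exact permutation tests, two-sided). It reports overlap of DEGs in both directions for the combinations, and with DESeq2 the higher genes of KLF7/MEF2 had p = 0.0754 (Fisher's exact test, two-sided). The correlations with SNI at 1 day are described as weaker than those at 7 days, and in ATF3 r was 0.639 at 1 day. The paper finds the expected vector TFs in all appropriate samples, and the Mef2 element had 0 counts in ATF3/KLF7/MEF2 replicate 1.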

Other observations

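The tests of the label numbers, of the zeros among the genes that DESeq2 alone calls and of the zeros in the No-TF libraries were chosen only after the result was seen, as was the test by other splits for SNI at 1 and 7 days, ATF3 and KLF7.

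Each comparison was repeated for all 35 splits of its samples into groups of the same sizes, the real one included. As many genes past edgeR's threshold as in the real groups were found in 1 of the 35 splits at 1 day after SNI, 1 at 7 days, 1 in KLF7, 4 in KLF7/MEF2 against KLF7 and 1 in No-TF against naive. In the other splits the highest counts were 1, 1, 4, 32 and 41. Where the real groups gave 0 genes, as many were found in 35 of 35 splits in ATF3, 35 in MEF2, 35 in KLF7/MEF2 and 35 in ATF3/KLF7/MEF2, so the number of genes with an unadjusted p under 0.05 was compared in their place. In ATF3, 1503 genes were as many in 1 of the 35 splits (median of the others 705.5), in MEF2 593 in 29 (median 699.5), in KLF7/MEF2 1301 in 1 (median 849), in ATF3/KLF7/MEF2 1392 in 1 (median 726.5) and in KLF7/MEF2 against KLF7 1381 in 3 (median 1104).

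DESeq2 fitted to the 2 groups called genes in every split. The real count was reached in 1 of the 35 splits at 1 day after SNI, 1 at 7 days, 1 in ATF3, 1 in KLF7, 34 in MEF2, 1 in KLF7/MEF2, 1 in ATF3/KLF7/MEF2, 3 in KLF7/MEF2 against KLF7 and 1 in No-TF against naive. The medians of the other splits were 29, 32.5, 41.5, 86, 67.5, 40, 41, 58 and 35 genes in the same order. In MEF2 the 21 genes called were thus no more than unrelated groupings of the same samples gave. The rank agreement with SNI at 7 days was as far from 0 in 2 of the 35 splits in ATF3, 1 in KLF7, 34 in MEF2, 2 in KLF7/MEF2 and 3 in ATF3/KLF7/MEF2.

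DESeq2 called many genes that edgeR did not. In 37.7% of these genes at 7 days after SNI and 98.4% in MEF2, the extremes over the 9 comparisons, every library of 1 group had 0 counts, where 11.2% and 42.3% of uncalled genes with similar means did. Zeros that arise by chance in sparse libraries are a candidate explanation: in a simulation of the AAV arm without any change in 1 group, DESeq2 called 278 genes there and edgeR 0. This simulation fits the measured spread gene by gene and does not say which of the measured calls are of this kind.

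In DESeq2, 307 genes were higher in at least 4 TF groups, and 273 of them had 0 counts in all No-TF libraries. If these zeros arose by chance, naive libraries, which share no vector, should hold counts of the genes, and 58.6% had a count in at least 1 naive library. The other 41.4% had none, while 288 of 1474 genes with similar means had none. Chance zeros in No-TF and a real absence of these transcripts there cannot be told apart, since the genes were chosen for their zeros and naive neurons differ from No-TF in more than the vector.

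Some samples have label numbers apart from the rest, which could mark a batch. Deviations from the group means correlated by 0.0107 on average among the 3 pairs of these samples (-0.00289 to 0.0307). All 3 lay within the range of 37 other pairs (-0.0748 to 0.0665), of which 18 were at or above the lowest of the 3. No shared batch stood out, but 3 pairs cannot exclude one. No batch or date is given in the labels or the paper.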
